# Activity-dependent modulation of synapse-regulating genes in astrocytes

**DOI:** 10.7554/eLife.70514

**Published:** 2021-09-08

**Authors:** Isabella Farhy-Tselnicker, Matthew M Boisvert, Hanqing Liu, Cari Dowling, Galina A Erikson, Elena Blanco-Suarez, Chen Farhy, Maxim N Shokhirev, Joseph R Ecker, Nicola J Allen

**Keywords:** astrocytes, synaptic terminals, visual development, gene expression, neuronal activity, Mouse

## Abstract

Astrocytes regulate the formation and function of neuronal synapses via multiple signals; however, what controls regional and temporal expression of these signals during development is unknown. We determined the expression profile of astrocyte synapse-regulating genes in the developing mouse visual cortex, identifying astrocyte signals that show differential temporal and layer-enriched expression. These patterns are not intrinsic to astrocytes, but regulated by visually evoked neuronal activity, as they are absent in mice lacking glutamate release from thalamocortical terminals. Consequently, synapses remain immature. Expression of synapse-regulating genes and synaptic development is also altered when astrocyte signaling is blunted by diminishing calcium release from astrocyte stores. Single-nucleus RNA sequencing identified groups of astrocytic genes regulated by neuronal and astrocyte activity, and a cassette of genes that show layer-specific enrichment. Thus, the development of cortical circuits requires coordinated signaling between astrocytes and neurons, highlighting astrocytes as a target to manipulate in neurodevelopmental disorders.

## Introduction

Synapses are points of contact where electrochemical signals are transferred between neurons in a given circuit (Petzoldt and Sigrist, 2014; Südhof, 2018). Synapse development occurs in several molecularly and functionally defined stages, which include initiation, maturation, and pruning steps prior to stabilization and establishment of mature circuits. In the rodent cortex, this occurs over the period of the first postnatal month, initiating at around postnatal day (P) 7, peaking at P14, and stabilizing towards P28 (Blue and Parnavelas, 1983a; Blue and Parnavelas, 1983b; Farhy-Tselnicker and Allen, 2018; Li et al., 2010). Synaptic deficits, for example, caused by mutations in synapse-related genes, are associated with developmental disorders such as autism spectrum disorder and epilepsy (Lepeta et al., 2016). Therefore, understanding how synaptic development is regulated will provide important insights into how circuits form and function in health and are altered in disease.

The majority of synapses in the mammalian cortex are contacted by astrocytes, a type of glia and key regulators of circuit development and function (Allen, 2013; Batool et al., 2019; Bernardinelli et al., 2014a; Genoud et al., 2006). Astrocytes express many genes encoding proteins that regulate distinct stages of synapse formation and maturation (Baldwin and Eroglu, 2017). For example, thrombospondin family members induce formation of structurally normal but functionally silent synapses (Christopherson et al., 2005; Eroglu et al., 2009). Glypicans induce the formation of active synapses by recruiting GLUA1 to the postsynaptic side (Allen et al., 2012; Farhy-Tselnicker et al., 2017) and chordin-like 1 induces synapse maturation by recruiting GLUA2 to the postsynaptic side (Blanco-Suarez et al., 2018). These and other signals have been identified using in vitro cell culture approaches and analyzed individually across ages and brain regions in vivo. Yet, a systematic analysis of their expression patterns in a complete circuit in vivo, which would reveal distinct regulatory roles for specific synaptic connections, has not been attempted.

The mouse visual circuit is a well-characterized and powerful model to investigate the role of astrocytes in regulating different stages of synaptogenesis. Visual information perceived by the retina is relayed to the visual cortex (VC) via the neurons of the thalamic lateral geniculate nucleus (LGN). Before eye opening (from birth to ~P12 in mice), spontaneous retinal activity evokes correlated cortical responses (Gribizis et al., 2019; Hanganu et al., 2006) that are important for the correct establishment of thalamocortical synapses (Cang et al., 2005). Eye opening marks a step towards synapse maturation in the VC, with the appearance of visually evoked neuronal responses across the retinal-LGN-VC circuit (Espinosa and Stryker, 2012; Hooks and Chen, 2006; Hooks and Chen, 2020). Perturbing this process by methods of visual deprivation, such as dark rearing, delays both synaptic (Albanese et al., 1983; Desai et al., 2002; Freire, 1978; Funahashi et al., 2013; Hsu et al., 2018; Ishikawa et al., 2014; Ko et al., 2014; Majdan and Shatz, 2006; Tropea et al., 2006) and astrocyte maturation (Müller, 1990; Stogsdill et al., 2017).

The VC’s glutamatergic neurons are arranged in spatially defined layers, with distinct transcriptomic, functional, and connectivity profiles (Bannister, 2005; Douglas and Martin, 2004). For example, neurons in layers 1 and 4 receive input from the LGN, while layer 5 neurons, the main output to subcortical regions, send their dendrites to layer 1, where they receive input from both local and subcortical projections. Recent work has shown that cortical astrocytes are also spatially arranged in diverse populations (Batiuk et al., 2020; Bayraktar et al., 2020; John Lin et al., 2017; Lanjakornsiripan et al., 2018), in line with evidence from other brain regions showing astrocyte heterogeneity (Chaboub and Deneen, 2012; Chai et al., 2017; Khakh and Deneen, 2019; Oberheim et al., 2012; Rusnakova et al., 2013; Schitine et al., 2015). However, whether this astrocyte diversity is reflected in their regulation of synapses across the distinct layers of the VC is unknown. To understand how the diverse astrocytic signals act together to regulate formation of a complete circuit, it is important to determine both temporal and spatial expression patterns of astrocytic synapse-regulating genes in vivo as well as identify the mechanisms that control their level of expression and the subsequent effect on synapse formation.

Here, we use RNA sequencing and in situ hybridization to obtain the developmental transcriptome of astrocytes in the mouse VC in vivo. We find that astrocyte synapse-regulating genes display differential temporal and spatial expression patterns, which correspond to stages of synapse initiation and maturation. Furthermore, we find that developmental regulation of these genes, namely glypican 4 and chordin-like 1, depends on thalamocortical neuronal activity, with additional regulation by astrocyte IP3R2-dependent Ca^2+^ activity. Manipulating either neuronal or astrocytic activity leads to shifts in synaptic development and maturation. Finally, single-nucleus RNA sequencing analysis reveals diverse populations of astrocytes in the developing VC and identifies novel groups of genes that are regulated by neuronal and astrocyte activity. These findings demonstrate how astrocyte expression of synapse-regulating genes is controlled during development, and how synapse maturation is dependent on neuron-astrocyte communication. These data further provide an important resource for future studies of astrocyte development and astrocyte regulation of synapse formation.

## Results

To address key questions regarding astrocyte regulation of synapse development, this study has three major goals. First, to characterize the spatio-temporal profile of astrocyte development during distinct stages of cortical synaptogenesis at the transcriptomic level. Second, to investigate the mechanisms that influence spatio-temporal expression levels of select astrocytic synapse-regulating genes, focusing on neuronal and astrocyte activity. Third, to determine the global dependence of the astrocyte transcriptome on neuronal and astrocyte activity using an unbiased RNA sequencing approach. All analyses were performed in the mouse VC to enable comparison of these metrics within a defined circuit, providing a blueprint for future analysis of the functional roles of astrocytes in synaptic development.

### Developmental profiling of the astrocyte transcriptome in the postnatal VC

Astrocytes appear in the cortex at birth, and migrate, proliferate, and mature throughout the first postnatal month (Ge et al., 2012), coincidently with the stages of synapse development. To determine the transcriptomic profile of astrocytes at these stages (P7, P14, P28, and adult, P120), we used the astrocyte Ribotag mouse model to isolate mRNA for bulk RNA sequencing (B6N.129-Rpl22^tm1.1Psam/J^ crossed to B6.Cg-Tg(Gfap-cre)73.12Mvs/J – labeled Astrocyte-RiboTag) (Figure 1, Figure 1—figure supplement 1, Figure 1—source data 1; Boisvert et al., 2018; Chai et al., 2017). In this mouse line, cre recombinase drives the expression of an HA-tagged ribosomal subunit, enabling purification of cell-type-specific ribosomes and associated mRNA for analysis by RNA sequencing (Figure 1A and B). 

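In Astrocyte-RiboTag mice the ribosomal protein Rpl22 carries an HA tag in cells in which the Gfap-cre transgene is active, and mRNA on the tagged ribosomes was pulled down from the visual cortex with an antibody to HA. The deposited values cover 15 pulldown libraries, 3 at P7, 4 at P14, 5 at P28 and 3 at P120, and 1 library of total RNA (input) at each age. The paper states that each sample pooled tissue from 2 mice. At P120 the paper counts 6 samples, and the 3 that came from the earlier study of Boisvert et al. were not analysed here. The authors sequenced polyadenylated RNA, aligned the reads to mm10 with STAR and computed FPKM per gene with HOMER, using the most highly expressed isoform of each gene. The paper reports 10 to 55 M uniquely mapped exonic reads per library. FPKM values hold no counts, but the low values of each library lie on steps of 1 read, and from these steps the number of reads was estimated. It was 46.0 to 51.7 M at P7 (median 47.9), 22.8 to 55.0 M at P14 (median 43.55), 10.1 to 60.2 M at P28 (median 18.6) and 26.1 to 53.5 M at P120 (median 52.8). The input libraries held 23.2 M reads at P7, 44.5 M at P14, 33.5 M at P28 and 65.4 M at P120. An FPKM of 1 in a transcript of 1 kilobase thus stood for 10.1 reads in the shallowest pulldown library and 60.2 reads in the deepest, both at P28. For the comparisons, FPKM was scaled between pulldown libraries by the median of ratios (factors 0.849 to 1.205), 0.1 was added and the log2 was taken. Ages were compared with limma in a single model over the 15 libraries. Genes with a mean FPKM above 1 at 1 or both of the ages compared were tested, and p was adjusted over these genes by the Benjamini-Hochberg method. Lists of genes were tested against all other tested genes with camera, with a preset correlation between genes of 0.01 and with a correlation estimated from these libraries. Levels are given as FPKM, mean ± SD, as deposited. Fold changes are log2 fold changes of the scaled values with their standard error. Coordinates are those of mm10, counted from 1.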

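mRNA on the tagged ribosomes held more of the astrocyte transcripts, and less of the transcripts of neurons, microglia and endothelial cells, than total visual cortex mRNA. Each of 22 astrocyte markers was higher in the pulldown (22 also when adjusted over the list alone), with a mean log2 difference of 3.12. Aldoc, a glycolytic enzyme used as an astrocyte marker, was higher by 3.94 (standard error 0.22, adjusted p = 4.2e-11 from limma), and Slc1a3, a glutamate transporter, by 3.00 (standard error 0.33, adjusted p = 2.9e-07). Each of 20 neuron markers was lower (mean -2.30), among them Gad1, which makes GABA (log2 difference -3.40, standard error 0.17, adjusted p = 1.9e-11), and the synaptic protein Snap25 (-2.24, standard error 0.31, adjusted p = 4.5e-06). All 16 microglia markers (mean -2.92), all 15 endothelial markers (mean -2.02) and all 5 erythrocyte genes (mean -2.90) were lower as well, all of them also when adjusted over the list alone, and so were 10 of 12 mural cell markers, while the pericyte gene Pdgfrb was higher by 1.57. Markers of the oligodendrocyte lineage were not depleted. Of 17 oligodendrocyte markers, 8 were higher (7 when adjusted over the list alone) and none was lower, with Mbp, a protein of myelin, higher by 1.25 (standard error 0.25, adjusted p = 3.0e-04). Of 11 markers of oligodendrocyte precursors, 7 were higher (7 when adjusted over the list alone), with Pdgfra higher by 1.19 (standard error 0.27, adjusted p = 8.3e-04). The median pulldown/input of the astrocyte markers was 9.33 at P7, 8.14 at P14, 6.59 at P28 and 5.47 at P120, and that of the oligodendrocyte markers was 1.15, 2.00, 1.65 and 1.33. For neuron markers the median was 0.358 at P7, 0.151 at P14, 0.136 at P28 and 0.232 at P120. The 15 pulldown libraries were compared with the 4 input libraries by limma with age in the model, over 13925 genes, of which 4193 were higher and 4853 lower in the pulldown. By camera the astrocyte list was higher (adjusted p = 9.6e-15), and this adjusted p was 0.21 with an estimated correlation, as for neurons and microglia. With 1 input library per age, the ratio at a single age has no replicate behind its denominator.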

We found a significant enrichment in astrocytic genes over other cell types in the mRNA isolated by HA immunopurification (IP; labeled Astro) compared to total VC mRNA (input; IN; Figure 1—figure supplement 1A). Furthermore, immunostaining analysis of VC sections at P28 shows a high overlap between the HA ribosome tag and the astrocyte marker S100β, but not with other cell-type markers (Figure 1—figure supplement 1B-D), with more than 95% of S100β-positive cells also positive for the HA tag, suggesting high astrocyte coverage of our mRNA isolation, consistent with our previous analysis in the adult (Boisvert et al., 2018). The complete RNA sequencing dataset is available in a searchable format online (http://igc1.salk.edu:3838/astrocyte_transcriptome/).

**Figure 1.**
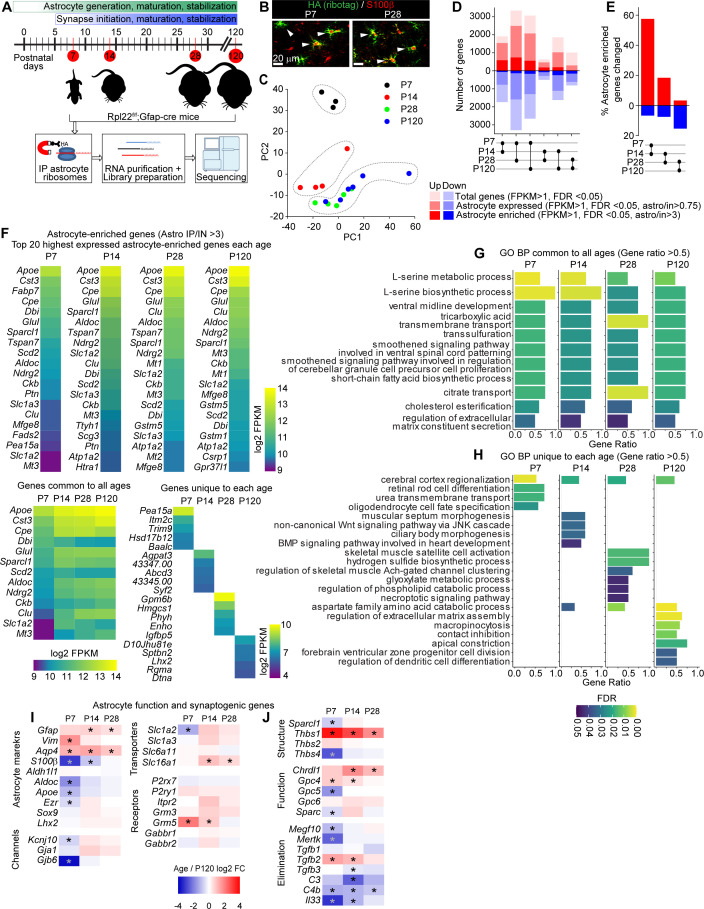
Developmental profiling of the astrocyte transcriptome in the postnatal visual cortex (VC). See also Figure 1—figure supplement 1, Figure 1—source data 1. (**A**) Outline of experiment: VCs from Rpl22-HA^f/+;^ Gfap-cre 73.12 mice were collected at different time points corresponding to synapse development and maturation, and subjected to Ribotag pulldown protocol, followed by RNA purification, library preparation and sequencing. (**B**) Example images of VC at postnatal day (P)7 and P28 as labeled, showing colocalization between Ribotag (green, HA) and astrocyte marker S100β (red). Scale bars = 20 μm. (**C**) Principal component analysis of RNAseq data shows P7 and P14 samples clustering separately from other ages, while P28 and P120 samples cluster together, suggesting similar gene expression profiles (N = 3 at P7, 4 at P14, 5 at P28, 3 at P120; for statistical comparisons, 3xP120 samples published in Boisvert et al., 2018 were added to increase the power of the analysis, giving an N = 6 P120). (**D**) Pairwise comparison of differentially expressed genes (DEGs; red: upregulated; blue: downregulated) between each time point showing total genes (light hue, all DEGs identified with FPKM >1), astrocyte expressed genes (darker hue, expression level in pulldown sample/input >0.75), and astrocyte-enriched genes (dark hue, expression level in pulldown sample; astro/input >3). (**E**) Percent of all astrocyte-enriched genes that are differentially expressed between each age. Percent DEGs is highest between P7 and P14. (**F**) Heatmaps of top 20 astrocyte-enriched genes at each age, sorted by expression level, along with 13 genes common to all time points (left), and top 5 most enriched genes at each age (right). Colors represent log2 FPKM of expression level. (**G, H**) Gene Ontology (GO) terms analysis with String db of Biological Process (BP) in astrocyte-enriched genes at each time point. (**G**) Plot of GO terms common to all time points with a gene ratio >0.5. (**H**) Plot of GO terms unique to each age with a gene ratio >0.5. Bar length is gene ratio, fill color is false discovery rate (FDR). See also Figure 1—source data 1B. (**I, J**) Heatmaps of select genes related to astrocyte function (**I**) and synaptic regulation (**J**) plotted as log2 fold change (FC) at each age relative to P120. * Adjusted p value (FDR) < 0.05 by DESeq2 with Benjamini–Hochberg’s correction when comparing P120 to each age. Figure 1—source data 1.Temporal profiling of astrocyte transcriptome in the postnatal visual cortex (VC).(**A**) Complete list of genes (expression levels shown as FPKM) at each developmental stage as indicated. Expression levels for each sample, as well as average, are shown, as well as pairwise analysis and false discovery rate (FDR) values. (**B**) Complete list of Gene Ontology (GO) terms (Biological Process) identified for astrocyte-enriched genes at each developmental time point as indicated.

**Figure 1—figure supplement 1.**
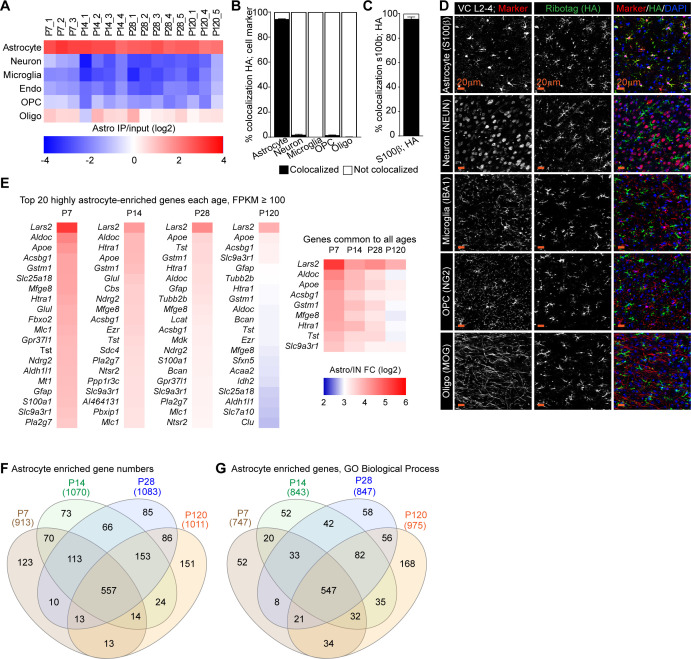
Developmental profiling of the astrocyte transcriptome in the postnatal visual cortex (VC). (**A**) Analysis of cell-specific genes in HA-pulldown/input samples (log2) from RNA sequencing demonstrates enrichment for astrocyte genes and depletion of other cells in all samples (N = 3 at postnatal day [P]7, 4 at P14, 5 at P28, 3 at P120; for statistical comparisons, 3xP120 samples published in Boisvert et al., 2018 were added to increase the power of the analysis). (**B–D**) Immunostaining for the HA tag and cell-specific markers to determine cell-type expression of tagged ribosomes in P28 visual cortex. (**D**) Representative images, left panels: cell marker; middle panels: HA; right panels: merge with DAPI to mark nuclei. (**B, C**) Quantification of (**D**). (**B**) Quantification of colocalization of HA with each cell-specific marker, expressed as % of marker + cells, demonstrates that majority of HA+ cells are astrocytes. (**C**) Quantification of number of astrocytes (s100β+) that are also HA+ demonstrates that majority of astrocytes express HA-tagged ribosomes. N = 4 mice S100β, NEUN, IBA1; 3 mice MOG; 2 mice NG2. Bar graphs mean ± s.e.m. Scale bars = 20 µm. (**E**) Heatmaps of top 20 most astrocyte-enriched genes (highest astro/IN ratio; FPKM > 100) at each time point, as well as those in the top 20 at all time points, represented as fold change (FC) of astrocyte/input (log2). (**F**) Venn diagram showing overlap in astrocyte-enriched genes at each age. (**G**) Gene Ontology (GO) terms analysis with String db of Biological Process (BP) in astrocyte-enriched genes at each time point. Venn diagram showing overlap in GO terms at each age.

To assess if there are broad changes in the transcriptomic profiles of astrocytes across development, we performed principal component analysis (PCA; Figure 1C). This showed that P7 and P14 astrocytes form distinct clusters, while P28 and P120 astrocytes cluster together. To investigate this further, we analyzed the number of differentially expressed genes (DEGs; fragments per kilobase of exon per million mapped fragments [FPKM] > 1; false discovery rate [FDR] < 0.05) between each age group. 

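P7 astrocytes lay at one end of the first principal component, which held 45.6% of the variance, with scores from -86.5 to -70.4. P14 libraries followed at -17.4 to -11.1, P28 libraries at 15.5 to 36.1 and P120 libraries at 32.8 to 75.8. The second component (23.5%) set libraries of the same age apart. At P14, replicates 1, 2 and 3 scored 39.9, 37.9 and 21.0 and replicate 4 scored -22.3; at P28 replicates 1 to 3 scored 26.9 to 36.7 and replicates 4 and 5 -10.8 and -1.2; at P120 replicate 1 scored 27.0 and replicates 4 and 5 -75.4 and -33.5. In the libraries numbered 4 and 5, ribosomal protein genes had a higher median than in those numbered 1 to 3, by 0.86 on the log2 scale at P14, 0.55 at P28 and 1.31 at P120. Microglia markers were also higher there (1.02, 1.46 and 0.87), as were endothelial markers (0.41, 2.41 and 0.78). Astrocyte markers were lower (-0.80, -0.21 and -0.33), as were genes of ion and water homeostasis and gap junctions (-0.93, -0.57 and -0.80). The components were computed over 12823 genes. An exact permutation test of the distances between libraries on the first and second components gave p = 0.029 between P7 (n = 3) and P14 (n = 4). This is the smallest p that this design allows, and the pseudo-F was 18.5. Between P14 and P28 (n = 5) the exact permutation p was 0.0079, again the smallest possible (pseudo-F 6.5). Between P28 and P120 (n = 3) it was 0.12 (pseudo-F 3.2), where 0.018 was the smallest possible. Leaving out P120 replicate 1 brought the exact permutation p between P28 and P120 to 0.048, the smallest possible with the libraries left. Scaled FPKM without the log gave 0.11 between P7 and P14 and 0.17 between P14 and P28.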

DEGs are classified into total genes (all changes detected), genes that are expressed by astrocytes (IP/input > 0.75), and genes that are enriched in astrocytes (IP/input > 3; Figure 1D, for definitions, see also Boisvert et al., 2018). 

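From P7 to P28, myelin genes rose and genes of cell division fell. All 17 oligodendrocyte markers rose (17 when adjusted over the list alone; mean log2 fold change 5.30), and 27 of 29 cell cycle genes fell (28 when adjusted over the list alone; mean -1.93). For both lists the adjusted p by camera was 0.26 with an estimated correlation. In the input the median of the oligodendrocyte markers rose too, from 0.858 FPKM at P7 to 42.2 at P28, against 1.26 to 55.7 in the pulldown. The median of the cell cycle genes fell there too, from 2.49 to 0.39, against 6.14 to 1.26 in the pulldown. Single astrocyte genes changed by as much as these lists. Etnppl, an enzyme of phosphoethanolamine breakdown, rose from 0.029 ± 0.0243 FPKM at P7 (n = 3) to 24.4 ± 11.8 at P28 (n = 5), a log2 fold change of 7.62 (standard error 0.85, adjusted p = 8.1e-06), and Pla2g3, a secreted phospholipase, fell from 51.9 ± 2.26 to 3.49 ± 0.761 (log2 fold change -3.57, standard error 0.21, adjusted p = 3.3e-08). From P14 to P28, 9 of the 17 oligodendrocyte markers rose (13 when adjusted over the list alone; mean 1.53; adjusted p = 0.35 with an estimated correlation), with the myelin gene Opalin going from 6.73 ± 4.40 to 48.6 ± 23.9 FPKM (log2 fold change 3.17, standard error 0.45, adjusted p = 8.3e-04). In P14 replicate 1 the median pulldown/input of these markers was 0.639, against 1.83 to 3.19 in P14 replicates 2 to 4. The matrix protein gene Prelp rose from 4.09 ± 1.40 to 22.7 ± 4.13 FPKM (2.62, standard error 0.21, adjusted p = 1.0e-05), and the Wnt receptor gene Fzd10 fell from 11.7 ± 1.47 to 3.33 ± 0.325 (-1.65, standard error 0.15, adjusted p = 3.1e-05). From P28 to P120, 8 of 15 microglia markers rose (15 when adjusted over the list alone; mean 1.97; adjusted p = 0.53 with an estimated correlation), with the lysosomal protease Ctss going from 1.39 to 11.6 FPKM (2.93, standard error 0.34, adjusted p = 0.0023). These markers were higher in P120 replicates 4 and 5 than in replicate 1, by a median of 0.87. At P28 they were higher in replicates 4 and 5 than in replicates 1 to 3, by 1.46. Replicates 4 and 5 are 2 of 3 libraries at P120 and 2 of 5 at P28. The microglia markers lay far below the input, with a median pulldown/input of 0.0723 at P28 and 0.191 at P120. Idi1, an enzyme of cholesterol synthesis, fell by 1.71 (standard error 0.24, adjusted p = 0.0053), and by 1.06 with only the libraries numbered 1 to 3, chosen after the values were seen and leaving 1 library at P120, which is assumed to vary like the other groups (adjusted p = 0.33, the highest of 26 alternatives, of which the lowest was 8.6e-06); with only the 2 ages in the fit it did not pass (adjusted p = 0.11). Over all tested genes, 2537 changed from P7 to P14 (1244 rose and 1293 fell), 4788 from P7 to P28 (2356 and 2432), 4829 from P7 to P120 (2370 and 2459) and 2782 from P14 to P120 (1433 and 1349). Fewer changed from P14 to P28 (558, of which 331 rose and 227 fell) and from P28 to P120 (213, of which 82 rose and 131 fell). Among the genes with a pulldown/input above 0.75, 407 changed from P14 to P28 and 134 from P28 to P120. The count from P28 to P120 rests on single libraries, since it was 25 without P120 replicate 4, 2887 without P120 replicate 1, 8 with only the libraries numbered 1 to 3, of which 1 is of P120, and 554 with these numbers as a batch term. For P7 to P14 it was 1044 without P7 replicate 1 and 4803 with only the libraries numbered 1 to 3, and for P14 to P120 it was 1601 without P120 replicate 4, 5096 without P120 replicate 1, 666 with only the 2 ages in the fit and 4194 in another split of the same libraries, by their numbers. With FPKM as deposited, 805 rose and 1829 fell from P7 to P14, 1385 and 3980 from P7 to P28, 1625 and 3479 from P7 to P120, 1098 and 1419 from P14 to P120, 226 and 313 from P14 to P28 and 71 and 59 from P28 to P120.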

The largest number of DEGs is between P7 and P28 (~6000 total genes), and smallest numbers between P14 and P28 (~1000 total genes), and P28 and P120 (~2000 total genes). Analysis of astrocyte-enriched genes (IP/input > 3) showed that ~60% of all astrocyte-enriched genes are significantly changed from P7 to P14, while only ~20% are changing between P28 and P120 (Figure 1E). This shows that most changes in astrocyte gene expression are occurring between the first and second postnatal weeks, a time of transition from synapse formation to synapse maturation, and in the VC, from spontaneous to visually evoked neuronal activity.

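Of 1235 genes with a pulldown/input above 3 at P7 or P14, 489 (39.6%) rose and 63 (5.1%) fell between these ages, 44.7% together. The cell adhesion gene Kirrel2 rose from 1.68 ± 0.765 FPKM at P7 (n = 3) to 24.3 ± 5.79 at P14 (n = 4), a log2 fold change of 3.99 (standard error 0.25, adjusted p = 4.5e-07 from limma), and Sult1a1, a sulfotransferase, from 0.535 ± 0.281 to 34.9 ± 28.0 (5.70, standard error 0.47, adjusted p = 4.4e-06). Among those that fell were the intermediate filament genes Nes, which went from 19.2 ± 5.29 to 3.69 ± 1.65 FPKM (-2.23, standard error 0.34, adjusted p = 4.6e-04), and Vim (log2 fold change -1.13, standard error 0.15, adjusted p = 1.6e-04). From P28 to P120, 6 of 1288 such genes rose and 34 fell, 3.1% together. Aldh1a1, which makes retinoic acid, fell from 149 ± 16.5 FPKM at P28 (n = 5) to 56.8 ± 4.27 at P120 (n = 3), a log2 fold change of -1.45 (standard error 0.23, adjusted p = 0.0099), and Hapln1, a link protein of the extracellular matrix, from 35.3 ± 8.90 to 9.63 ± 7.54 (-2.19, standard error 0.42, adjusted p = 0.025). The call of Hapln1 was lost without P28 replicate 2 (adjusted p = 0.061) or 3 (0.051) or P120 replicate 4 (0.11) or 5 (0.11) and with only the 2 ages in the fit (0.11), that of Aldh1a1 without P120 replicate 5 (0.06), and both with only the libraries numbered 1 to 3, chosen after the values were seen and leaving 1 library at P120, which is assumed to vary like the other groups (0.30 and 0.085); over 27 alternatives the adjusted p ranged from 1.5e-05 to 0.30 for Hapln1 and from 2.0e-05 to 0.085 for Aldh1a1. From P14 to P28, 123 of 1267 rose and 42 fell, 13% together, with Igsf1 falling from 13.2 ± 2.03 to 2.01 ± 0.843 FPKM (-2.61, standard error 0.30, adjusted p = 1.6e-04). In each of these genes the libraries of the ages compared did not overlap. For all of them but Vim this was a condition for naming the gene, so it adds no support. Across all pairs of ages the largest share was between P7 and P28, where 692 of 1308 rose and 134 fell (63.1%). The share between P28 and P120 was 18.9% without P120 replicate 1 and 0.6% without P120 replicate 4, and that between P7 and P14 was 23.2% without P7 replicate 1. Library weights gave 41.2% between P28 and P120 and 77.7% between P7 and P14.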

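Between P7 and P14, most astrocyte and oligodendrocyte markers rose and most cell cycle genes fell. Of 22 astrocyte markers, 14 rose (16 when adjusted over the list alone) and none fell, with a mean log2 fold change of 1.25 (adjusted p = 0.41 with an estimated correlation). Of 13 genes of ion and water homeostasis and gap junctions, 9 rose (11 when adjusted over the list alone) and none fell (mean 1.31; adjusted p = 0.41 with an estimated correlation). Kcnk1, a potassium channel, went from 25.1 FPKM at P7 to 105 at P14 (log2 fold change 2.24, standard error 0.20, adjusted p = 5.7e-06 from limma). Of 12 genes of glutamate and GABA uptake and metabolism, 5 rose (5 when adjusted over the list alone) and none fell (mean 0.78; adjusted p = 0.41 with an estimated correlation), among them glutamine synthetase, Glul, from 1866 to 4095 FPKM (1.28, standard error 0.28, adjusted p = 0.0062, but 0.46 with quantile normalization, adjusted p = 0.13, the highest of 27 alternatives, of which the lowest was 1.0e-05, and an adjusted p of 0.063 without a filter on low values), and the GABA transaminase Abat (1.67, standard error 0.32, adjusted p = 0.0023). Of 14 genes of the circadian clock, 7 rose (10 when adjusted over the list alone; mean 0.72; adjusted p = 0.24 with an estimated correlation), with Hlf higher by 1.86 (standard error 0.20, adjusted p = 3.0e-05). Of 17 oligodendrocyte markers, 16 rose (16 when adjusted over the list alone; mean 3.77; adjusted p = 0.24 with an estimated correlation), Mbp going from 26.5 to 918 FPKM (5.16, standard error 0.36, adjusted p = 1.0e-06). Of 29 cell cycle genes, 18 fell (28 when adjusted over the list alone) and none rose (mean -1.17; adjusted p = 0.41 with an estimated correlation). Of 18 genes of radial glia and cortical patterning, 7 fell (7 when adjusted over the list alone; 1 rose then), with a mean of -0.52 and a median of -0.11 (adjusted p = 0.58 with an estimated correlation). Fabp7, a lipid-binding protein of radial glia, went from 3209 ± 195 FPKM (n = 3) to 843 ± 374 (n = 4), a log2 fold change of -1.89 (standard error 0.36, adjusted p = 0.0024), and the tubulin gene Tubb3, which is typical of young neurons, from 771 to 79.3 (-3.24, standard error 0.37, adjusted p = 4.5e-05). In P14 replicate 4 the median of the astrocyte markers was lower than in replicates 1 to 3 by 0.80 on the log2 scale, that of the ion and water genes by 0.93 and that of the glutamate and GABA genes by 0.86. The median of the oligodendrocyte markers rose from 0.858 to 10.8 FPKM in the input and from 1.26 to 20 in the pulldown. That of the cell cycle genes fell from 2.49 to 1.2 FPKM in the input and from 6.14 to 2.43 in the pulldown. The calls were made over 12448 genes. From the share of astrocyte-enriched genes that change between P7 and P14, and the smaller share between P28 and P120, the paper concludes that most changes in astrocyte gene expression occur between the first and second postnatal weeks, which it describes as a time when synapses pass from formation to maturation and activity in the visual cortex from spontaneous to visually evoked.

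**Figure D1:**
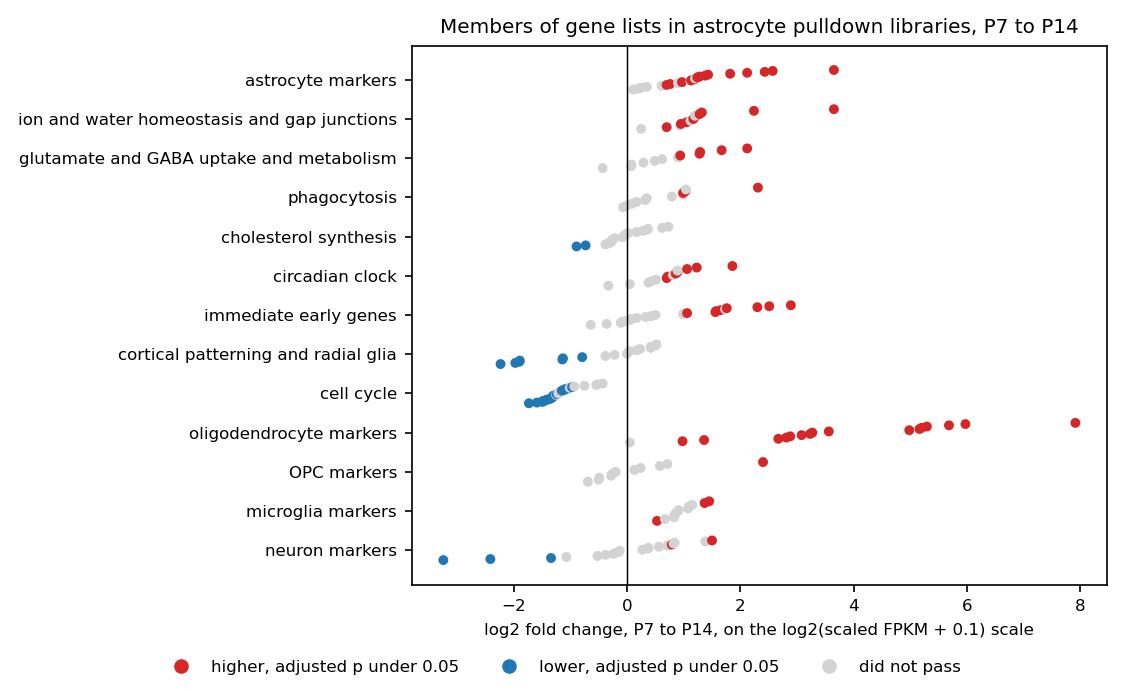
Log2 fold change from P7 (n = 3) to P14 (n = 4) of the members of 13 gene lists; each point is a gene, red where it rose, blue where it fell and gray where it did not pass the test at an adjusted p of 0.05. Oligodendrocyte and astrocyte markers lie mostly to the right of 0 and cell cycle genes mostly to the left.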

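The number of astrocyte-enriched genes was near 1000 at each age. Genes with a mean FPKM above 1 and a pulldown/input above 3 numbered 919 at P7, 1072 at P14, 1086 at P28 and 1021 at P120, and 1552 genes met this at 1 or more ages. Of 22 astrocyte markers, 19 met it at all 4 ages. The enzyme of lecithin-cholesterol acyl transfer, Lcat, had a pulldown/input of 20.1 at P7, 9.95 at P14, 9.50 at P28 and 6.23 at P120, and Bcan, a proteoglycan of the perineuronal matrix, one of 11.7, 9.20, 8.99 and 7.49. Genes with a mean FPKM above 1 numbered 12094 at P7, 11916 at P14, 11667 at P28 and 11867 at P120. The ratio divides a mean of 3 to 5 pulldown libraries by a single input library. With a ratio above 2 the number of enriched genes was 1599 at P7, 1816 at P14, 1805 at P28 and 1760 at P120, and with a ratio above 5 it was 438, 495, 459 and 341.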

To determine the different astrocyte functions at each age, we focused on the astrocyte-enriched gene lists (~1000 total genes FPKM >1, astro IP/input > 3). To identify common genes expressed at all ages, as well as astrocyte-enriched genes that are most highly expressed at each age, we performed Gene Ontology (GO) analysis, focusing on Biological Process (BP) terms (Figure 1F–H, Figure 1—figure supplement 1F and G). This showed that genes common to all ages are enriched in GO terms related to cholesterol processing and serine synthesis, confirming the previously established important role of astrocytes in regulating brain cholesterol (Orth and Bellosta, 2012; Figure 1G). 

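Genes of cholesterol transport were among the genes enriched at all 4 ages, and genes of cholesterol synthesis were not. Of 11 genes of cholesterol and lipoprotein transport that could have met the criteria, 3 were enriched at every age, namely Apoe, Clu and Lcat (odds ratio 7.06, adjusted p = 0.034 by Fisher's exact test). Clu, an apolipoprotein, had a pulldown/input of 10.2 at P7, 9.90 at P14, 8.48 at P28 and 7.20 at P120. Of 19 genes of cholesterol synthesis, 0 were enriched at all 4 ages (adjusted p = 0.91 by Fisher's exact test). At single ages 2 of 20 were enriched at P7, 5 of 20 at P14 (exact test, adjusted p = 0.048), 7 of 20 at P28 (adjusted p = 0.0042) and 1 of 19 at P120. Of 5 genes of serine synthesis and use, 3 were enriched at every age (odds ratio 28.2, exact test, adjusted p = 0.0035), among them the enzymes Phgdh, with a pulldown/input of 12.6, 10.1, 9.15 and 9.03 at the 4 ages, and Psat1, with 8.37, 7.78, 6.23 and 3.95. Fatty acid oxidation was the most enriched of the metabolic lists, with 10 of 14 genes at every age (odds ratio 47.7, exact test, adjusted p = 1.0e-09) and 14 of 14 at P28. The background was the 11000 genes with a mean FPKM above 1 at all 4 ages, of which 557 were enriched at all of them.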

Analysis of GO terms unique to each age showed that at P7 astrocyte genes are enriched in GO terms related to cortical development, while at P14 astrocyte genes are enriched in GO terms related to Wnt and BMP signaling pathways. Conversely, adult astrocytes (P120) are enriched in terms related to regulation of extracellular matrix assembly and contact inhibition (Figure 1H). 

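Genes of radial glia and cortical patterning were enriched in astrocytes at P7 and at the later ages. Of 18 such genes, 11 had a pulldown/input above 3 at P7 (odds ratio 19.3, adjusted p = 7.8e-08 by Fisher's exact test), 10 of 18 at P14, 10 of 18 at P28 and 10 of 17 at P120. Emx2, a transcription factor of the cortex, had a pulldown/input of 7.57 at P7, 8.91 at P14, 5.55 at P28 and 6.74 at P120, and Pax6 one of 4.28, 4.56, 4.52 and 4.88. Of the genes enriched only at P7, 1 was on this list, Nes (exact test, adjusted p = 0.83), with a pulldown/input of 4.13 at P7, 2.62 at P14, 2.23 at P28 and 2.80 at P120. At P14, 10 of 28 genes of Wnt signaling were enriched (odds ratio 5.66, exact test, adjusted p = 2.8e-04) and 6 of 19 genes of BMP signaling (odds ratio 4.69, adjusted p = 0.0099). Of the genes enriched only at P14, 3 were of the Wnt list, the receptors Fzd1 and Fzd7 and the transcription factor Lef1 (exact test, adjusted p = 0.022), and 1 of the BMP list, the receptor Bmpr1a (adjusted p = 0.76). Fzd1 rose from 5.74 FPKM at P7 to 12.5 at P14 (log2 fold change 1.28, standard error 0.23, adjusted p = 0.0017 from limma) and its pulldown/input was 1.99 at P7, 3.16 at P14, 2.14 at P28 and 1.82 at P120. For Bmpr1a the ratio was 2.53, 3.22, 2.60 and 1.74. Bmp4, a ligand, rose from 1.53 to 4.09 FPKM between P7 and P14 (1.46, standard error 0.28, adjusted p = 0.0023). At the other ages 8 of 28 Wnt genes were enriched at P7, 10 of 27 at P28 and 10 of 28 at P120. Whether a gene falls above the ratio of 3 at P14 alone rests on single input libraries.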

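Genes of the extracellular matrix were enriched in astrocytes at P120 as at the earlier ages. Of 21 such genes, 12 had a pulldown/input above 3 at P120 (odds ratio 14.3, adjusted p = 1.9e-07 by Fisher's exact test), against 11 of 24 at P7, 12 of 23 at P14 and 11 of 22 at P28. Those enriched only at P120 were Lama2, a laminin, and Rgma, a repulsive guidance molecule that also acts in the BMP pathway (odds ratio 8.49, exact test, adjusted p = 0.48). The pulldown/input of Lama2 was 1.14 at P7, 2.29 at P14, 2.15 at P28 and 3.11 at P120, at 2.36, 3.07, 2.03 and 2.46 FPKM. That of Rgma was 1.30, 1.67, 2.81 and 3.26. The link protein gene Hapln1, at 66.4 ± 26.5 FPKM at P14 (n = 4), was lower at P120 (n = 3; log2 fold change -2.90, standard error 0.44, adjusted p = 4.3e-04 from limma). Of 23 matrix genes tested between P14 and P120, 9 fell and 2 rose, or 11 and 2 when adjusted over the list alone. Their mean log2 fold change was -0.78 (adjusted p = 0.60 by camera with an estimated correlation). The median of this list was lower in P120 replicates 4 and 5 than in replicate 1 (-0.45 on the log2 scale). It was also lower in P14 replicate 4 than in replicates 1 to 3 (-0.49). Of 12 genes of the Hippo pathway, which acts in contact inhibition, 2 were enriched at P120 (exact test, adjusted p = 0.40) and 5 at P14 (adjusted p = 0.0059), and 0 were enriched only at P120 (adjusted p = 1).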

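The genes enriched at all 4 ages numbered 557, which was 60.6% of the enriched genes at P7, 52% at P14, 51.3% at P28 and 54.6% at P120. They held 9 of 17 genes of radial glia and cortical patterning (odds ratio 21.4, adjusted p = 2.4e-07 by Fisher's exact test) and 10 of 21 genes of the extracellular matrix (odds ratio 17.3, adjusted p = 1.9e-07). They also held Celsr1, Daam2, Fzd2, Sfrp5, Tcf7l1 and Wnt7a of the Wnt list (6 of 27, exact test, adjusted p = 0.0049) and Bmpr1b, Chrdl1, Id1, Id3 and Id4 of the BMP list (5 of 18, adjusted p = 0.0043). Genes enriched at a single age numbered 121 at P7 (13.2%), 72 at P14 (6.7%), 73 at P28 (6.7%) and 147 at P120 (14.4%). The cell cycle genes Plk1 and Tpx2 were enriched only at P7 (exact test, adjusted p = 0.59), and Hmgcs1 and Sc5d, of cholesterol synthesis, only at P28 (adjusted p = 0.24). The mural cell markers Acta2 and Pdgfrb were enriched only at P120 (exact test, adjusted p = 0.052). GO terms were not tested. With a ratio above 2 the genes common to all ages numbered 1012, and with a ratio above 5 they numbered 172.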

In all we found both the number of genes and the GO terms common to all ages constitute about 50% of all terms identified for each age, while genes and GO terms unique to each age consist less than 10% of all terms (Figure 1—figure supplement 1F and G). These results demonstrate that astrocytes perform their core functions across all developmental stages similarly, with several age-specific functions that turn on and off depending on the developmental stage and the environment in the VC.

An important analysis to be performed with this dataset is determining the temporal expression changes of known astrocyte genes, for example, to identify potential astrocyte markers that are either global or age specific. We found that *Apoe* and *Cst3* are the most highly expressed genes in astrocytes at all ages (peak FPKM ~10,000; Figure 1F, Figure 1—source data 1), while amongst highly expressed astrocyte genes (FPKM >100) *Lars2* is the most astrocyte-enriched gene at all ages (astro IP/ input ~40; Figure 1—figure supplement 1E). These genes are highly expressed in adult astrocytes across multiple brain regions (Morel et al., 2017), thus can be potentially utilized to mark or target astrocytes globally. 

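Apoe, the lipoprotein that carries cholesterol between cells of the brain, had a level of 6751 ± 1178 FPKM at P7 (n = 3), 10878 ± 2263 at P14 (n = 4), 12226 ± 1444 at P28 (n = 5) and 15220 ± 2836 at P120 (n = 3). Cst3, the cysteine protease inhibitor cystatin C, had 3484 ± 782, 7793 ± 971, 8288 ± 2048 and 11260 ± 6418, with 18670 in P120 replicate 4. Lars2, the leucyl-tRNA synthetase of mitochondria, had 294 ± 109 FPKM at P7, 272 ± 198 at P14, 452 ± 243 at P28 and 232 ± 201 at P120, against 7.25, 15.1, 21.8 and 11.9 in the input. Its pulldown/input was 40.5 at P7, 18.0 at P14, 20.7 at P28 and 19.4 at P120. Apoe (NM_001305844) lies on chromosome 7 from 19696244 to 19701310, Cst3 (NM_009976) on chromosome 2 from 148871722 to 148875512 and Lars2 (NM_153168) on chromosome 9 from 123366927 to 123462675. Apoe rose from P7 to P28 (log2 fold change 1.18, standard error 0.30, adjusted p = 0.0053 from limma), with every P28 library above every P7 library. The change of Cst3 from P7 to P14 was 1.36 (adjusted p = 0.022), and no comparison of Lars2 between ages passed the test. By mean FPKM over all genes, Apoe ranked 3, 2, 2 and 1 at the 4 ages and Cst3 4, 3, 4 and 3. By pulldown/input among genes above 100 FPKM, Lars2 ranked 3, 3, 2 and 3. The genes ranked above them included the ribosomal RNA precursor Rn45s, at 19014 FPKM at P7 and 12586 at P14, and, at P7, Mir6236, at 10904 FPKM and a pulldown/input of 145. Among protein-coding genes alone, a restriction chosen after the values were seen, Apoe ranked 1, Cst3 2 and Lars2 1 at every age. Across the 15 libraries Lars2 followed Rn45s (Pearson's r = 0.77, permutation p = 9.8e-04; Spearman's rho = 0.76, permutation p = 0.0015; the adjusted p is the same over the 2 relations tested). In the 10 libraries numbered 1 to 3 r was 0.65 (permutation p = 0.044), in the 5 libraries numbered 4 or 5, a test chosen after the values were seen, it was 0.98 (exact permutation p = 0.0083, the smallest possible with 120 orders) and rho was 1, and without the 2 libraries farthest from the median r was 0.79. The call of Cst3 from P7 to P14 was lost without P7 replicate 1 (adjusted p = 0.12), without P14 replicate 3 (0.06) and with quantile normalization (0.26), which also ended the call of Apoe (adjusted p = 0.34), as did testing all genes without a filter on low values (0.16 for Cst3 and 0.19 for Apoe); over 27 alternatives the adjusted p ranged from 1.2e-05 to 0.26 for Cst3 and from 1.6e-04 to 0.34 for Apoe.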

The expression of another well-known astrocytic gene *Aldh1l1* (Morel et al., 2017; Figure 1I) is stable across all ages, making it an optimal marker for astrocytes during both development and in the adult (Srinivasan et al., 2016). On the other hand, *S100b* expression is upregulated later in development, making it more suitable to mark adult astrocytes (Figure 1I). 

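Aldh1l1, a folate enzyme widely used to mark astrocytes, had similar levels at all 4 ages. They were 226 ± 22.1 FPKM at P7 (n = 3), 219 ± 46.9 at P14 (n = 4), 204 ± 24.9 at P28 (n = 5) and 195 ± 16.6 at P120 (n = 3). Its pulldown/input was 13.7, 9.27, 7.51 and 6.38. Aldh1l1 (NM_027406) lies on chromosome 6 from 90550768 to 90599171. No comparison between ages passed the test, each with an adjusted p of at least 0.53, and the log2 fold change from P7 to P120 was 0.05 (standard error 0.22, adjusted p = 0.88 from limma). A difference that misses the threshold is not shown to be absent. The sign of the change from P7 to P120 depends on the scaling: with FPKM as deposited it was -0.21 (adjusted p = 0.42), under quantile normalization Aldh1l1 was lower at P120 than at P7 (-0.57, adjusted p = 0.021), and with library weights it was higher at P14 than at P7 (0.26, adjusted p = 0.048) and lower at P120 than at P14 (-0.39, adjusted p = 0.011). Over 27 alternatives the adjusted p ranged from 0.021 to 0.98 from P7 to P120, from 0.048 to 0.97 from P7 to P14 and from 0.011 to 0.99 from P14 to P120.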

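S100b, a calcium-binding protein secreted by astrocytes, rose from 42.7 ± 14.4 FPKM at P7 (n = 3) to 195 ± 20.4 at P14 (n = 4), a log2 fold change of 2.43 (standard error 0.25, adjusted p = 1.5e-05 from limma). It rose again to 353 ± 33.7 at P28 (n = 5), by 0.99 (standard error 0.22, adjusted p = 0.015). At P120 it was 408 ± 53.1 (n = 3), which did not differ from P28 by the test (0.14, adjusted p = 0.74). From P7 to P120 the log2 fold change was 3.56 (standard error 0.26, adjusted p = 2.5e-07). Every P14 library was above every P7 library, and every P28 library above every P14 library. The pulldown/input of S100b was 8.79 at P7, 6.40 at P14, 6.52 at P28 and 4.90 at P120. S100b (NM_009115) lies on chromosome 10 from 76253836 to 76261319. With only the libraries numbered 1 to 3, an alternative chosen after the values were seen, the change from P14 to P28 was 0.95 (adjusted p = 0.07, the highest of 27 alternatives, of which the lowest was 0.0018).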

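The metabotropic glutamate receptor gene Grm5 fell from 17.6 ± 3.54 FPKM at P7 (n = 3) to 7.22 ± 1.27 at P14 (n = 4), a log2 fold change of -1.09 (standard error 0.35, adjusted p = 0.039 from limma), and was 3.65 ± 1.33 at P28 (n = 5) and 3.29 ± 1.87 at P120 (n = 3). Each later library was below every P7 library. Grm5 was lower in the pulldown than in the input at every age, with a pulldown/input of 0.512, 0.254, 0.158 and 0.284. The neuron markers had a median of 0.358, 0.151, 0.136 and 0.232. In the input Grm5 fell as well, with 34.4 FPKM at P7, 28.5 at P14, 23.1 at P28 and 11.6 at P120. A fall in astrocytes therefore cannot be told apart here from a fall of neuronal RNA in the pulldown. The glutamate transporter gene Slc1a2 rose from 553 ± 103 FPKM at P7 to 2312 ± 1031 at P14 (2.12, standard error 0.59, adjusted p = 0.019) and was 1816 ± 725 at P28 (1.95 against P7, standard error 0.56, adjusted p = 0.013). At P120 its 3 libraries held 2441, 289 and 817 FPKM, and the change from P7 was 0.86 (standard error 0.63, adjusted p = 0.29). Of the connexins, Gjb6 rose from 11.5 ± 3.58 FPKM to 131 ± 46.5 at P14 (3.65, standard error 0.27, adjusted p = 1.6e-06) and remained above P7 at P28 (151 ± 17.5; 4.06, adjusted p = 5.4e-08) and P120 (127 ± 8.05; 3.75, adjusted p = 3.1e-07). Gja1, which encodes connexin 43, had 298 ± 49.0 FPKM at P7, 640 ± 239 at P14 (1.20, standard error 0.44, adjusted p = 0.066), 543 ± 167 at P28 (1.13, standard error 0.42, adjusted p = 0.043) and 339 ± 226 at P120 (0.24, adjusted p = 0.71). Grm5 (NM_001081414) lies on chromosome 7 from 87583981 to 88135063, Slc1a2 (NM_001077515) on chromosome 2 from 102658239 to 102790784, Gja1 (NM_010288) on chromosome 10 from 56377300 to 56390419 and Gjb6 (NM_001010937) on chromosome 14 from 57123301 to 57133611. In P14 replicate 4, Slc1a2 had 982 FPKM against 2116 to 3404 in the others, and Gja1 305 against 639 to 839. Without that library the change of Gja1 from P7 to P14 passed the test (adjusted p = 0.015), as it did without P120 replicate 1 (0.024) or 4 (0.044), while the call from P7 to P28 was lost in 10 of 27 alternatives: under quantile normalization (0.21), with FPKM as deposited (0.11), without a filter on low values (0.062) and without P7 replicate 1 (0.14), 2 (0.07) or 3 (0.11), P14 replicate 3 (0.054) or P28 replicate 1 (0.083), 2 (0.083) or 3 (0.084). Leaving out P7 replicate 1 ended the calls of Grm5 (adjusted p = 0.15) and Slc1a2 (0.083) from P7 to P14; so did leaving out P7 replicate 3 (0.069 and 0.061), for Grm5 P7 replicate 2 (0.1) or P14 replicate 1 (0.075), 3 (0.091) or 4 (0.064), and for Slc1a2 P14 replicate 1 or 2 (0.052 each); testing without a filter on low values also ended the call of Grm5 (0.056), and the call of Slc1a2 from P7 to P28 was lost under quantile normalization (1.14, adjusted p = 0.1) and without P7 replicate 1 (0.053). Over 27 alternatives the adjusted p from P7 to P14 ranged from 3.0e-05 to 0.15 for Grm5, from 5.7e-06 to 0.083 for Slc1a2 and from 8.1e-05 to 0.20 for Gja1 (1.3e-05 to 0.21 from P7 to P28), and that of Slc1a2 from P7 to P120 from 3.5e-04 to 0.99.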

For genes that encode proteins important for astrocyte function, we found that the metabotropic glutamate receptor *Grm5* (mGluR5) is most highly expressed at P7 and then declines with maturation, confirming previous reports (Catania et al., 1994; Sun et al., 2013), while the glutamate transporter *Slc1a2* (Glt1) and the connexins (*Gja1*, *Gjb6*) are significantly upregulated from P14 onwards (Figure 1I).

### Astrocytic synapse-regulating genes show differential spatio-temporal expression patterns

Our goal is to characterize how astrocytes regulate synapses, so we next used the astrocyte Ribotag dataset to investigate the developmental expression changes of key synapse-regulating genes (Figure 1J). These include astrocyte-secreted thrombospondins (*Thbs*), which induce silent synapse formation. The family members expressed by astrocytes in the CNS show divergent expression, with *Thbs1* being significantly higher at P7 than later ages, whereas *Thbs4* is significantly higher at P120 than P7 (Figure 1J). This temporal expression profile fits with previous studies that have demonstrated important roles for *Thbs1* in initial synapse formation at P7 (Christopherson et al., 2005), and suggested roles for *Thbs4* in the adult brain (Benner et al., 2013). Similarly, glypican (*Gpc*) family members have a divergent expression. 

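Thbs1 and Thbs4, secreted thrombospondins, moved in opposite directions with age. Thbs1 had 0.493 ± 0.0707 FPKM at P7 (n = 3), 0.285 ± 0.0478 at P14 (n = 4), 0.125 ± 0.0598 at P28 (n = 5) and 0.0433 ± 0.0401 at P120 (n = 3). Every P7 library was above every later library, and P120 replicate 4 was listed at 0. Thbs4 rose from 2.78 ± 0.416 FPKM at P7 to 14.5 ± 10.0 at P14 (log2 fold change 2.28, standard error 0.44, adjusted p = 0.0027 from limma). It was 15.9 ± 8.32 at P28 and 15.7 ± 1.67 at P120, where it was above P7 by 2.71 (standard error 0.47, adjusted p = 4.1e-04). The pulldown/input of Thbs4 was 6.93, 11.7, 9.74 and 4.54 at the 4 ages, while Thbs1 was higher in the input (2.96, 1.07, 0.870 and 0.231 FPKM). Thbs1 (NM_001313914) lies on chromosome 2 from 118111876 to 118127133 and Thbs4 (NM_011582) on chromosome 13 from 92751586 to 92794818. Thbs1 was below 1 FPKM at all ages and so outside the genes tested. Without a filter on low values, its log2 fold change from P7 was -0.47 at P14 (adjusted p = 0.21), -1.20 at P28 (adjusted p = 0.001) and -1.93 at P120 (adjusted p = 5.3e-05).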

Though redundant in culture for their ability to regulate immature synapse formation (Allen et al., 2012), *Gpc4* and *Gpc6* show different temporal expression in vivo. 

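Gpc4 and Gpc6, glypicans that astrocytes release to promote the recruitment of AMPA receptors to synapses, were expressed at similar levels. Gpc4 had 13.9 ± 2.21 FPKM at P7 (n = 3), 11.6 ± 2.87 at P14 (n = 4), 8.53 ± 1.72 at P28 (n = 5) and 7.98 ± 1.57 at P120 (n = 3). As deposited, every P28 and every P120 library of Gpc4 lay below every P7 library. After the scaling used for the test, the P28 and P7 libraries overlapped. Its log2 fold change from P7 was -0.09 at P14 (adjusted p = 0.81 from limma), -0.39 at P28 (standard error 0.22, adjusted p = 0.17) and -0.55 at P120 (standard error 0.24, adjusted p = 0.085), so no comparison passed the test. Gpc6 had 8.98 ± 1.55 FPKM at P7, 11.5 ± 3.24 at P14, 10.2 ± 2.69 at P28 and 7.68 ± 4.37 at P120. Its log2 fold change was 0.50 from P7 to P14 (standard error 0.34, adjusted p = 0.33) and -0.63 from P14 to P120 (adjusted p = 0.18), and no comparison of Gpc6 passed the test. At P120 the 3 libraries of Gpc6 held 12.3, 3.58 and 7.20 FPKM. The pulldown/input of Gpc4 was 3.46, 2.25, 2.59 and 1.82 at the 4 ages and that of Gpc6 2.84, 3.27, 3.64 and 3.56. Gpc4 (NM_008150) lies on chromosome X from 52051007 to 52164923 and Gpc6 (NM_011821) on chromosome 14 from 116924920 to 117979529. With FPKM as deposited, Gpc4 was lower at P28 (-0.71, adjusted p = 0.017) and at P120 (-0.80, adjusted p = 0.018) than at P7, and library weights also called it at P28 (adjusted p = 0.018) and P120 (0.0018). With only the libraries numbered 1 to 3, chosen after the values were seen, Gpc6 was higher at P14 (0.71, adjusted p = 0.024) and P28 (0.60, adjusted p = 0.037) than at P7, and without P120 replicate 1 it was lower at P120 than at P14 (-1.09, adjusted p = 0.01). Over 27 alternatives the adjusted p of Gpc4 ranged from 0.017 to 0.43 from P7 to P28 and from 0.0018 to 0.38 from P7 to P120, and that of Gpc6 from 0.024 to 0.54 from P7 to P14, from 0.02 to 0.72 from P7 to P28 and from 0.0024 to 0.89 from P14 to P120.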

While *Gpc4* is most highly expressed at P7 and gradually declines with maturation, *Gpc6* peaks at P14–P28. 

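Gpc5, a glypican, rose from 32.5 ± 5.64 FPKM at P7 (n = 3) to 101 ± 39.8 at P14 (n = 4), a log2 fold change of 1.73 (standard error 0.34, adjusted p = 0.0031 from limma). It was 105 ± 26.0 at P28 (n = 5; 1.98 against P7, standard error 0.33, adjusted p = 2.6e-04) and 95.8 ± 41.6 at P120 (n = 3; 1.72, standard error 0.37, adjusted p = 0.0019). Every library of the later ages was above every P7 library. The pulldown/input of Gpc5 was 2.86 at P7, 6.03 at P14, 7.22 at P28 and 5.50 at P120. Gpc5 (NM_175500) lies on chromosome 14 from 115092201 to 116525192. None of the changes between P14, P28 and P120 passed the test.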

*Gpc5*, a glypican family member with yet unknown function, has low expression at P7, and is significantly increased at all later ages. 

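Chrdl1, a secreted BMP antagonist, had its highest mean at P14. It was 24.9 ± 4.68 FPKM at P7 (n = 3), 50.2 ± 17.9 at P14 (n = 4), 31.8 ± 7.77 at P28 (n = 5) and 14.5 ± 8.91 at P120 (n = 3). Every P14 library was above every P7 library and above every P120 library. The log2 fold change was 1.13 from P7 to P14 (standard error 0.39, adjusted p = 0.051 from limma), -0.48 from P14 to P28 (adjusted p = 0.54) and -1.83 from P14 to P120 (standard error 0.39, adjusted p = 0.0043), so that the fall to P120 passed the test and the rise from P7 did not. The P14 libraries held 71.8, 46.9, 53.5 and 28.5 FPKM in replicates 1 to 4, and the P120 libraries 24.1, 6.42 and 13.1 in replicates 1, 4 and 5. The pulldown/input of Chrdl1 was 7.38, 7.83, 6.09 and 3.95 at the 4 ages. Chrdl1 (NM_031258) lies on chromosome X from 143285674 to 143394263. The rise from P7 to P14 passed the test without P14 replicate 4 (adjusted p = 0.017), P120 replicate 1 (0.016) or P120 replicate 4 (0.027), with quantile normalization (0.048), with a pseudocount of 1 (0.046) and, chosen after the values were seen, with only the libraries numbered 1 to 3 (5.3e-04). The fall from P14 to P120 did not pass with only these libraries, which leave 1 at P120, assumed to vary like the other groups (adjusted p = 0.055), or with only the 2 ages in the fit (0.054). Over 27 alternatives the adjusted p ranged from 2.5e-05 to 0.16 for the rise and from 5.0e-07 to 0.055 for the fall.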

Astrocyte-secreted chordin-like 1 (*Chrdl1*) regulates synapse maturation and its expression peaks at P14, confirming previous analysis (Blanco-Suarez et al., 2018; Figure 1J). These temporal expression profiles are not limited to factors that promote synapse formation. 

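Mertk, a receptor for dying cells and synapses, rose from 6.81 ± 1.33 FPKM at P7 (n = 3) to 33.2 ± 17.0 at P14 (n = 4), a log2 fold change of 2.31 (standard error 0.41, adjusted p = 0.0014 from limma). It was above P7 at P28 (34.8 ± 9.72, n = 5; 2.62, adjusted p = 9.8e-05) and at P120 (32.7 ± 16.1, n = 3; 2.35, adjusted p = 6.1e-04), and every library of the later ages was above every P7 library. Megf10 had 5.83 ± 0.700 FPKM at P7 and 11.2 ± 4.62 at P14, where replicates 1 to 4 held 14.3, 14.8, 10.7 and 4.80. Its change from P7 to P14 did not pass the test (0.99, standard error 0.47, adjusted p = 0.15), and its rise from P7 to P28 did (15.1 ± 4.43 FPKM; 1.63, standard error 0.45, adjusted p = 0.0094). At P120 Megf10 had 11.3 ± 8.16 FPKM. Of 12 genes of phagocytosis, 3 rose from P7 to P14 and none fell (3 when adjusted over the list alone; mean 0.67; adjusted p = 0.41 with an estimated correlation). Besides Mertk these were Axl, a receptor of the same family (log2 fold change 1.03, standard error 0.22, adjusted p = 0.0045), and their ligand Gas6, which went from 17.9 ± 0.492 to 31.5 ± 3.74 FPKM (0.99, standard error 0.14, adjusted p = 2.9e-04). In P14 replicate 4 the median of this list was lower than in replicates 1 to 3 by 0.76 on the log2 scale. Mertk (NM_008587) lies on chromosome 2 from 128698915 to 128803162 and Megf10 (NM_001001979) on chromosome 18 from 57133090 to 57297467. Without P14 replicate 4 the rise of Megf10 from P7 to P14 passed the test (1.36, adjusted p = 0.034), as it did with library weights (adjusted p = 3.1e-04) and, chosen after the values were seen, with only the libraries numbered 1 to 3 (1.36, adjusted p = 1.9e-04), within a range from 1.9e-04 to 0.32 over 27 alternatives.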

Astrocyte phagocytic receptors involved in synapse elimination, *Megf10* and *Mertk* (Chung et al., 2013), significantly increase in expression between P7 and P14, coincident with the initiation of synapse elimination.

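Genes that regulate synapses differed in the age at which their level was highest. Of 13 tested genes shown in Figure 1J, 5 rose from P7 to P14 (6 when adjusted over the list alone) and none fell, with a mean log2 fold change of 1.02 (adjusted p = 0.41 with an estimated correlation). From P28 to P120 none passed the test in either direction by limma over all genes, and 1 fell when adjusted over the list alone. Il33, a cytokine that acts on microglia, rose from 6.93 ± 1.71 FPKM at P7 (n = 3) to 28.9 ± 5.52 at P14 (n = 4; log2 fold change 2.23, standard error 0.26, adjusted p = 6.3e-05) and was highest at P120, at 58.8 ± 16.3 (n = 3). Sparc, a secreted antagonist of synapse formation, rose from 203 ± 19.6 to 491 ± 195 FPKM (1.37, standard error 0.32, adjusted p = 0.0078) and was 240 ± 69.2 at P120. Tgfb2 had its highest mean at P7, 17.1 ± 3.62 FPKM, and was lower at P120, at 6.22 ± 3.67 (-1.39, standard error 0.41, adjusted p = 0.014), a call that was lost without P120 replicate 4 (adjusted p = 0.071) or P7 replicate 1 (0.059), with only the 2 ages in the fit (0.053) and, chosen after the values were seen, with the batch term (0.054) and with only the libraries numbered 1 to 3, of which 1 is of P120 and is assumed to vary like the other groups (0.29), and ranged from 4.6e-05 to 0.29 over 27 alternatives. The complement gene C4b had its highest mean at P120, 10.0 ± 0.528 FPKM against 4.00 ± 1.37 at P7 (1.60, standard error 0.33, adjusted p = 0.0013), and each P120 library was above each library of the other ages. In the libraries numbered 4 and 5 the median of the list was lower than in those numbered 1 to 3, by 1.05 on the log2 scale at P14, 0.51 at P28 and 0.95 at P120.

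**Figure D2:**
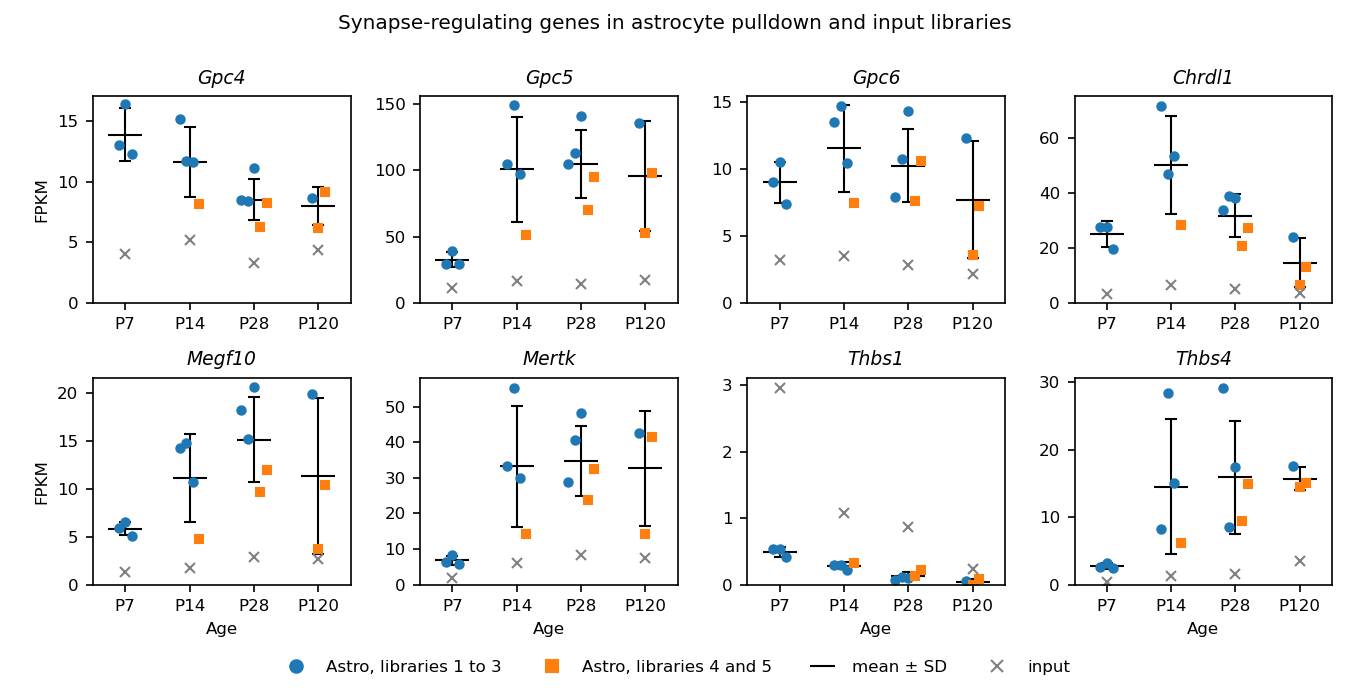
FPKM per library of 8 synapse-regulating genes at P7 (n = 3), P14 (n = 4), P28 (n = 5) and P120 (n = 3). Blue circles are libraries numbered 1 to 3, orange squares those numbered 4 or 5, gray crosses the input library of the age, and lines the mean ± SD. Gpc5, Mertk and Thbs4 lie higher at all later ages than at P7, and Thbs1 lies below 1 FPKM at every age.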

Our RNA sequencing analysis demonstrates that in the developing VC synapse-regulating genes show differential temporal expression patterns. However, whether these levels are equal across astrocytes in all cortical layers throughout development is unknown. During the first postnatal weeks, when astrocytes regulate synapse development, they are still migrating and dividing (Ge et al., 2012). Yet, how developing astrocytes populate each of the cortical layers, and their ratio relative to other cortical cells across development has not been quantified. To address this, we utilized the well-established mouse line where astrocytes express GFP under the *Aldh1l1* promoter (Cahoy et al., 2008; Dougherty et al., 2010; John Lin et al., 2017; Stogsdill et al., 2017; Tien et al., 2012). Immunostaining of brain sections from Aldh1l1-GFP mice at P7 and P28 with antibodies against known astrocyte markers ALDH1L1, S100β, and SOX9 showed high overlap between GFP and marker-positive cells, suggesting the majority of astrocytes in the VC express GFP in this mouse line (Figure 2—figure supplement 1A–C), further validating its usage. We quantified astrocyte numbers within each of the six neuronal layers at the developmental time points, which correspond to astrocyte and synapse development throughout the first postnatal month (P1, P4, P7, P14, P28; Figure 2A–C). At birth (P1), very few astrocytes are present, comprising 0.5–2% of the total cell number in the VC (represented as GFP-positive cells as a percentage of all cells marked by the nuclear dye DAPI), with a significantly higher percentage of astrocytes in deeper layers than upper layers (Figure 2C and D, Figure 2—source data 1A). The astrocyte percentage increases with development in all cortical layers, peaking at P21–P28. At this time, astrocytes are ~10% of total cell number in layers (L) 2–6, and ~50% in L1 (Figure 2C and D, Figure 2—source data 1A). As the brain develops, the distance between cells grows to accommodate the increase in cell size and complexity, as evident by a significant decrease in DAPI-positive nuclei per mm^2^ of VC that occurs from P1 to P14–P28 (Figure 2—figure supplement 1D, Figure 2—source data 1A). Despite this decrease in total cell density, the proportion of astrocytes remains constant in all cortical layers and across ages, with the exception of L1–2/3, where it is significantly lower at P1 (Figure 2C and E). This stability in astrocyte density is likely explained by new astrocytes still being generated in the weeks after birth (Ge et al., 2012).

**Figure 2.**
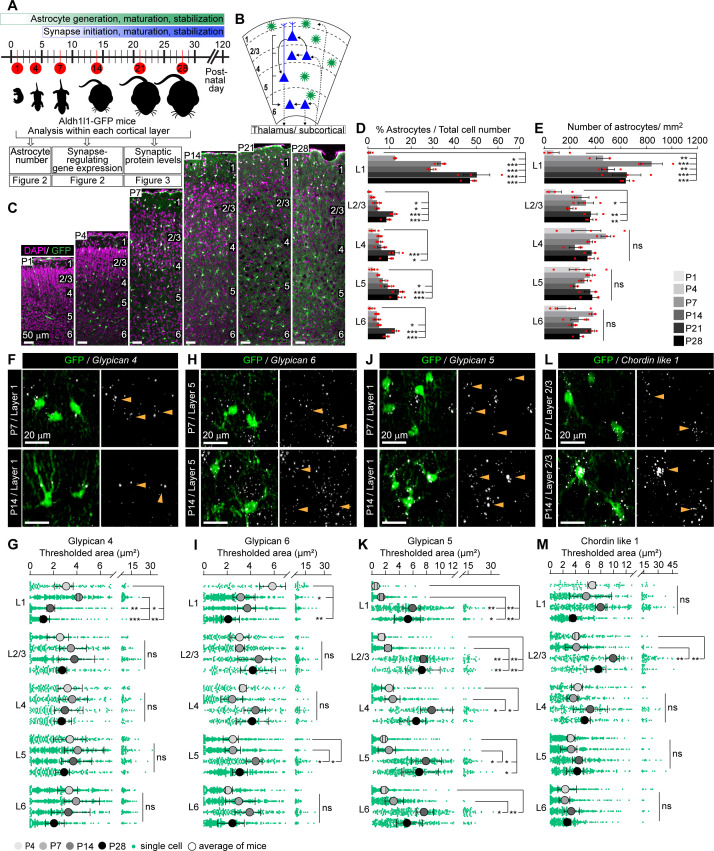
Astrocytic synapse-regulating genes show differential spatio-temporal expression patterns. See also Figure 2—figure supplements 1 and 2, Figure 2—source data 1. (**A**) Schematic of experiments described in Figures 2–3: visual cortex (VC) sections from Aldh1l1-GFP mice analyzed for astrocyte numbers, gene expression, and synaptic proteins at developmental time points as indicated. (**B**) Diagram of VC depicting neuronal (blue) laminar arrangement and connectivity (arrows). Astrocytes (green) are present in all layers. (**C–E**) Astrocyte number increases in the VC across development. (**C**). Example images of the VC from Aldh1l1-GFP mice at time points analyzed. GFP marks astrocytes (green), DAPI (magenta) labels nuclei. Layers (L) labeled by numbers on the right in each panel. (**D**) Quantification of (**C**), astrocytes as a percentage of total cells within each cortical layer. (**E**) Quantification of (**C**), number of astrocytes per mm^2^ of VC within each layer. Scale bar in (**C**): 50 μm; N = 4 mice for postnatal day (P)1; N = 3 mice for P4–P28. Graphs show mean ± s.e.m., red squares are average of individual mouse. *p≤0.05, **p<0.01, ***p<0.001, ns (not significant) by one-way ANOVA comparing expression between time points within each layer; see also Figure 2—source data 1A. (**F–M**) Synapse-regulating genes show differential spatio-temporal expression patterns. (**F, H, J, L**) Example images showing *Gpc4*, *Gpc6*, *Gpc5,* or *Chrdl1* mRNA (white) in astrocytes (green) at each age and layer as labeled. Merged panel on the left, single-channel probe panel on the right. (**G, I, K, M**) Quantification of (**F, H, J, L**), respectively. (**F**) *Gpc4* expression is reduced at P14 specifically in L1. (**H**) *Gpc6* expression is increased at P14 in L5. (**J**) *Gpc5* expression is increased at P14 in all layers. (**L**) *Chrdl1* expression is increased at P14 in L2/3. Scale bars in (**F, H, J, L**) = 20 μm. Arrowheads in single-channel panel mark astrocyte cells on the left. N = 3 mice/age for each probe. Data presented as scatter with mean + range. Green dots are mRNA signal measured in individual astrocytes. Large circles colored according to age are average signal. N = 3 mice/age, n = ~50–350 astrocytes/per age total; averages and statistical analysis are calculated based on N = 3, i.e.,data per mouse. *p≤0.05, **p<0.01, ***p<0.001, ns (not significant) by one-way ANOVA comparing expression between time points within each layer. See also Figure 2—source data 1B and C. Figure 2—source data 1.Astrocytic synapse-regulating genes show differential spatio-temporal expression patterns.(**A**) Full statistical analysis of astrocyte number changes during development. Each comparison (e.g., astrocyte number/area, comparison between ages within each layer) is labeled accordingly. (**B**) Full statistical analysis of developmental changes in mRNA expression of selected synapse-regulating genes by single-molecule fluorescent in situ hybridization (smFISH). Averages and analysis calculated for N = 3, that is, per mouse. (**C**) Full statistical analysis of developmental changes in mRNA expression of selected synapse-regulating genes by smFISH. Averages and analysis calculated for n = ~50–350, that is, total number of astrocytes per group (across the three mice).

**Figure 2—figure supplement 1.**
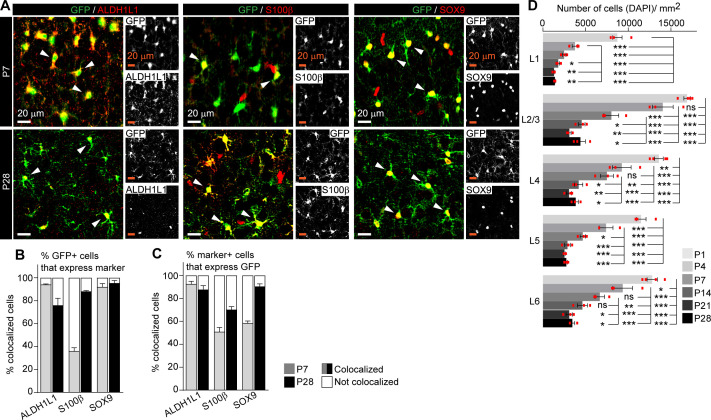
Astrocytic synapse-regulating genes show differential spatio-temporal expression patterns. (**A–C**) Aldh1l1-GFP signal colocalizes with astrocyte markers during development. (**A**) Example images of the visual cortex (VC) from Aldh1l1-GFP mice immunostained with antibodies for GFP (green), and astrocyte markers Aldh1l1, S100β, or Sox9 (as indicated, red) at the different time points as indicated. Inset is single-channel image for each antibody. (**B, C**) Quantification of (**A**). (**B**) Quantification of % of GFP+ cells that are also immunopositive for the astrocyte marker, demonstrating the majority of GFP+ cells express astrocyte markers and are astrocytes. (**C**) Quantification of % of astrocyte marker+ cells that express GFP, demonstrating that not all S100β and SOX9+ cells express GFP at postnatal day (P)7. Data shows mean ± s.e.m. Arrowheads mark representative cells with colocalized GFP and marker. N = 4 mice for P1; N = 3 mice for P4–P28. Scale bars = 20 µm. (**D**) Quantification of Figure 2C, number of DAPI labeled cells per mm^2^ of VC within each layer. N = 3 mice/age. Graphs show mean ± s.e.m., red squares are average of individual mouse. *p≤0.05, **p<0.01, ***p<0.001, by one-way ANOVA comparing expression between time points within each layer.

**Figure 2—figure supplement 2.**
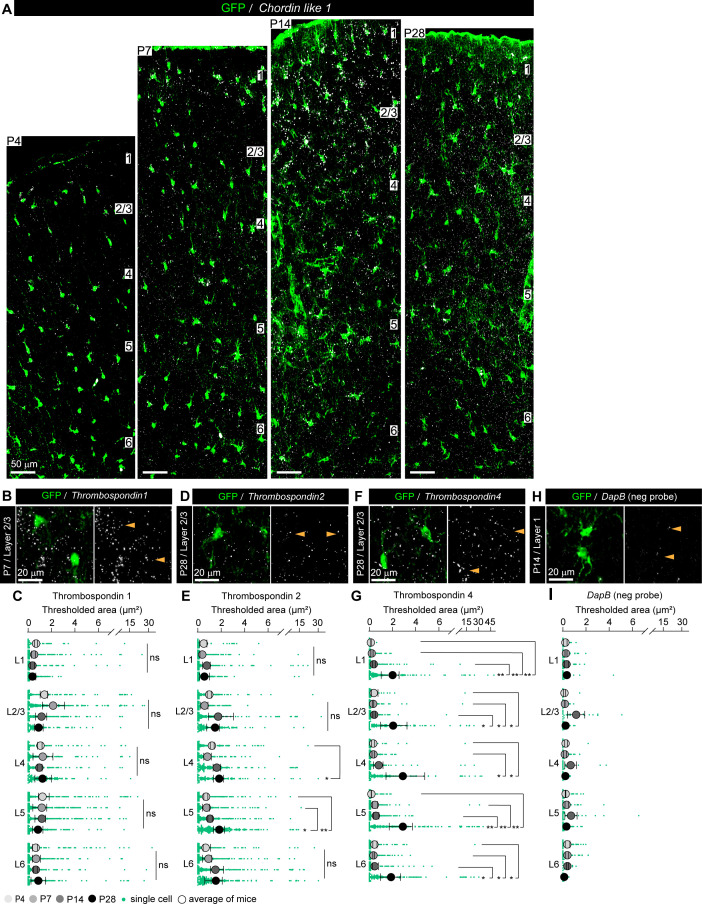
Astrocytic synapse-regulating genes show differential spatio-temporal expression patterns. (**A**) Example images of the entire span of the visual cortex (VC) showing *Chrdl1* mRNA (white) in astrocytes (green) at each age and layer as labeled. (**B, D, F, H**) Example images showing *Thbs1*, *Thbs2*, *Thbs4,* and *DapB* mRNA (white) in astrocytes (green) at each age and layer as labeled. Merged panel on the left, single-channel probe panel on the right. (**C, E, G, I**) Quantification of (**B, D, F, H**), respectively. (**C**) No significant difference in expression of *Thbs1* at any age or layer. (**E**) *Thbs2* expression is increased at P28 in L4–5. (**G**) *Thbs4* expression is increased at P28 in all layers. (**I**) *DapB*-negative probe expression level showing detection limit for probe mRNA expression analysis. Arrowheads in single-channel panel mark astrocyte cells on the left. Data presented as scatter with mean + range. Green dots are mRNA signal measured in individual astrocyte. Large circles colored according to age are average signal. N = 3 mice/age, n = ~50–350 astrocytes/per age total; n = ~20–80 astrocytes for *DapB*-neg probe (**H, I**) (average and statistical analysis are calculated based on N = 3, i.e., data per mouse). Scale bars = 20 μm. *p≤0.05, **p<0.01, ns (not significant) by one-way ANOVA comparing expression between time points within each layer. See also Figure 2—source data 1B, C.

Having established the developmental profile of astrocytes, we next determined if there are layer-specific developmental changes in mRNA expression of synapse-regulating genes by performing single-molecule fluorescent in situ hybridization (smFISH; RNAscope) on brain sections of Aldh1l1-GFP mice. We probed for seven genes that regulate distinct aspects of synaptogenesis: active synapse-regulating – glypicans (*Gpc*) 4, 5, 6; synapse maturation regulating – chordin-like 1 (*Chrdl1*); and silent synapse-regulating – thrombospondins (*Thbs1, 2, 4*) (Figure 2F–M, Figure 2—figure supplement 2, Figure 2—source data 1B and C). Expression of each gene (represented as total area of thresholded signal in µm^2^; labeled as thresh area) was analyzed within the territory of GFP-positive astrocytes in each cortical layer at similar time points as above: P4, P7, P14, and P28, when most alterations in astrocyte transcriptome (Figure 1) and synapse development occur (Farhy-Tselnicker and Allen, 2018), and excluding P1, when the numbers of astrocytes in the cortex are very low. A negative control probe was used to determine the minimal signal threshold of detection (Figure 2—figure supplement 2H and I).

We first analyzed glypicans, factors that promote active synapse formation. Bulk RNAseq (Ribotag) showed that *Gpc4* expression by astrocytes is highest at P7 and gradually declines with maturation (Figure 1J, Figure 1—source data 1A). Layer-specific analysis, however, shows that these differences are driven by astrocytes in L1: *Gpc4* expression decreases between P7 and P14 only in L1 astrocytes, staying stable across development in all other layers (thresh area [μm^2^] L1: P4 3.1 ± 0.5; P7 4.1 ± 0.1; P14 1.7 ± 0.2; P28 1.1 ± 0.3; Figure 2F and G, Figure 2—source data 1B and C). *Gpc6*, on the other hand, peaks at P14–P28 in bulk sequencing. Layer-specific analysis showed that this increase occurs in astrocytes between P7 and P14 in L2–5, with significant upregulation in L5, and remaining high at P28 (thresh area [μm^2^] L5: P4 2.5 ± 0.4; P7 2.5 ± 0.4; P14 4.4 ± 0.4; P28 3.1 ± 0.4; Figure 2H and I, Figure 2—source data 1B and C). *Gpc5* is strongly upregulated at P14 and remains high at P28 in astrocytes in all layers, matching the bulk RNAseq data (thresh area [μm^2^] L1: P4 0.5 ± 0.1; P7 1.3 ± 0.2; P14 5.9 ± 0.7; P28 5.3 ± 1.1; Figure 2J and K, Figure 2—source data 1B and C).

The expression of the synapse maturation factor *Chrdl1* peaks at P14 in the bulk RNAseq data (Figure 1J, Figure 1—source data 1A). Spatial analysis revealed that this increase from P7 to P14 is layer-specific, with the largest increase in *Chrdl1* occurring in upper layer astrocytes with significant upregulation in L2/3 (thresh area [μm^2^] L2/3: P4 4.1 ± 0.2; P7 4.1 ± 1; P14 9.9 ± 0.6; P28 7.6 ± 1; Figure 2L and M, Figure 2—source data 1B and C). Further, at its peak of expression, *Chrdl1* is highest in L1–4 astrocytes compared to L5–6, demonstrating a heterogeneous expression across layers, as previously reported (Bayraktar et al., 2020; Blanco-Suarez et al., 2018). Finally, we analyzed astrocyte thrombospondins, factors that induce silent synapse formation (Figure 2—figure supplement 2B-G). Thbs mRNA levels in the VC are much lower at their peak expression than glypicans or *Chrdl1*, consistent with our bulk RNAseq results (Figure 1J, Figure 1—source data 1A), and previous studies showing low thrombospondin expression in the resting state, and an upregulation by learning or injury (Nagai et al., 2019; Tyzack et al., 2014). Nevertheless, we observed an increase in *Thbs2* expression in L4–5 at P28 (thresh area [μm^2^] L5: P4 0.7 ± 0.1; P7 0.7 ± 0.19; P14 1 ± 0.1; P28 1.8 ± 0.3; Figure 2—figure supplement 2D and E, Figure 2—source data 1B); and an increase in *Thbs4* at P28 in all layers (thresh area [μm^2^] L1: P4 0.1 ± 0.01; P7 0.1 ± 0.1; P14 0.3 ± 0.1; P28 1.9 ± 0.5; Figure 2—figure supplement 2F and G, Figure 2—source data 1).

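In the bulk pulldown Thbs1, Thbs2 and Thbs4 were lower than the glypican Gpc5 by their highest means. Thbs2 had 0.662 ± 0.0943 FPKM at P7 (n = 3), 0.485 ± 0.0623 at P14 (n = 4), 0.439 ± 0.116 at P28 (n = 5) and 0.456 ± 0.245 at P120 (n = 3). Its pulldown/input was 0.289, 0.241, 0.174 and 0.221, so that Thbs2 was higher in total RNA than on the tagged ribosomes. Without a filter on low values its log2 fold change from P7 to P120 was -0.33 (adjusted p = 0.37 from limma). By mean FPKM, the peak of Thbs1 and of Thbs2 was at P7 and below 1, that of Thbs4 was at P28, and each of these peaks was below the peak of Gpc5 at P28 and of Chrdl1 at P14. The peak of Thbs4 was above the peaks of Gpc4 and Gpc6. FPKM divides by the length of the transcript, and no test compared genes with each other.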

The seven astrocyte synapse-regulating genes we analyzed using smFISH all regulate formation and function of excitatory glutamatergic synapses. In the case of *Gpc4*, *Gpc6,* and *Chrdl1,* they regulate glutamatergic synapse development by primarily affecting localization of AMPA glutamate receptor (AMPAR) subunits (Allen et al., 2012; Blanco-Suarez et al., 2018). Previous studies in the rat somatosensory cortex have identified developmental alterations in AMPAR subunit expression (Brill and Huguenard, 2008; Kumar et al., 2002); however, their spatio-temporal expression patterns in the developing mouse VC, and whether these correlate with the expression of astrocytic genes that regulate them, have not been systematically analyzed (Figure 3A and B). To detect postsynaptic AMPA glutamate receptors, we stained for GLUA1 and GLUA2 subunits (Figure 3C–F, Figure 3—source data 1). To detect the corresponding glutamatergic presynaptic terminals, we stained for VGLUT1 to identify local cortico-cortical connections (Figure 3G and H, Figure 3—figure supplement 1A, Figure 3—source data 1) and VGLUT2 to identify thalamocortical connections (Figure 3I and J, Figure 3—figure supplement 1B, Figure 3—source data 1; Fremeau et al., 2001). As expected based on the literature, GLUA1 levels peak at earlier time points than GLUA2 (Figure 3C and D, Figure 3—source data 1). GLUA2 immunoreactivity significantly increases from P7 to P14 in L1–5, and then remains stable to P28 (Figure 3E and F, Figure 3—source data 1). At all ages, the levels of GLUA1 and GLUA2 are significantly higher in L1 than all other layers, consistent with L1 being rich in synaptic connections (Figure 3—source data 1; Douglas and Martin, 2004). VGLUT1 immunoreactivity greatly increases between P7 and P14 in all cortical layers and remains stable at later ages (Figure 3G and H, Figure 3—figure supplement 1A, Figure 3—source data 1). VGLUT2 levels steadily increase from P1 to P14, and then remain stable. VGLUT2 immunoreactivity is significantly higher in L1 and L4 than other layers at all ages, consistent with these being thalamic innervation zones and previous findings in rat cortex (Figure 3I and J, Figure 3—figure supplement 1B, Figure 3—source data 1; Boulland et al., 2004; Conti et al., 2005; Fremeau et al., 2001; Lopez-Bendito and Molnar, 2003). Taken together, these data show that synaptic proteins show complex spatio-temporal expression patterns, with multiple significant changes occurring between P7 and P14, as also observed for astrocyte gene expression.

**Figure 3.**
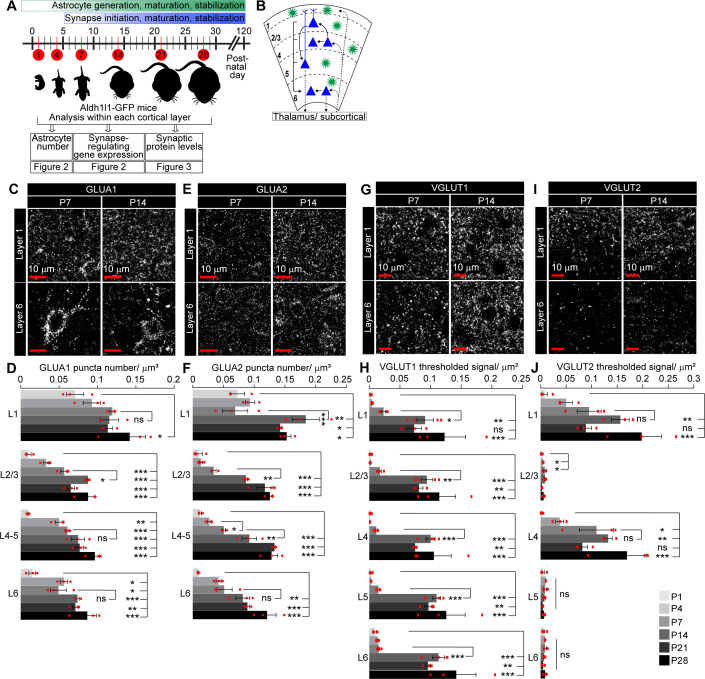
Spatio-temporal profiling of synaptic protein expression in the postnatal visual cortex (VC). See also Figure 3—figure supplement 1, Figure 3—source data 1. (**A**) Schematic of experiments described in Figures 2–3: VC sections from Aldh1l1-GFP mice analyzed for astrocyte numbers, gene expression, and synaptic proteins at developmental time points as indicated. (**B**) Diagram of VC depicting neuronal (blue) laminar arrangement and connectivity (arrows). Astrocytes (green) are present in all layers. (**C–F**) Developmental expression pattern of the postsynaptic AMPARs GLUA1 and GLUA2 subunits within each cortical layer. (**C, E**) Example images of GLUA1 or GLUA2 protein levels (white puncta). (**D, F**) Quantification of (**C, E**) number of GLUA1 or GLUA2 puncta per cortical volume (μm^3^). GLUA1 expression is increased from postnatal day (P)1 to P28 in all layers. GLUA2 expression is increased from P1 to P28 in all layers, and between P7 and P14 in L1–5. (**G–J**) Developmental expression pattern of the presynaptic proteins VGLUT1 and VGLUT2 in each cortical layer. (**G, I**) Example images of VGLUT1 or VGLUT2 protein levels (white puncta). (**H, J**) Quantification of (**G, I**) density of VGLUT1 or VGLUT2 signal as total area of thresholded signal per μm^2^. VGLUT1 expression increases in all layers between P7 and P14. VGLUT2 expression increases steadily from P1 to P28 in L1 and L4. Scale bars = 10 μm. N = 3 mice/age. Graphs show mean ± s.e.m., red squares average of individual mouse. *p≤0.05, **p<0.01, ***p<0.001, ns (not significant) p>0.05 by one-way ANOVA comparing expression between time points within each layer. Figure 3—source data 1.Spatio-temporal profiling of synaptic protein levels.Full statistical analysis of synaptic protein VGLUT1, VGLUT2, GLUA1, GLUA2 changes during development. Each comparison (e.g., comparison between ages within each layer) is labeled accordingly. In each table, statistical comparison between ages within each layer (top), as well as between layers at each age (bottom), are shown.

**Figure 3—figure supplement 1.**
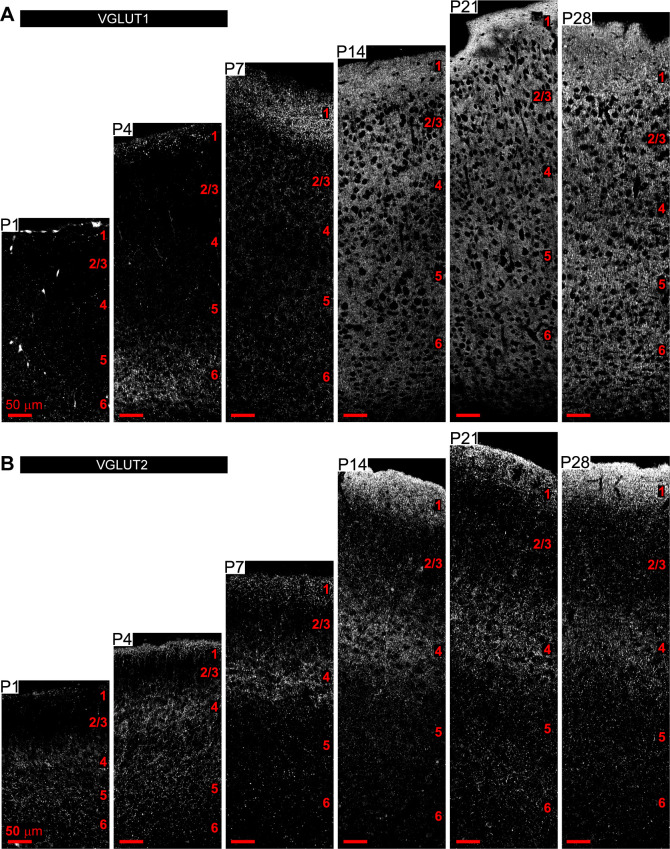
Spatio-temporal profiling of synaptic protein expression in the postnatal visual cortex (VC). (**A, B**) Example images of the entire span of the VC from Aldh1l1-GFP mice immunostained with antibody for VGLUT1 (**A**) or VGLUT2 (**B**) as indicated (white puncta) at time points analyzed. Scale bars = 50 µm. Layers indicated by numbers on the right of each panel in red.

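From P7 to P120, most of the immediate early, metallothionein and glycolysis genes tested rose in the astrocyte pulldown. The rise was not particular to the pulldown. In the input the median went from 4.99 to 28.5 FPKM for immediate early genes, 17.4 to 361 for metallothioneins and 52.2 to 134 for glycolysis. The median pulldown/input fell from 10.6 to 5.4 for metallothioneins and from 1.86 to 1.01 for glycolysis. Of 22 immediate early genes, 19 were higher at P120 than at P7 (19 when adjusted over the list alone; mean log2 fold change 3.18; adjusted p = 0.26 with an estimated correlation). Arc, whose product acts at synapses, went from 1.07 ± 0.221 FPKM at P7 (n = 3) to 107 ± 94.9 at P120 (n = 3), a log2 fold change of 6.40 (standard error 0.65, adjusted p = 3.4e-06 from limma), and was below the input at every age, with a pulldown/input of 0.674, 0.352, 0.237 and 0.808. The immediate early genes had a median pulldown/input of 0.628, 0.452, 0.238 and 0.702 at the 4 ages, below the input. In P120 replicates 4 and 5 their median was higher than in replicate 1 by 1.03 on the log2 scale, and that of the metallothioneins by 0.79. All 3 metallothionein genes were higher at P120 than at P7 (3 when adjusted over the list alone; mean 3.03; adjusted p = 0.34 with an estimated correlation), Mt1 going from 235 to 2303 FPKM. Of 14 genes of glycolysis, 11 were higher (11 when adjusted over the list alone; mean 1.17; adjusted p = 0.26 with an estimated correlation). Of 20 genes of cholesterol synthesis, 10 were lower at P120 than at P7 and 1 was higher (10 and 1 when adjusted over the list alone; mean -0.60; adjusted p = 0.63 with an estimated correlation). All 29 cell cycle genes were lower at P120 (29 when adjusted over the list alone; mean -2.71; adjusted p = 0.20 with an estimated correlation). These falls were not particular to the pulldown either. In the input the median went from 33.8 FPKM at P7 to 16 at P120 for cholesterol synthesis and from 2.49 to 0.375 for the cell cycle. In the pulldown it went from 73 to 35.6 and from 6.14 to 0.604. Of the genes changed from P7 to P120, 2370 were higher and 2459 lower, and with FPKM as deposited 1625 were higher and 3479 lower, with a median log2 fold change of -0.27 over all tested genes.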

In summary, the transcriptomic analysis reveals significant changes in astrocyte gene expression across development, with the most prominent changes occurring between P7 and later ages, a time between synapse initiation and maturation. We have further determined the spatio-temporal expression profile of key astrocyte synapse-regulating factors, identifying divergent developmental and layer-specific expression patterns within the same families of genes. These findings strongly suggest that astrocyte expression of synapse-regulating genes is closely tied to the developmental stage of the cortex, which features both changes in neuronal and astrocyte activities across development. In addition to revealing important information about the developmental changes in expression of synapse-regulating genes, these transcriptomic data can be further utilized to inform further studies on astrocyte development. The complete dataset and GO term list are available in Figure 1—source data 1.

### Thalamic glutamate release tunes astrocyte expression of synapse-regulating genes

Having found broad differences in astrocyte expression of synapse-regulating genes across cortical layers, we next asked what are the possible physiological mechanisms that regulate these layer-specific alterations between P7 and P14 in the developing VC in vivo. Our experiments using cultured astrocytes and neurons show that GPC4 protein secretion from astrocytes is significantly reduced in the presence of neurons (Figure 4—figure supplement 1A, Figure 4—figure supplement 1—source data 1) or when astrocytes are incubated with neurotransmitters including glutamate, adenosine, or ATP (Figure 4—figure supplement 1B, Figure 4—figure supplement 1—source data 1). Others have reported a similar effect on *Gpc4* mRNA expression (Hasel et al., 2017), suggesting that neuronal activity can influence expression and release of synapse-regulating factors from astrocytes. Indeed, significant alterations in the activity patterns of both glutamatergic and GABAergic neurons occurs in the VC at around P14 (Espinosa and Stryker, 2012). Since the developmental expression changes in *Gpc4* and *Chrdl1* occurred mostly in the upper cortical layers innervated by thalamic neurons, we hypothesized that levels of these genes may be regulated by changes in the activity of thalamic neurons that occur upon eye opening at ~P12, when there is a transition from spontaneous to visually evoked activity in the retina that is relayed via the thalamus to the VC.

To investigate this, we generated mice where the release of glutamate from thalamocortical terminals in the VC is perturbed by knocking out the vesicular glutamate transporter VGlut2 (*Slc17a6*) from neurons in the dLGN. Knockout of VGlut2 has been previously shown to abolish presynaptic release of glutamate in VGlut2-expressing neurons, in full or conditional knockout mouse models (Wallén-Mackenzie et al., 2010). We crossed *Slc17a6*^f/f^ mice (Slc17a6^tm1Lowl/J^; labeled as VGlut2 WT) to an RORα cre line (Rora^tm1(cre)Ddmo^; *Slc17a6*^f/f;cre^ labeled as VGlut2 cKO), where cre recombinase is expressed in thalamic neurons including the dLGN (Figure 4A; Chou et al., 2013; Farhy-Tselnicker et al., 2017). Immunostaining experiments showed a significant decrease in VGLUT2 signal in the VC of VGlut2 cKO mice compared to WT at P14 (Figure 4B). Notably, VGlut2 cKO did not strongly affect the levels of VGLUT1, which marks cortico-cortical connections (Figure 4C; Wallén-Mackenzie et al., 2010), though a small but significant increase in VGLUT1 immunoreactivity was observed in L4, a major target of thalamocortical projections. This suggests that the normal upregulation in VGLUT1 that occurs at P14 across all other cortical layers (Figure 3) is either intrinsic to the cortical neurons and/or regulated by mechanisms other than dLGN-VC-evoked activity.

**Figure 4.**
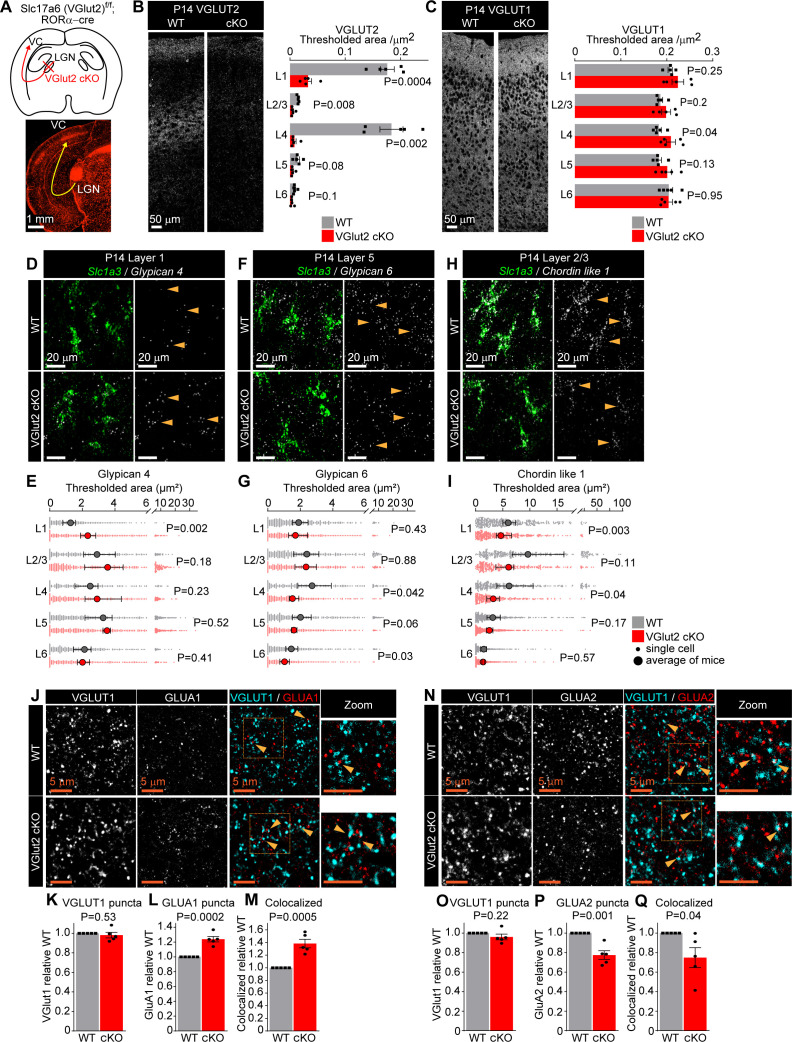
Thalamic glutamate release tunes astrocyte expression of synapse-regulating genes. See also Figure 4—figure supplements 1 and 2, Figure 4—source data 1. (**A**) Schematic of the experiment: VGLUT2 is removed from presynaptic terminals of neurons in the lateral geniculate nucleus of the thalamus (LGN) that project to the visual cortex (VC) by crossing *Slc17a6* ^f/f^ mouse (WT) with RORαcre mouse line (VGlut2 cKO). Bottom: image of tdTomato reporter expression in the LGN and the VC, when RORαcre mouse is crossed with cre-dependent tdTomato reporter mouse (Ai14). (**B**) VGLUT2 level in the VC is significantly reduced in VGlut2 cKO mice. Example images of VGLUT2 immunostaining in each genotype and quantification of the thresholded signal within each cortical layer. (**C**) VGLUT1 level is unaltered in VGlut2 cKO mice. Example images of VGLUT1 immunostaining and quantification. In (**B, C**), plots show mean signal ± s.e.m. Squares and circles above each bar are the average of signal in each mouse. N = 5 mice/genotype. Scale bar = 50 μm. Statistical analysis by t-test within each layer. p-Value on each plot. (**D–I**) mRNA expression of astrocyte synapse-regulating genes is altered in VGlut2 cKO at postnatal day (P)14. (**D, F, H**) Example images of in situ hybridization of *Gpc4*, *Gpc6,* and *Chrdl1* mRNA (white) as labeled; astrocyte marker *Slc1a3* (Glast, green). Merged panel on the left, single-channel probe panel on the right. (**E, G, I**) Quantification of (**D, F, H**), respectively. (**E**) *Gpc4* mRNA expression is increased in L1; (**G**) *Gpc6* mRNA expression is decreased in L4–6. (**I**) *Chrdl1* mRNA expression is decreased in L1–4 in VGlut2 cKO mice. Data presented as scatter with mean + range. Gray or red dots are mRNA signals measured in individual astrocyte in WT and VGlut2 cKO, respectively. Large circles are the average signal. N = 5 mice/genotype, n = ~200–450 astrocytes/per age total (average and statistical analysis are calculated based on N = 5, i.e., per mouse). Arrowheads in single-channel panel mark astrocytes. Scale bar = 20 µm. See also Figure 4—source data 1. Statistical analysis by t-test within each layer. p-Value on each plot. (**J–M**) Increase in GLUA1 protein levels and colocalization between GLUA1 and VGLUT1 in L1 of the VC in VGlut2 cKO mice compared to WT at P14. (**J**) Example images from WT (top) and cKO (bottom), VGLUT1 in cyan and GLUA1 in red. (**K–M**) Quantification of VGLUT1, GLUA1, and colocalized puncta, respectively, normalized to WT. (**N–Q**) Decrease in GLUA2 protein levels and colocalization between GLUA2 and VGLUT1 in L1 of the VC in VGlut2 cKO mice compared to WT at P14. (**N**) Example images from WT (top) and cKO (bottom), VGLUT1 in cyan and GLUA2 in red. (**O–Q**) Quantification of VGLUT1, GLUA2, and colocalized puncta, respectively, normalized to WT. In (**K–M**) and (**O–Q**), data presented as mean ± s.e.m., squares and circles above each bar are mean fold change of each mouse. N = 5 mice/genotype. Arrowheads mark representative colocalized puncta in (**J, N**). Inset panels on the right show enlarged colocalized image from box in (**J, N**). Scale bar = 5 µm. In (**J–Q**), WT is *Slc17a6* ^+/+; RORαcre+;tdTomato+^; cKO is *Slc17a6* ^f/f;RORαcre+;tdTomato+^. Statistical analysis by t-test, p-value on each plot. Figure 4—source data 1.Neuronal activity regulates astrocytic expression of synapse-regulating genes.(**A**) Full statistical analysis of mRNA expression differences between WT and KO in VGlut2 cKO model. Averages and analysis calculated for N = 5, i.e. per mouse. (**B**) Full statistical analysis of mRNA expression differences between WT and KO in VGlut2 cKO model. Averages and analysis calculated for n = ~200–400, that is, total number of astrocytes per group (across five mice). All comparisons are between WT and KO within each layer.

**Figure 4—figure supplement 1.**
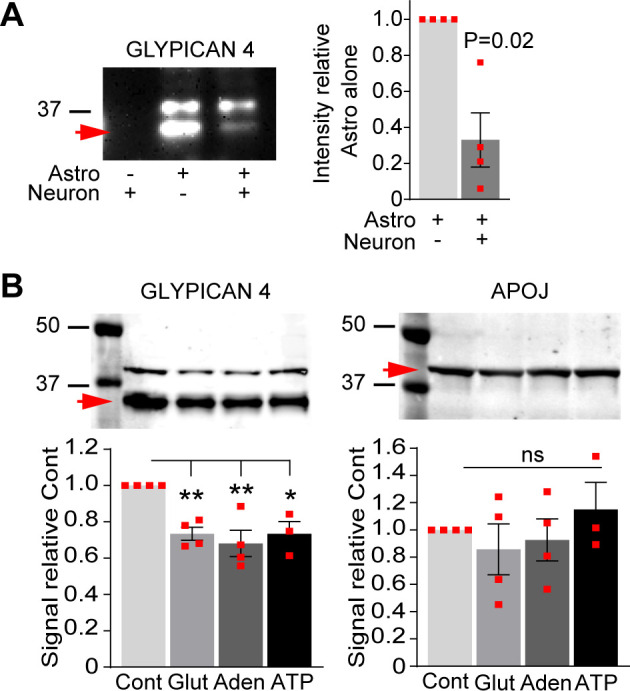
Thalamic glutamate release tunes astrocyte expression of synapse-regulating genes. See also Figure 4—figure supplement 1—source data 1. (**A**) Western blot showing Gpc4 secretion from astrocytes is decreased in the presence of neurons. Example blot on the left, quantification on the right. Data presented as mean ± s.e.m., normalized to control condition, astrocytes cultured alone. N = 4 independent cultures. p by t-test, value on the plot. Red arrow indicates Gpc4 signal at ~36 kDa. (**B**) Western blot showing Gpc4 secretion from astrocytes is decreased in the presence of neurotransmitters glutamate, adenosine, and ATP as indicated. Left panel shows glypican 4, right panel indicates APOJ used as loading control. Example blot on the top, quantification is below. Data presented as mean ± s.e.m., normalized to control condition, astrocytes cultured alone. N = 4 independent cultures. p by t-test, value on the plot. Red arrow indicates Gpc4 signal at ~36 kDa, APOJ signal ~40 kDa. Figure 4—figure supplement 1—source data 1.Neuronal activity regulates astrocytic expression of synapse-regulating genes.(**A**) Full uncropped western blot representative image showing Gpc4 secretion from astrocytes is decreased in the presence of neurons. Red arrow indicates Gpc4 signal at ~36 kDa. Second red arrow indicates the three relevant lanes as labeled shown in the cropped image in Figure 4—figure supplement 1A. (**B**) Full uncropped western blot representative images showing Gpc4 secretion from astrocytes is decreased in the presence of neurotransmitters glutamate, adenosine, and ATP as indicated. Left panel shows glypican 4, right panel indicates APOJ used as loading control. Red arrow indicates GPC4 signal at ~36 kDa; APOJ signal at ~40 kDa.

**Figure 4—figure supplement 2.**
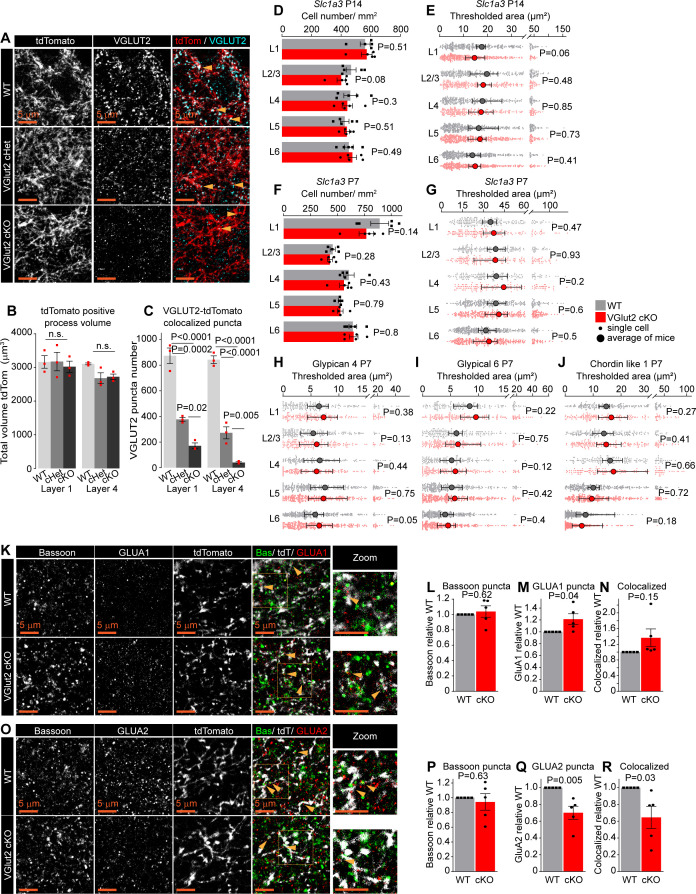
Thalamic glutamate release tunes astrocyte expression of synapse-regulating genes. (**A-C**) LGN axons terminate in the VC normally in the absence of VGLUT2. (**A**) Example images of the VC L4 showing thalamic axons (tdTomato, red) and VGLUT2 (cyan) presence in WT, VGlut2 cHet, and VGlut2 cKO mice as labeled. (**B-C**) Quantification of (**A. B**) No difference in volume of tdTomato+ LGN axons between the genotypes in either L1 or L4 as indicated. (**C**) VGLUT2 puncta associated with tdTomato+ processes are reduced in VGlut2 cHet, and VGlut2 cKO compared to WT. Plots show mean signal ± s.e.m. Squares above each bar are average of signal in each mouse. N=3 mice/genotype. Scale bar = 5 μm. P by One-Way ANOVA comparing genotypes within each layer, value on the plot. n.s: not significant. (**D, F**) Number of astrocytes (*Slc1a3* positive cells) is unaltered in VGlut2 cKO mice at P14 or P7. Data presented as mean ± s.e.m. squares aound that neuronal but not astnd circles above each bar are mean fold change of each mouse. N=5 mice/ genotype. P by t-test, value on the plot. (**E, G**) *Slc1a3* (Glast) mRNA expression levels are unaltered in VGlut2 cKO mice at P14 or P7. Data presented as scatter with mean + range. Grey or red dots are mRNA signal measured in individual astrocyte in WT, and VGlut2 cKO respectively. Large circles colored according to genotype are average signal. N=5 mice/genotype, n=~150-450 astrocytes/ per age total (average and statistical analysis is calculated based on N=5 i.e. per mouse). P by t-test, value on the plot. (**H-J**) mRNA expression of *Gpc4*, *Gpc6* and *Chrdl1* is unaltered in VGlut2 cKO mice at P7. Data presented as scatter with mean + range. Grey or red dots are mRNA signal measured in individual astrocyte in WT, and VGlut2 cKO respectively. Large circles colored according to genotype are average signal. N=5 mice/genotype, n=~150-450 astrocytes/ per age total (average and statistical analysis is calculated based on N=5 i.e. per mouse). Statistical analysis by t-test, P value on each plot. (**K-N**) Increase in GLUA1 protein levels and colocalization between GLUA1 and Bassoon in L1 of the VC in VGlut2 cKO mice compared to VGlut2 WT. (**L**). Example images from WT (top) and cKO (bottom), Bassoon in green, GLUA1 in red, and tdTomato positive LGN axon in white. (**L, M, N**) Quantification of Bassoon (number of puncta within the tdTomato positive processes), GLUA1 and colocalized puncta respectively, normalized to WT. (**O-R**) Decrease in GLUA2 protein levels and colocalization between GLUA2 and Bassoon in L1 of the VC in VGlut2 cKO mice compared to WT. (**P**) Example images from WT (top) and cKO (bottom), Bassoon in green, GLUA2 in red, and tdTomato positive thalamic axon in white. (**P, Q, R**) Quantification of Bassoon (number of puncta within the tdTomato positive processes), GLUA2 and colocalized puncta respectively, normalized to WT. In (**K-R**) data presented as mean ± s.e.m, squares and circles above each bar are mean fold change of each mouse. WT is: *Slc17a6*^+/+; RORαcre+;tdTomato+^; cKO is: *Slc17a6*^f/f;RORαcre+;tdTomato+^. N=5 mice/ genotype. Arrowheads mark representative colocalized puncta. Inset panels on the right show enlarged colocalized image from box in (**K, O**) Scale bar = 5 µm. Statistical analysis by t-test, P value on each plot.

A lack of VGLUT2 immunoreactivity in the VC could also result from an absence of thalamic axons innervating their target regions. To test whether that is the case, we crossed RORα cre and VGlut2 cKO mice with a tdTomato reporter line (B6.C-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze/J^; labeled as tdTomato) to visualize dLGN axons (Figure 4A). All cre+ tdTomato+ groups (VGlut2 WT (*Slc17a6*^+/+^), VGlut2 cHet (*Slc17a6*^f/+^), and VGlut2 cKO (*Slc17a6*^f/f^)) showed a comparable number and volume of tdTomato-labeled projections in L1 and L4 of the VC (Figure 4—figure supplement 2A and B). Analysis of VGLUT2 puncta colocalized with tdTomato-positive axons showed a significant decrease in number in VGlut2 cHet and VGlut2 cKO compared to WT (Figure 4—figure supplement 2A, C). These results show that in the VGlut2 cKO mice thalamic axons are present at their target layers in the VC but lack VGLUT2, as has been shown in studies performing similar manipulations, suggesting that they are functionally silent (Li et al., 2013; Zechel et al., 2016).

Does the lack of thalamocortical glutamate release influence the expression of synapse-regulating genes in astrocytes? To address this, we performed smFISH probing for *Gpc4*, *Gpc6,* or *Chrdl1*, along with a probe for the glutamate transporter *Slc1a3* (Glast) (Ullensvang et al., 1997) to label astrocytes (Figure 4D–I, Figure 4—figure supplement 2D–J, Figure 4—source data 1). The number of cortical astrocytes marked by *Slc1a3*, and the expression level of *Slc1a3* mRNA, is not affected by VGlut2 cKO in any cortical layer at P14, showing that gross astrocyte development proceeds normally in the absence of thalamic input (Figure 4—figure supplement 2D and E). During normal development, *Gpc4* expression significantly decreases between P7 and P14 specifically in L1 astrocytes (Figure 2F and G). In VGlut2 cKO mice, this change no longer occurs (Figure 4D and E). *Gpc4* expression is significantly increased in VGlut2 cKO compared to WT at P14 specifically in L1 astrocytes and unchanged in all other layers (thresh area [μm^2^]: L1 WT 1.3 ± 0.1; cKO 2.3 ± 0.2; Figure 4D and E, Figure 4—source data 1). *Gpc6* expression is normally increasing in astrocytes in deep layers between P7 and P14 (Figure 2H and I). In the absence of thalamic glutamate release, *Gpc6* is lower in astrocytes in layers 4 and 5 than in the WT at P14, showing that the normal developmental upregulation has been blocked (thresh area [μm^2^]: L4 WT 2.7 ± 0.4; cKO 1.5 ± 0.1; Figure 4F and G, Figure 4—source data 1). Similarly, *Chrdl1* expression normally increases in upper layer astrocytes between P7 and P14 (Figure 2L and M); however, it is significantly decreased in VGlut2 cKO compared to WT specifically in astrocytes in upper layers (1–4), and not affected in deep layers at P14 (thresh area [μm^2^]: L1 WT 6 ± 0.4; cKO 4.6 ± 0.5; Figure 4H and I, Figure 4—source data 1). To determine if these alterations are due to the loss of thalamic neuron glutamate release at a specific developmental time (e.g., eye opening at ~P12), we analyzed the expression of *Gpc4*, *Gpc6,* and *Chrdl1* at P7 (prior to eye opening). We found no difference in expression of any of these genes (Figure 4—figure supplement 2H–J), nor any difference in the number of cortical astrocytes marked by *Slc1a3*, or the expression level of *Slc1a3* mRNA (Figure 4—figure supplement 2F and G). These results show that during VC development from P7 to P14 glutamate release from thalamic neurons regulates the developmental expression of astrocyte *Gpc4*, *Gpc6,* and *Chrdl1* in a layer-specific manner.

Are there any consequences of decreased glutamate release and subsequent altered expression of astrocyte synapse-regulating genes on synaptic development? To address this, we performed immunostaining for pre- and postsynaptic proteins in VGlut2 cKO mice and their WT controls in L1 of VC at P14. We first analyzed cortico-cortical synapses marked by VGLUT1 and found that, as in the low-resolution characterization (Figure 4C), there is no change in VGLUT1 puncta in the absence of VGLUT2 (Figure 4J, K, N and O). In the case of GLUA1 containing AMPARs, which are regulated by *Gpc4*, we found a significant increase in the number of GLUA1 puncta and their colocalization with VGLUT1 in the VGlut2 cKO, correlating with the observed increase in *Gpc4* (GLUA1 FC 1.24 ± 0.04; Figure 4J and L; Coloc FC 1.38 ± 0.07; Figure 4J and M). For GLUA2 containing AMPARs, which are regulated by *Chrdl1*, we found a significant decrease in both the number of GLUA2 puncta and the number of colocalized GLUA2-VGLUT1 puncta in VGlut2 cKO mice compared to WT, correlating with the observed decrease in *Chrdl1* (GLUA2 FC 0.77 ± 0.04; Figure 4N and P; Coloc FC 0.75 ± 0.1; Figure 4N and Q). We asked if similar effects are also present at thalamocortical synapses. Since VGLUT2 is absent in cKO mice, we used Slc17a6^f/f; RORαcre;tdTomato^ (labeled as VGlut2 cKO; tdTomato) to label thalamic axons (Figure 4A, Figure 4—figure supplement 2A) and identified presynaptic active zones within tdTomato axons by immunostaining for the presynaptic marker Bassoon (Figure 4—figure supplement 2K and O). We found no difference in the number of Bassoon puncta colocalized with tdTomato between the WT and cKO mice, a further indication that synapses form in the absence of VGLUT2 (Figure 4—figure supplement 2K, L, O, P), and fitting with findings from mice that globally lack presynaptic release (Verhage et al., 2000). As is the case for cortico-cortical synapses, we found an increase in GLUA1 and colocalization of GLUA1 with Bassoon and tdTomato (GLUA1 FC 1.21 ± 0.09; Figure 4—figure supplement 2K and M; Coloc FC 1.36 ± 0.23; Figure 4—figure supplement 2K and N), and a decrease in total GLUA2 and GLUA2-Bassoon synapses (GLUA2 FC 0.70 ± 0.08; Figure 4—figure supplement 2O and Q; Coloc FC 0.65 ± 0.13; Figure 4—figure supplement 2O and R).

These results show that synaptic GLUA1 and GLUA2 levels are altered in VGlut2 cKO VC in the direction which follows the change in astrocytic expression of *Gpc4* (which recruits GLUA1) and *Chrdl1* (which recruits GLUA2) in L1. These correlated changes in astrocyte genes and synaptic proteins suggest a disruption in synapse maturation in the VC at P14 in the absence of thalamocortical glutamate release that may be mediated by astrocytes.

### Astrocytic calcium signaling tunes expression of synapse-regulating genes

Since we observed that changes in thalamic glutamate release influence the expression of astrocyte synapse-regulating genes, we next asked how perturbing the astrocyte response to neurotransmitters affects the expression of *Gpc4*, *Gpc6,* and *Chrdl1*. Astrocytes express many neurotransmitter receptors, in particular GPCRs, and respond to neurotransmitters with increased intracellular calcium (Kofuji and Araque, 2021; Porter and McCarthy, 1997). In the case of somal increases in calcium, which have the potential to regulate expression of activity-regulated genes, most of this increase is mediated by the release of calcium from intracellular stores via IP3R2 (*Itpr2*) (Srinivasan et al., 2015). We therefore asked if blunting astrocyte calcium signaling by removing store-mediated calcium release using *Itpr2* KO mice (Itpr2^tm1.1Chen^; labeled Ip3r2 KO; Figure 5A and B) has an impact on the expression of synapse-regulating genes.

**Figure 5.**
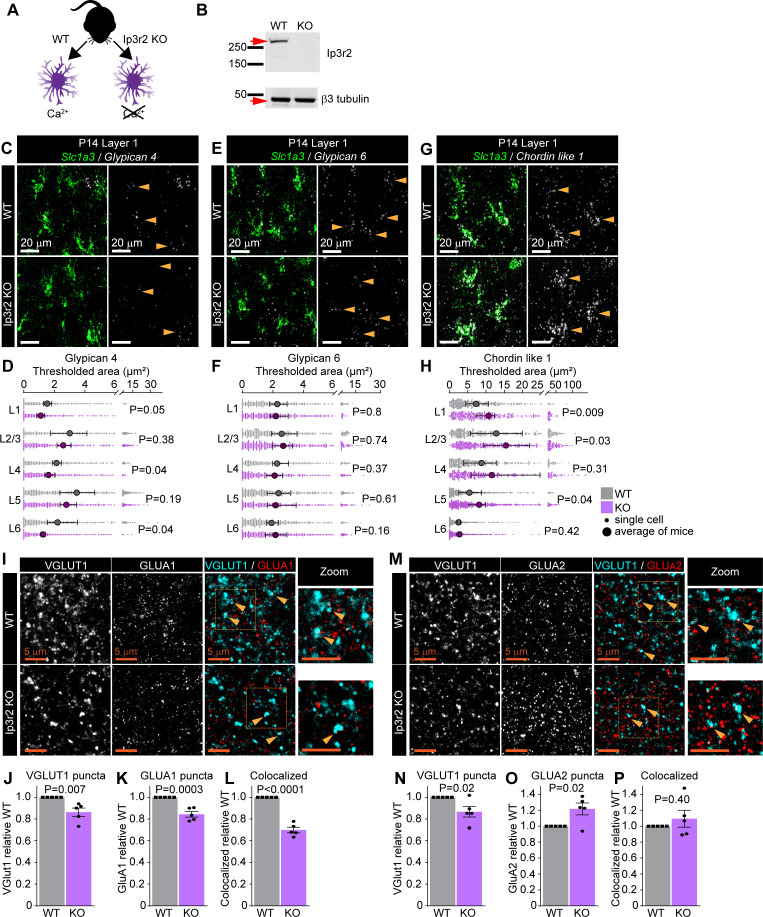
Astrocytic calcium signaling tunes expression of synapse-regulating genes. See also Figure 5—figure supplement 1, Figure 5—source data 1 and 2. (**A**) Schematic of comparison. Lack of the IP3R2 receptor results in diminished Ca^2+^ transients in astrocytes. (**B**) Validation of *Itpr2* KO model. Western blot image shows absence of IP3R2 signal in visual cortex (VC) of KO mice. (**C–H**) mRNA expression of astrocyte synapse-regulating genes is altered in Ip3r2 KO mice at postnatal day (P)14. (**C, E, G**) Example images of in situ hybridization of *Gpc4*, *Gpc6,* and *Chrdl1* mRNA (white) as labeled; astrocyte marker *Slc1a3* (Glast, green). Merged panel on the left, single-channel probe panel on the right. (**D, F, H**) Quantification of (**C, E, G**), respectively. (**D**) *Gpc4* mRNA expression is decreased in several layers of the VC in Ip3r2 KO mice. (**F**) *Gpc6* mRNA expression is unaltered in the VC in Ip3r2 KO mice. (**H**) *Chrdl1* mRNA expression is increased in several layers of the VC in Ip3r2 KO mice. Data presented as scatter with mean + range. Gray or purple dots are mRNA signals measured in individual astrocyte in WT and Ip3r2 KO, respectively. Large circles colored according to genotype are average signal. N = 5 mice/genotype, n = ~200–450 astrocytes/per age total (average and statistical analysis are calculated based on N = 5, i.e., per mouse). Arrowheads in single-channel panel mark astrocytes. Scale bar = 20 μm. Statistical analysis by t-test within each layer. p value on each plot. (**I–L**) Decrease in VGLUT1, GLUA1 protein levels, and colocalization between GLUA1 and VGLUT1 in L1 of the VC in Ip3r2 KO mice at P14. (**I**) Example images from WT (top) and KO (bottom), VGLUT1 in cyan and GLUA1 in red. (**J–L**) Quantification of VGLUT1, GLUA1, and colocalized puncta, respectively, normalized to WT. (**M–P**) Decrease in VGLUT1, and increase GLUA2 protein levels, with no change in colocalization between GLUA2 and VGLUT1 in L1 of the VC in Ip3r2 KO mice at P14. (**M**) Example images from WT (top) and KO (bottom), VGLUT1 in cyan, and GLUA2 in red. (**N–P**) Quantification of VGLUT1, GLUA2, and colocalized puncta, respectively, normalized to WT. In (**J–L**) and (**N–P**), data presented as mean ± s.e.m. squares and circles above each bar are mean fold change of each mouse. N = 5 mice/genotype. Arrowheads mark representative colocalized puncta. Inset panels on the right show enlarged colocalized image from box in (**M**). Scale bar = 5 µm. Statistical analysis by t-test, p-value on each plot. Figure 5—source data 1.Astrocyte calcium activity regulates astrocytic expression of synapse-regulating genes.(**A**) Full statistical analysis of mRNA expression differences between WT and KO in Ip3r2 KO model. Averages and analysis calculated for N = 5, i.e, per mouse. (**B**) Full statistical analysis of mRNA expression differences between WT and KO in Ip3r2 KO model. Averages and analysis calculated for n = ~200–400, that is, total number of astrocytes per group (across five mice). All comparisons are between WT and KO within each layer. Figure 5—source data 2.Astrocyte calcium activity regulates astrocytic expression of synapse-regulating genes.Full uncropped western blot representative image showing IP3R2 protein levels are reduced in Ip3r2 KO mice compared to WT. Left panel shows IP3R2, right panel shows β3 tubulin used as loading control. Red arrows indicate IP3R2 signal at ~300 kDa; β3 tubulin signal at ~50 kDa.

**Figure 5—figure supplement 1.**
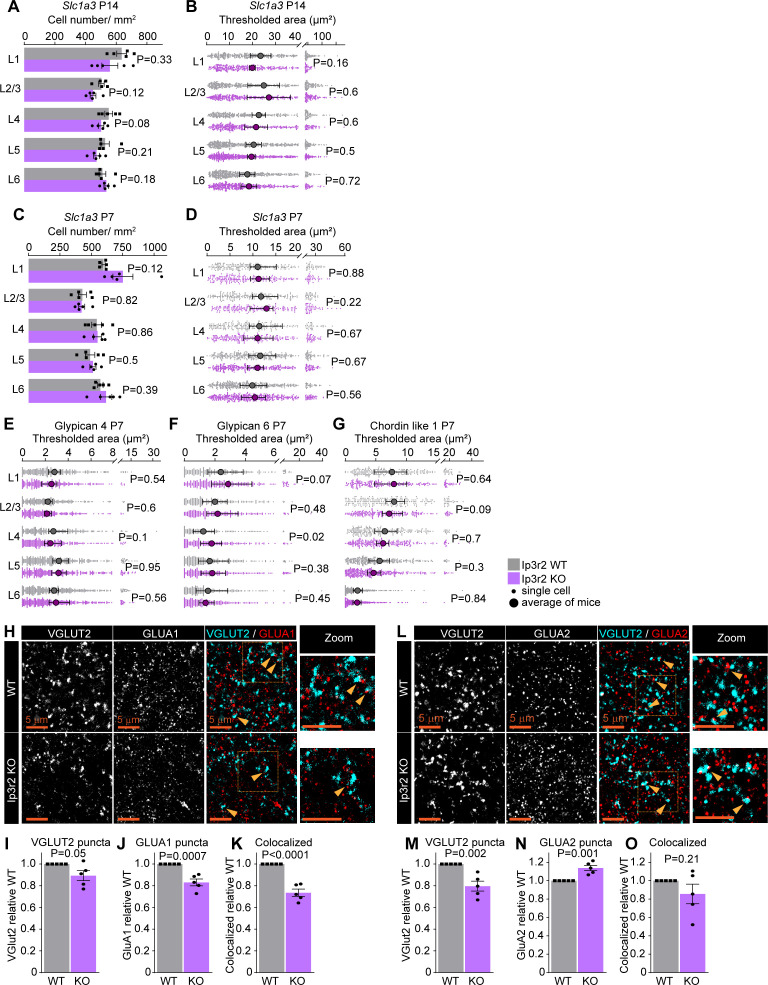
Astrocytic calcium signaling tunes expression of synapse-regulating genes. (**A, C**) Number of astrocytes (*Slc1a3*-positive cells) is unaltered in Ip3r2 KO mice at postnatal day (P)14 or P7. Data presented as mean ± s.e.m., squares and circles above each bar are mean fold change of each mouse. N = 5 mice/genotype. p by t-test, value on the plot. (**B, D**) *Slc1a3* (Glast) mRNA expression levels are unaltered in Ip3r2 KO mice at P14 or P7. Data presented as scatter with mean + range. Gray or purple dots are mRNA signal measured in individual astrocyte in WT and KO, respectively. Large circles are average signal. N = 5 mice/genotype, n = ~50–350 astrocytes/per age total (average and statistical analysis are calculated based on N = 5, i.e., per mouse). Statistical analysis by t-test. (**E–G**) mRNA expression of *Gpc4* (**E**) and *Chrdl1* (**G**) is unaltered in Ip3r2 KO mice at P7. *Gpc6* (**F**) expression is increased in L4. Data presented as scatter with mean + range. Gray or purple dots are mRNA signal measured in individual astrocyte in WT and KO, respectively. Large circles are average signal. N = 5 mice/genotype, n = ~150–450 astrocytes/per age total (average and statistical analysis are calculated based on N = 5, i.e., per mouse). Statistical analysis by t-test, p value on each plot. See also Figure 5—source data 1. (**H–K**) Decrease in VGLUT2, GLUA1 protein levels, and colocalization between GLUA1 and VGLUT2 in L1 of the VC in Ip3r2 KO mice. (**H**) Example images from WT (top) and KO (bottom), VGLUT2 in cyan and GLUA1 in red. (**I–K**) Quantification of VGLUT2, GLUA1, and colocalized puncta, respectively, normalized to WT. (**L–O**) Decrease in VGLUT2, and increase GLUA2 protein levels, with no change in colocalization between GLUA2 and VGLUT2 in L1 of the VC in Ip3r2 KO mice. (**L**) Example images from WT (top) and KO (bottom), VGLUT2 in cyan, and GLUA2 in red. (**M–O**) Quantification of VGLUT2, GLUA2, and colocalized puncta, respectively, normalized to WT. In (**H–O**), data presented as mean ± s.e.m., squares and circles above each bar are mean fold change of each mouse. N = 5 mice/genotype. Arrowheads mark representative colocalized puncta. Inset panels on the right show enlarged colocalized image from box in (**H, L**). Scale bar = 5 µm. Statistical analysis by t-test, p value on each plot.

To determine this, we performed smFISH on the VC of P14 Ip3r2 KO and WT mice, marking astrocytes with a probe against *Slc1a3* along with *Gpc4*, *Gpc6*, or *Chrdl1*. At P14, knocking out *Ip3r2* does not affect the number of astrocytes or the expression levels of *Slc1a3*, showing astrocytes develop grossly normally when store-mediated calcium release is diminished (Figure 5—figure supplement 1A and B, Figure 5—source data 1, Figure 5—source data 2). However, loss of IP3R2 does affect expression of synapse-regulating genes. In the case of *Gpc4*, the mRNA level is reduced in astrocytes in all layers, with a significant decrease occurring in L1, 4, and 6 (thresh area [μm^2^]: L1 WT 1.5 ± 0.1; KO 1.1 ± 0.1; Figure 5C and D, Figure 5—source data 1). For *Gpc6,* there is no difference in the mRNA level between Ip3r2 KO and WT in astrocytes in any layer (Figure 5E and F, Figure 5—source data 1). *Chrdl1* expression is increased in astrocytes in all layers, with a significant increase occurring in L1, 2/3, and 5 (thresh area [μm^2^]: L1 WT 7.3 ± 1.1; KO 10.6 ± 1; Figure 5G and H, Figure 5—source data 1). To ask if these alterations are present throughout development, we performed the same analysis at P7. As with P14, at P7 there is no change in astrocyte number or *Slc1a3* mRNA signal, showing astrocytes develop grossly normally (Figure 5—figure supplement 1C and D). In the case of *Gpc4* and *Chrdl1,* there is no difference in expression between Ip3r2 KO and WT at P7 (Figure 5—figure supplement 1E and G), whereas for *Gpc6* there is a significant increase in the Ip3r2 KO restricted to L4 (Figure 5—figure supplement 1F). Therefore, in contrast to the layer-specific alterations in gene expression in the VGlut2 cKO mice, removing IP3R2 impacts astrocytes in all layers and does not strictly follow the developmental trajectory. This suggests a broad requirement for astrocyte calcium signaling in all astrocytes to maintain the correct level of gene expression, and that the signals to do this come from multiple sources and are not restricted to thalamic inputs.

Are there any consequences of diminished astrocyte calcium signaling and altered expression of synapse-regulating genes on synaptic development? As with the VGlut2 cKO, we addressed this by performing immunostaining for presynaptic terminals (VGLUT1 or VGLUT2) and postsynaptic AMPAR subunits (GLUA1 or GLUA2) in Ip3r2 KO mice and WT controls in L1 of VC at P14. We found that the numbers of both cortico-cortical presynaptic terminals marked by VGLUT1, and thalamocortical terminals marked by VGLUT2, are significantly decreased in Ip3r2 KO mice compared to WT, demonstrating a global deficit in synapse formation in the absence of astrocyte calcium signaling (VGLUT1 from GLUA1: FC 0.86 ± 0.04; Figure 5I and J; VGLUT1 from GLUA2: FC 0.87 ± 0.05; Figure 5M and N. VGLUT2 from GLUA1: FC 0.89 ± 0.05; Figure 5—figure supplement 1H and I; VGLUT2 from GLUA2: FC 0.80 ± 0.05; Figure 5—figure supplement 1L and M). For GLUA1 containing AMPARs, which are regulated by *Gpc4*, we found a significant decrease in the total number of puncta and their colocalization with VGLUT1 and VGLUT2 in the Ip3r2 KO, correlating with the observed decrease in *Gpc4* mRNA (VGLUT1-GLUA1: GLUA1 FC 0.84 ± 0.03; Figure 5I and K; Coloc FC 0.70 ± 0.03; Figure 5I and L; VGLUT2-GLUA1: GLUA1 FC 0.83 ± 0.03; Figure 5—figure supplement 1H and J; Coloc FC 0.74 ± 0.03; Figure 5—figure supplement 1H and K). For GLUA2 containing AMPARs, which are regulated by *Chrdl1*, we found a significant increase in their number, correlating with the observed increase in *Chrdl1* (VGLUT1-GLUA2: GLUA2 FC 1.22 ± 0.07; Figure 5M and O; VGLUT2-GLUA2: GLUA2 FC 1.14 ± 0.03; Figure 5—figure supplement 1L and N). The number of colocalized presynaptic puncta and GLUA2 is, however, unchanged, likely due to the opposing decrease in presynaptic puncta and increase in GLUA2 (VGLUT1-GLUA2 Coloc FC 1.09 ± 0.1; Figure 5M and P; VGLUT2-GLUA2 Coloc FC 1.00 ± 0.08; Figure 5—figure supplement 1L and O).

These results show that GLUA1 and GLUA2 levels are altered in *Ip3r2* KO VC in the direction which follows the change in astrocytic expression of *Gpc4* (which recruits GLUA1) and *Chrdl1* (which recruits GLUA2). This strongly suggests that both astrocytes and neurons play an important role in regulating the expression of synapse-regulating genes, and subsequently AMPAR subunit protein levels, and the final expression levels arise from the complex interaction between these two cell types.

### Unbiased determination of astrocyte transcriptomic diversity and activity-regulated genes in the developing VC

Having found that multiple synapse-regulating genes in astrocytes show layer-specific enrichment, and that these patterns are regulated by neuronal and astrocyte activity, we next asked if these findings are specific to synapse development, or if other astrocyte genes show a similar pattern. To address this using an unbiased approach, we performed single-nucleus RNA sequencing of glial cells isolated from the P14 VC of wild type, VGlut2 cKO, and Ip3r2 KO mice. To isolate the glial cell populations, we immunostained VC nuclei in suspension with an antibody against the neuronal marker NeuN and performed FACS to select the NeuN-negative population (Figure 6A). We used the Chromium 10X system to isolate individual glial nuclei and performed RNA sequencing to quantify mRNA levels (Figure 6A). This identified 22,781 cells in the VGlut2 condition (cKO and WT) (Figure 6B, Figure 6—figure supplement 1A) and 21,240 cells in the Ip3r2 condition (KO and WT) (Figure 6—figure supplement 1B and C). Initial clustering analysis determined 17 distinct cell populations in both models, with the majority of cells detected clustered within the main glial cell types: astrocytes, microglia, and oligodendrocyte lineage cells (Figure 6B, Figure 6—figure supplement 1A–C). Just two clusters enriched for neuronal markers are present (Hernandez et al., 2019), showing that the NeuN depletion had been successful. This dataset is available in a searchable format online (https://cells.ucsc.edu/?ds=mouse-astro-dev; Speir et al., 2021 ).

**Figure 6.**
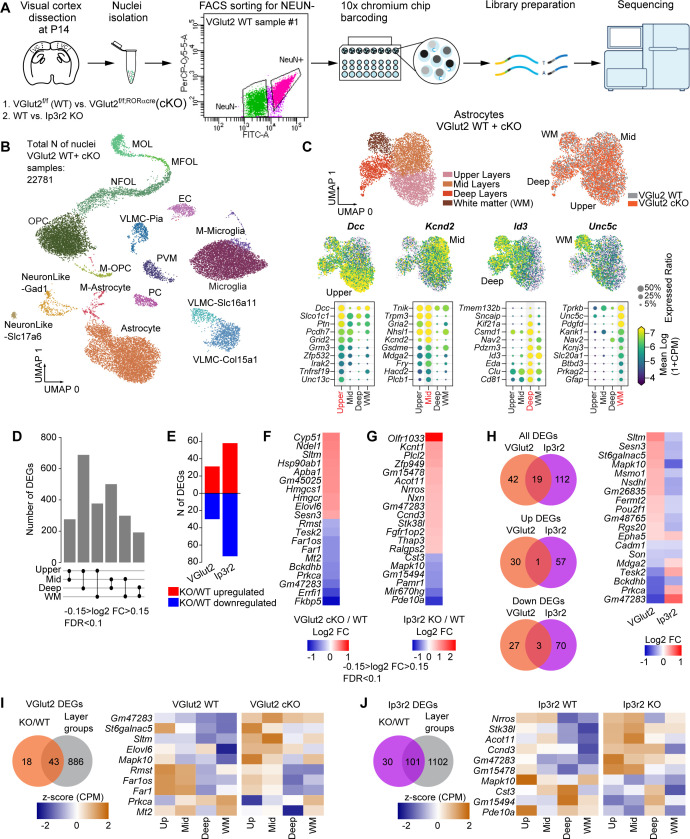
Unbiased determination of astrocyte transcriptomic diversity and activity-regulated genes in the developing visual cortex (VC). See also Figure 6—figure supplements 1–3, Figure 6—source data 1. (**A**) Outline of experiment: VCs collected from VGlut2 cKO, Ip3r2 KO, and their respective WT controls at postnatal day (P)14. Nuclei were isolated from VCs and sorted for NEUN-negative population (glia) using flow cytometry. Sorted nuclei were loaded onto 10X Chromium chip, each nucleus barcoded, followed by library preparation and sequencing. N = 8 samples total. (**B**) UMAP clustering of different cell types identified in the NEUN-negative population of the combined samples from VGlut2 WT and cKO mice. 17 clusters were identified including the three main types of glia: astrocytes, oligodendrocytes, and microglia, as well as endothelial cells, and two subtypes of neurons. (M-astrocyte: mitotic astrocyte; M-OPC: mitotic oligodendrocyte precursor cell; OPC: oligodendrocyte precursor cell; MFOL: myelin-forming oligodendrocyte; NFOL: newly formed oligodendrocyte; MOL: mature oligodendrocyte; VLMC: vascular and leptomeningeal cell; EC: endothelial cell; PC: pericyte; PVM: perivascular macrophage). (**C**) Unbiased clustering analysis identified four subpopulations of astrocytes in the P14 VC. Upper panels: left – UMAP plots of astrocyte populations annotated to upper, mid, deep, and white matter types following comparison with published datasets. Right panel – UMAP showing similar clustering obtained for WT and VGlut2 cKO groups. Lower panel shows the expression level of select marker genes that label a particular population as indicated. Each dot represents a single nucleus, color represents expression level in log2 counts per million reads mapped (CPM). Below are dot plots showing a select list of 10 genes that are highly expressed in each population as indicated. Size of the circle is expression ratio (percent cells expressing the gene); color is expression level (log2 CPM). (**D**) Pairwise comparison identified ~200–700 differentially expressed genes (DEGs) between astrocyte populations from WT mice from the VGlut2 cKO model. Larger numbers of DEGs are obtained when comparing upper and deep astrocyte populations. Criteria for DEG selection: log2 fold change (FC) between –0.15 and 0.15; false discovery rate (FDR) < 0.1; see also Figure 6—source data 1A and B. (**E–H**) Neuronal and astrocyte activity perturbation results in gene expression changes in astrocytes. (**E**) Number of DEGs identified for each model: VGlut2 cKO: 61 total DEGs; Ip3r2 KO: 131 total DEGs as labeled. Red: upregulated; blue: downregulated. (**F, G**) Heatmap showing top 20 DEGs identified in each model (**F**, VGlut2 cKO; **G**, Ip3r2 KO). Colors represent log2 FC between each condition. Criteria for DEG selection: log2 FC between –0.15 and 0.15; FDR < 0.1. See also Figure 6—source data 1D. (**H**) Venn diagrams show number of DEGs common to both models. Heatmap shows FC of the 19 common DEGs. Most common DEGs are inversely regulated in each model (upregulated in VGlut2 cKO and downregulated in Ip3r2 KO). (**I**) Venn diagram showing DEGs common to the VGlut2 cKO vs. WT comparison and genes enriched in astrocyte layer groups. Heatmap of expression level z score of a select list of 10 genes shows dysregulation of layer enrichment in the cKO mice compared to WT. Z-score was calculated for each gene using the combined data for WT and cKO average and standard deviation. (**J**) Same analysis as (**I**), but for the Ip3r2 KO model. See also Figure 6—source data 1E. Figure 6—source data 1.Unbiased determination of astrocyte layer-enriched genes and global astrocyte gene expression changes following silencing of neuronal or astrocyte activity.(**A**) Complete list of differentially expressed genes (DEGs) identified in pairwise analysis between astrocyte layer groups for VGlut2 WT dataset. (**B**) Complete list of DEGs identified in pairwise analysis between astrocyte layer groups for Ip3r2 WT dataset. (**C**) Complete list of Gene Ontology (GO) terms (Biological Process) identified for astrocyte layer group-enriched genes for the VGlut2 WT dataset. (**D**) Complete list of DEGs between WT and KO for each model, VGlut2 cKO and Ip3r2 KO. Common DEGs to both models marked with ‘yes’ in separate column. (**E**) Complete list of genes common to KO/WT DEGs and layer group-enriched DEGs identified for the WT. (**F**) Complete list of genes common to KO/WT DEGs and developmentally regulated genes (P14/P7 DEGs) identified in bulk RNAseq. (**G**) Complete list of GO terms (Biological Process) identified for DEGs between WT and KO (VGlut2, Ip3r2), as well as terms identified for DEGs common to both models. Common GO terms to both models marked with ‘yes’ in separate column. The term GO:0023052 ‘signaling’ appears in both up- and downregulated DEGs in the Ip3r2 KO model. The term with lower false discovery rate (FDR) (upregulated DEGs) is plotted in Figure 6—figure supplement 3C.

**Figure 6—figure supplement 1.**
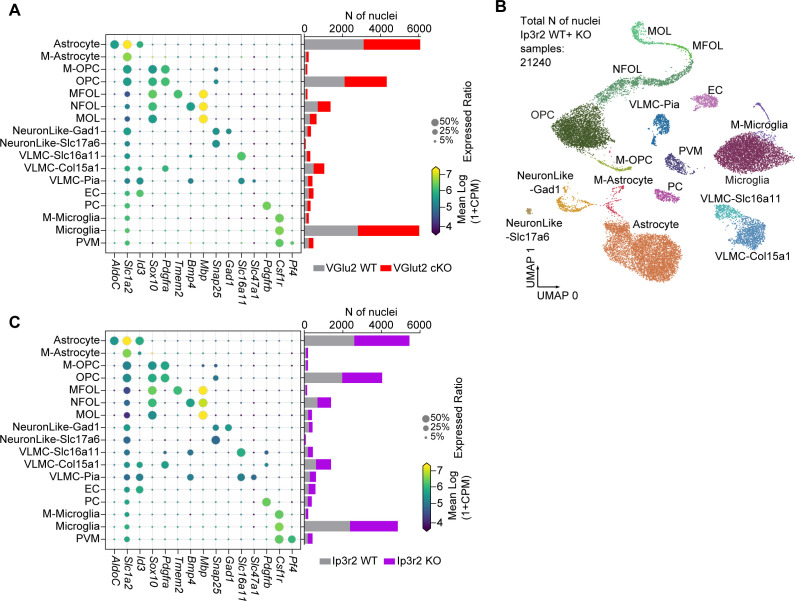
Unbiased determination of astrocyte transcriptomic diversity and activity-regulated genes in the developing visual cortex (VC). (**A, C**) Expression level of select marker genes for each identified cluster (**A**: VGlut2 cKO model; **C**: Ip3r2 KO model). Circle size denotes expression ratio (percent cells expressing the gene), color represents expression level (in log2 CPM). Bar chart on the left shows cell numbers identified for each cluster are similar for WT and KO groups for each cluster in each model. (**B**) UMAP clustering of different cell types identified in the NEUN-negative population of the combined samples from Ip3r2 WT and KO mice. 17 clusters were identified including the three main types of glia: astrocytes, oligodendrocytes, and microglia, as well as endothelial cells, and two subtypes of neurons (for **A–C** – M-astrocyte: mitotic astrocyte; M-OPC: mitotic oligodendrocyte precursor cell; OPC: oligodendrocyte precursor cell; MFOL: myelin-forming oligodendrocyte; NFOL: newly formed oligodendrocyte; MOL: mature oligodendrocyte; VLMC: vascular and leptomeningeal cell; EC: endothelial cell; PC: pericyte; PVM: perivascular macrophage).

**Figure 6—figure supplement 2.**
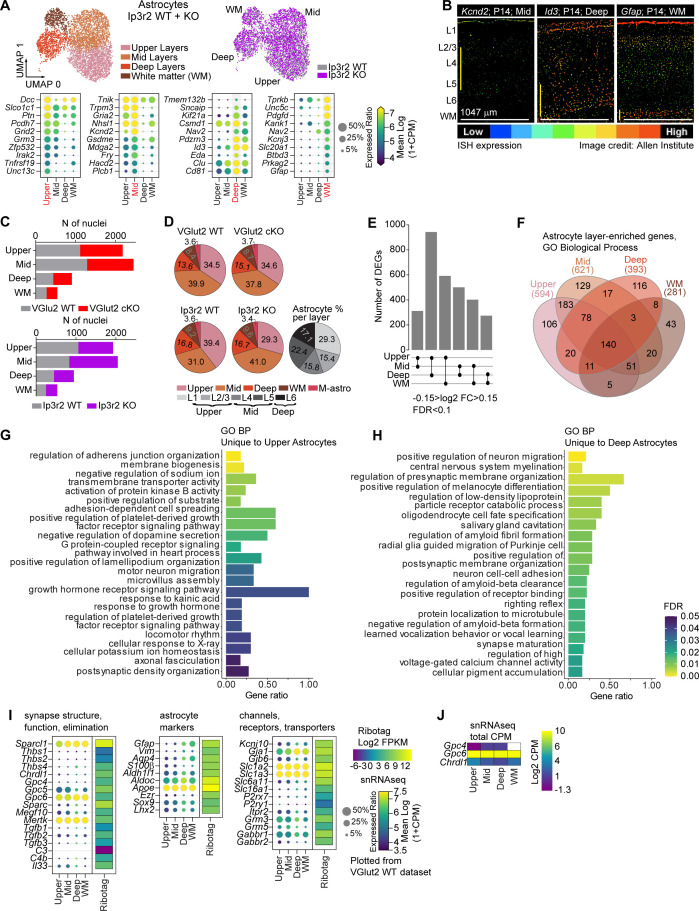
Unbiased determination of astrocyte transcriptomic diversity and activity-regulated genes in the developing visual cortex (VC). (**A**) Unbiased clustering analysis identified four subpopulations of astrocytes in the postnatal day (P)14 VC using Ip3r2 WT dataset. Upper panels: left indicates UMAP plots of astrocyte populations annotated to upper, mid, deep, and white matter types following comparison with published datasets. Right panel indicates UMAP showing similar clustering obtained for WT and Ip3r2 KO mice. Lower panels show dot plots of select list of 10 genes that are highly expressed in each population as indicated. Size of the circle is expression ratio; color is expression level (log2 CPM). (**B**) Images of in situ hybridization from wild-type mouse VC at P14 obtained from the Allen Brain Atlas website (https://developingmouse.brain-map.org/) (*Kcnd2* link to image: https://developingmouse.brain-map.org/experiment/show/100041438; *Id3* link to image: https://developingmouse.brain-map.org/experiment/show/100071290; *Gfap* link to image: https://developingmouse.brain-map.org/experiment/show/100045585) showing validation of spatial localization of select genes identified in snRNAseq dataset. *Kcnd2* is expressed in the mid layers, *Id3* in deep layers, and *Gfap* is enriched in white matter. Cortical layers indicated on the left, vertical yellow line on the left of each image shows cortical region with highest expression. Scale bar = 1047 µm. (**C**) Similar number of cells (nuclei) was identified for each of the astrocyte groups in each model. VGlut2 cKO data presented in the top plot, Ip3r2 KO data in the bottom bar chart. (**D**) Pie charts as labeled showing percent astrocytes for each identified cluster out of total astrocytes. Monochrome pie chart is percent of astrocytes out of total astrocytes observed within each cortical layer in histological experiments (Figure 2C). (**E**) Pairwise comparison identified ~300–900 differentially expressed genes (DEGs) between populations in Ip3r2 WT mice. Larger numbers of DEGs obtained when comparing upper and deep astrocyte populations. Criteria for DEG selection: log2 fold change (FC) between –0.15 and 0.15; false discovery rate (FDR) < 0.1. See also Figure 6—source data 1B. (**F–H**) Gene Ontology (GO) terms analysis with String db of Biological Process of layer group-specific genes. (**F**) Venn diagram showing overlap in GO terms between layer groups. (**G, H**) Bar plots of GO terms unique to upper (**G**) and deep (**H**) astrocytes, showing divergent GO BP enrichment. Bar length is gene ratio, fill color is FDR. See also Figure 6—source data 1D. (**I**) Comparison of expression levels of astrocyte markers, function, and synapse-related genes identified in bulk RNAseq (Figure 1) with the snRNAseq dataset shows overall positive correlation between expression levels obtained by both methods. For snRNAseq panels, size of the circle is expression ratio; color is expression level (log2 CPM). For bulk RNAseq heatmaps, log2 FPKM is shown. (**J**) Total CPM expression levels of *Gpc4*, *Gpc6,* and *Chrdl1* in each cluster as indicated showing expression patterns match those observed with Immunohistochemistry (IHC) described in Figure 2.

**Figure 6—figure supplement 3.**
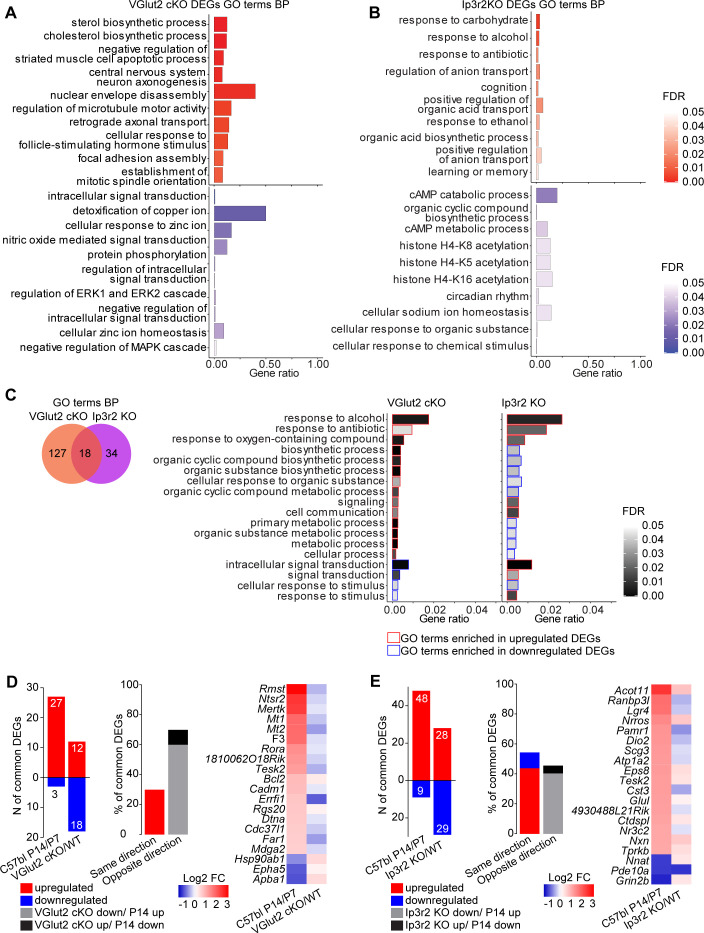
Unbiased determination of astrocyte transcriptomic diversity and activity-regulated genes in the developing visual cortex (VC). (**A–C**) Gene Ontology (GO) terms analysis with String db of Biological Process in differentially expressed genes (DEGs) from the VGlut2 cKO model (**A**), Ip3r2 KO model (**B**), and common DEGs to both models (**C**). Blue indicates terms enriched in downregulated DEGs, red indicates terms enriched in upregulated DEGs. Bar length is gene ratio, fill color is false discovery rate (FDR). See also Figure 6—source data 1G. (**D, E**) Comparison between DEGs identified in the VGlut2 cKO dataset with DEGs between postnatal day (P)7 and P14 of WT mice, identified in the bulk RNAseq dataset (Figure 1). A total of 30 VGlut2 cKO DEGs were also significantly up- or downregulated at P14 vs. P7. The majority of common DEGs were inversely regulated (9 [30%] genes commonly regulated, 21 [70%] genes inversely regulated) as shown in the bar graph and heatmap on the right. (**E**) Same analysis as in (**D**), but for the Ip3r2 KO model. A total of 57 DEGs were commonly identified in the developmental dataset. About half of the genes were commonly regulated, while the other half were differentially regulated (31 genes commonly regulated, 26 genes differentially regulated) as shown in the bar graph and heatmap on the right. For this analysis, the selection criteria of bulk RNAseq P7–P14 DEGs are FPKM > 1; FDR < 0.1. See also Figure 6—source data 1F.

### Astrocytes in the wild-type VC form transcriptomically diverse populations

We focused our downstream analysis on astrocytes. A second round of unbiased clustering of the astrocyte population identified four groups (Figure 6C, Figure 6—figure supplement 2A) in each model and genotype. By comparing the genes enriched in each cluster with datasets in the literature, we determined these to anatomically correspond to upper (L1–2/3), middle (mid; L2/3–5), deep (L5–6) layer, and white matter (WM) astrocytes (Figure 6C, Figure 6—figure supplement 2A; Batiuk et al., 2020; Bayraktar et al., 2020; Lanjakornsiripan et al., 2018). Similar cell numbers were identified in each group across models and genotypes (number of nuclei in VGlut2 cKO model: upper 1114 WT; 1065 cKO, mid 1289 WT; 1163 cKO, deep 440 WT; 466 cKO, WM 273 WT; 268 cKO; Figure 6—figure supplement 2C). We also determined the fractions of astrocytes present in each group and found that this corresponds to the fractions we identified via anatomical cell counts (Figure 6—figure supplement 2D), showing that the process of nuclear isolation has captured astrocytes in levels that reflect their in vivo abundance. To validate the layer-enriched genes, we took advantage of publicly available in situ hybridization datasets generated by the Allen Brain Institute (Allen Brain Institute, 2008; available from https://developingmouse.brain-map.org/). Cross-referencing cluster-enriched genes identified in our study with P14 in situ hybridization datasets, we found that the gene *Kcnd2* is expressed in mid cortical layers, *Id3* is enriched in deep layers, and *Gfap* is enriched in white matter, matching the snRNAseq (Figure 6—figure supplement 2B).

Pairwise comparisons between each of the clusters using the WT astrocytes of each model as the input cells showed that the most robust differences are between the deep and upper layer astrocytes, with over 700 DEGs and up to sixfold log2 FC in expression level (Figure 6D, Figure 6—figure supplement 2E, Figure 6—source data 1A and B). On the other hand, upper and mid astrocytes are the most similar, with about 200 DEGs and twofold log2 FC maximal difference in mRNA level (Figure 6D, Figure 6—figure supplement 2E, Figure 6—source data 1A and B). GO terms analysis of genes enriched in each cluster identified between 300 and 600 terms significantly enriched per cluster, with 140 terms that are common to all four clusters, and between 40 and 120 terms that are unique to each cluster (Figure 6—figure supplement 2F, Figure 6—source data 1C). Terms with the highest gene ratio in the upper astrocyte cluster include pathways related to signal transduction and membrane biogenesis (Figure 6—figure supplement 2G), whereas mid astrocytes are enriched in terms related to GABAergic signaling and PSD95 clustering. Genes belonging to the deep astrocyte cluster are enriched in GO terms related to the regulation of pre- and postsynapse organization (Figure 6—figure supplement 2F), while WM astrocyte genes are enriched with pathways related to axonal guidance, maintenance, and signaling (Figure 6—source data 1C). Importantly, while there are differences in astrocyte gene expression across layer groups, these are mostly gradients of gene expression, suggesting that the astrocyte layer groups are on a continuum rather than distinct cell types (Figure 6C, Figure 6—figure supplement 2A; Bayraktar et al., 2020; John Lin et al., 2017).

Next, we asked how astrocyte marker, function, and synapse-regulating genes highlighted in the bulk RNAseq dataset (Figure 1G and H) are expressed across layers (Figure 6—figure supplement 2I and J). Overall, we found a positive correlation between levels of gene expression obtained by the two sequencing methods, meaning that genes that were shown to be highly expressed in the bulk dataset (such as *ApoE*) were also highly expressed in the snRNAseq dataset (Figure 6—figure supplement 2I). 

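Tgfb1, a growth factor, had 0.678 ± 0.331 FPKM at P7 (n = 3), 0.771 ± 0.160 at P14 (n = 4), 0.520 ± 0.214 at P28 (n = 5) and 0.629 ± 0.198 at P120 (n = 3) in the bulk pulldown. Its pulldown/input was 0.396, 0.304, 0.264 and 0.326, so that it was higher in total RNA than on the tagged ribosomes at each age. Thbs1 lay lower still, with 0.535, 0.532 and 0.411 FPKM in the 3 P7 libraries and 0.051, 0 and 0.079 in the 3 P120 libraries. Gpc4 had a level of 4.01 FPKM in the P7 input and 4.38 in the P120 input. Tgfb1 (NM_011577) lies on chromosome 7 from 25687002 to 25705077. Tgfb1 and Thbs1 were below the mean of 1 FPKM required for the test at every age, and without this filter no comparison of Tgfb1 passed (log2 fold change 0.39 from P7 to P14, adjusted p = 0.53 from limma, and 0.17 from P7 to P120, adjusted p = 0.77).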

Unsurprisingly, sequencing of bulk RNA samples was more sensitive in detecting the low expressed genes, such as *Gpc4*, *Tgfb1,* and *Thbs1*, which were close to the detection threshold in the snRNAseq dataset, precluding statistical analysis. Nevertheless, plotting the total counts per million mapped reads (CPM) levels for *Gpc4*, *Gpc6,* and *Chrdl1* revealed that they matched the spatial analysis performed at the same age (Figure 3). *Gpc4* expression is lowest in the upper layer cluster, *Chrdl1* expression is highest in the upper layer cluster, while *Gpc6* levels are similar across all four populations (Figure 6—figure supplement 2J). For other astrocyte marker, function, and synapse-regulating genes detected in the snRNAseq dataset, most exhibited similar levels of expression in all layer groups, with some notable exceptions. For example, *Gfap* and *Aqp4* expression is higher in deep and WM astrocytes than in upper and mid groups, while the expression of connexin 43 (*Gja1*) is highest in deep layer astrocytes compared to all other groups (Figure 6—figure supplement 2I). Taken together, these results show that wild-type astrocytes are transcriptomically diverse, but not distinct, in the developing VC, in accordance with previous studies in which astrocyte diversity was assessed at a similar developmental stage (Bayraktar et al., 2020).

### Neuronal and astrocyte activity induces global transcriptomic changes in astrocytes

Given that we found that astrocyte synapse-regulating genes are regulated by both neuronal and astrocyte activity, we next asked what other astrocyte genes are affected by these activity manipulations. To increase the power of our analysis, we combined the four astrocyte subpopulations into one group for each genotype and used this combined group to identify DEGs between the WT and KO. We found 61 DEGs for the VGlut2 cKO model and 131 DEGs for the Ip3r2 KO model (Figure 6E–H, Figure 6—source data 1D). Performing the same analysis on two other abundant glial populations, OPCs and microglia, showed 28 DEGs for OPCs and 24 DEGs for microglia in the VGlut2 cKO model, and 38 DEGs for OPCs and 29 DEGs for microglia in the Ip3r2 KO model (not shown), 20–50% of the astrocyte DEG level. This suggests that astrocytes are more sensitive to neuronal activity changes, as well as more profoundly affected by silencing their calcium activity. GO analysis of astrocyte DEGs in both models revealed a broad range of BPs, which go beyond terms that may be associated with synapse regulation, such as ‘response to stimulus,’ ‘cell communication,’ or ‘retrograde axonal transport.’ For example, DEGs in the VGlut2 cKO model are also enriched for BP terms related to nuclear envelope disassembly, and nitric oxide metabolism in the upregulated genes, and copper and zinc ion processing in the downregulated genes (Figure 6—figure supplement 3A, Figure 6—source data 1G). In the Ip3r2 KO model, upregulated genes are enriched for organic acid biosynthesis, while downregulated genes are enriched in histone modification-related BPs (Figure 6—figure supplement 3B, Figure 6—source data 1G).

Next, as our smFISH analysis of *Gpc4*, *Gpc6,* and *Chrdl1* showed that they are regulated in opposite ways by neuronal and astrocyte activity (Figures 4 and 5), we asked whether the DEGs identified by snRNAseq show any overlap between the two models. We found a total of 19 DEGs common to both the VGlut2 cKO and Ip3r2 KO models (Figure 6H, Figure 6—source data 1D). Only one gene was commonly upregulated, and only three genes commonly downregulated (21% of total common DEGs), while the remaining 15 genes showed opposing changes, similar to *Gpc4* and *Chrdl1* (79% of common DEGs; Figure 6H heatmap). The same effect of opposing changes is observed when the overlap between the enriched GO terms was compared (Figure 6—figure supplement 3C). For example, the term ‘intracellular signal transduction’ (GO:0035556) is enriched in the downregulated gene list in the VGlut2 cKO model, whereas in the Ip3r2 KO model it is enriched in the upregulated gene list (Figure 6—figure supplement 3C, Figure 6—source data 1G).

Since we found that neuronal but not astrocyte activity is important for regulating layer-specific expression of *Gpc4*, *Gpc6,* and *Chrdl1* (Figure 2, Figure 4 and Figure 5), we next asked if this is true for other DEGs identified in the snRNAseq dataset in each model (Figure 6I and J). To address this, we compared the list of neuronal or astrocyte activity-regulated genes with the list of layer-enriched genes from the WT (Figure 6I and J, Figure 6—source data 1E) and identified 43 common genes in the VGlut2 cKO model (70% of all cKO/WT DEGs; Figure 6I) and 101 common DEGs in the Ip3r2 model (77% of all KO/WT DEGs; Figure 6J). In contrast to our expectation of finding layer-dependent expression changes only in the VGlut2 cKO model, we found that in each model a subset of genes show a dysregulated layer expression when activity is altered. For example, expression of *Mapk10* is lowest in WM astrocytes in the WT; however, in astrocytes from the VGlut2 cKO *Mapk10* is upregulated in WM astrocytes compared to deep (Figure 6I). Similarly, the expression of *Pde10a* in the Ip3r2 KO model WT group is higher in the upper astrocyte group than other groups, while in the KO the level in that group is now low (Figure 6J). WT expression of the gene *Gm47283* is higher in the upper than deep layer group, while in the VGlut2 cKO, *Gm47283* is upregulated in all groups, and the relative expression between layers is maintained (Figure 6I). A similar pattern is observed in the Ip3r2 KO model for the gene *Stk38I* (Figure 6J). Thus, perturbation of neuronal or astrocyte activity influences the layer enrichment of some but not all genes, without causing gross rearrangement of overall astrocyte spatial identity.

Further, while the expression of *Gpc4*, *Gpc6,* and *Chrdl1* shows opposite levels in VGlut2 cKO mice to those seen during normal development (Figure 4), astrocyte activity does not regulate these genes in the same way (Figure 5). To test if this is a general phenomenon beyond synapse-regulating genes, we took advantage of the bulk RNAseq dataset (Figure 1, Figure 1—source data 1A) and calculated the FC in gene expression of WT astrocytes between the time points P7 and P14 (FC P14/P7; Figure 6—figure supplement 3D and E, Figure 6—source data 1F). We compared the DEG lists of VGlut2 cKO and Ip3r2 KO models against the genes that are significantly up- or downregulated at P14 compared to P7 in the bulk data in search for common genes (Figure 6—figure supplement 3D and E). This identified 30 DEGs from the VGlut2 cKO dataset (52% of all cKO/WT DEGs, Figure 6—figure supplement 3D) and 57 genes from the Ip3r2 KO dataset (44% of all KO/WT DEGs, Figure 6—figure supplement 3E). Comparing the direction of expression changes between normal development and the VGlut2 cKO DEGs, we observed that 70% of common genes were regulated in the opposite direction (Figure 6—figure supplement 3D, middle panel), similar to *Gpc4*, *Gpc6,* and *Chrdl1* (Figure 4), suggesting strong dependence of astrocyte developmental maturation on neuronal cues. On the other hand, Ip3r2 KO data showed 50% of genes displaying the same directionality as during normal development, and the other 50% showing the opposite regulation (Figure 6—figure supplement 3E). Taken together, these results show that during development astrocyte-neuron communication enacts global gene expression changes in astrocytes, going beyond synapse-regulating genes.

## Discussion

In this study, we demonstrate how astrocytes and synapses develop together in the postnatal mouse VC, signaling to one another to ensure correct development (Figure 7). In particular, we show that:

- expression of select synapse-regulating genes (*Gpc4*, *Gpc6,* and *Chrdl1*) is differentially regulated during development at both temporal and spatial levels
- astrocyte transcriptome changes during development are correlated to expression changes in some synaptic proteins
- expression of astrocyte synapse-regulating genes is affected by changes in thalamic neuronal activity and astrocyte calcium activity
- astrocytes form heterogeneous populations in the developing cortex, based on their spatial location
- neuronal and astrocyte activity regulates multiple non-overlapping genetic programs in astrocytes, suggesting effects beyond synapse regulation.

**Figure 7.**
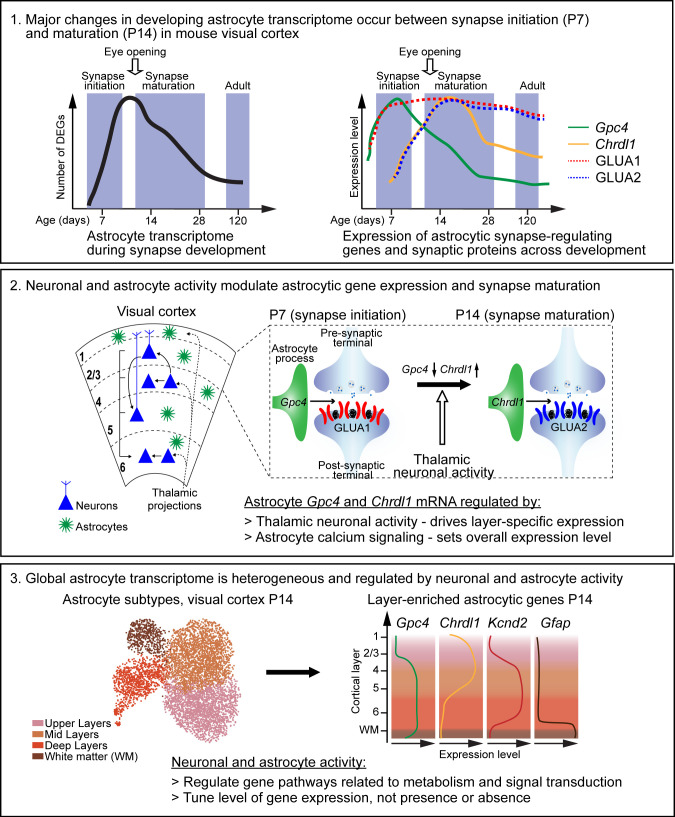
Summary of key findings and working model. Box 1. Astrocytes and synapses develop across a similar time line in the mouse visual cortex (VC). Left diagram: majority of astrocyte transcriptomic changes (represented as number of differentially expressed genes [DEGs]) occur between postnatal day (P)7 (synapse initiation) and P14 (synapse maturation). Right diagram: select astrocytic synapse-regulating genes (*Gpc4* and *Chrdl1*) and synaptic proteins (GLUA1, GLUA2) are differentially expressed between P7 and P14. Box 2. The spatio-temporal expression of astrocyte synapse-regulating genes is driven by thalamic neuronal activity and astrocyte calcium activity. Left: diagram of VC depicting neuronal (blue) laminar arrangement and connectivity (arrows). Astrocytes (green) are present in all cortical layers. Right: expression of astrocytic *Gpc4* and *Chrdl1* mRNA, and their regulated synaptic GLUAs during development. *Gpc4* expression is decreased at P14, *Chrdl1* expression is increased (correlating with increase in GLUA2 subunits, which are regulated by *Chrdl1*). These changes are regulated by thalamic neuronal activity in a time- and layer-specific manner. Additionally, overall expression of astrocytic genes is regulated by astrocyte calcium signaling. Box 3. Single-cell transcriptomic profiling of VC astrocytes at P14 reveals a heterogeneity of gene expression, with a global transcriptomic dependence on neuronal and astrocyte activity. Left: UMAP plot shows four different astrocyte clusters identified in the wild-type VC, which correspond to spatial organization in the cortex. Right: diagram showing layer-specific expression of select astrocytic genes as labeled.

### Astrocyte number and transcriptome alterations across development coincide with stages of synapse development

In the mouse cortex, astrocytes begin to be generated right before birth and populate the cortex throughout the first month of life (Farhy-Tselnicker and Allen, 2018; Ge et al., 2012). During this time, many changes are occurring in astrocytes, as well as in the synapses between neighboring neurons. We observed that the most significant change in astrocytes at the transcriptome level occurred between the first and second postnatal weeks (Figure 1). Similarly, an analysis of the synaptic proteome during development showed the largest difference between P9 and P15 (Gonzalez-Lozano et al., 2016), suggesting similar or overlapping regulatory mechanisms in both astrocytes and neurons. In addition to the transcriptomic changes, astrocyte numbers are also strongly regulated during development. Indeed, genes upregulated at P14 are uniquely enriched in GO terms related to cell proliferation and migration (Figure 1—source data 1B). 

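Some or most cell cycle genes fell from P7 to P14, from P14 to P28 and from P14 to P120, and none rose. Rrm2, which supplies nucleotides for DNA replication, had 18.1 FPKM at P7 (n = 3), 9.43 at P14 (n = 4), 4.20 at P28 (n = 5) and 1.43 at P120 (n = 3) and fell from P14 to P28 by 1.03 (standard error 0.23, adjusted p = 0.018), a call that was lost without P14 replicate 1 (adjusted p = 0.057) or 3 (0.067) or P28 replicate 4 (0.052) and ranged from 2.6e-05 to 0.067 over 27 alternatives. Mcm2, of the replicative helicase, went from 8.43 ± 1.76 FPKM at P7 to 2.43 ± 0.618 at P14 (-1.59, standard error 0.28, adjusted p = 0.0014 from limma). The median of the cell cycle genes fell in total RNA as well. It was 2.49, 1.2, 0.39 and 0.375 FPKM in the input at the 4 ages, against 6.14, 2.43, 1.26 and 0.604 in the pulldown. Of 24 cell cycle genes tested between P14 and P28, 6 fell and none rose (15 fell when adjusted over the list alone; mean -0.76; adjusted p = 0.35 with an estimated correlation). Between P14 and P120, 16 of 24 fell and none rose (17 fell when adjusted over the list alone; mean -1.50; adjusted p = 0.47 with an estimated correlation). Of 11 markers of oligodendrocyte precursors, which divide in the postnatal cortex, 1 fell from P14 to P28, Cacng4 (5 when adjusted over the list alone; mean -0.52; adjusted p = 0.35 with an estimated correlation), a call that was lost in 8 of 27 alternatives, with an adjusted p up to 0.1 (without P14 replicate 4). GO terms were not tested.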

Interestingly, the density of astrocytes remains fairly constant throughout development, suggesting that their expansion rate is correlated with the overall expansion of the brain tissue. The mechanisms that regulate these migration patterns are still unknown and seem to be largely unaffected by neuronal or astrocyte activity, as evident from the similar numbers of astrocytes within each cortical layer in both neuronal and astrocyte activity manipulation models tested here (Figure 4—figure supplement 2, Figure 5—figure supplement 1). Future studies will determine the factors or sets of factors that regulate the number and location of astrocytes within defined domains.

### Astrocytes form diverse populations in the developing mouse VC

The diversity of neurons based on location, morphology, connectivity, and activity patterns has been extensively studied for decades, with multiple subtypes of excitatory and inhibitory neurons identified (Kepecs and Fishell, 2014; Migliore and Shepherd, 2005; Zeisel et al., 2015). For a long time, cortical protoplasmic astrocytes were viewed as a homogeneous population. However, recent studies looking in-depth at astrocyte heterogeneity using both bulk and single-cell sequencing approaches have shown that within the cortex astrocytes form a heterogeneous population (Batiuk et al., 2020; Bayraktar et al., 2020; Lanjakornsiripan et al., 2018). Unlike neurons, astrocytes do not fall into the six-layer categories, but rather exist on a gradient of transcriptomically separable yet overlapping groups. Indeed, our snRNAseq data shows that the biggest differences are between astrocytes of the upper and deep layer groups, while upper and mid-layer groups are the most similar (Figure 6C and D, Figure 6—figure supplement 2A and E). Nevertheless, we have identified several astrocyte population marker genes (such as *Dcc* or *Kcnd2*; Figure 6, Figure 6—figure supplement 2B, Figure 6—source data 1A and B), which are significantly enriched in one group over others. Before performing functional studies based on these genes, further characterization is required, for example, cross-referencing these genes with our bulk RNA sequencing dataset to identify astrocyte-enriched genes and performing immunohistochemistry (IHC) to determine if protein expression is also heterogeneous. These validated genes could then be used to target specific populations of astrocytes, similar to the methods employed for neurons, in order to manipulate astrocytes that interact with specific synapse types or circuits. Importantly, while blocking thalamocortical activity did alter the expression of multiple genes in astrocytes, it did not alter the layer patterning of the cells, showing that this is not a major factor in driving layer-enriched gene expression. Indeed, altering the identity of local cortical neurons by using *Dab1* KO mice, in which cortical layer neurons are reversed, does alter astrocyte layer identity, suggesting a role for local cues (Lanjakornsiripan et al., 2018). Our findings further suggest that neuronal activity acts to fine-tune the level of astrocyte genes that are important for neuronal function, rather than determining their presence or absence. Functional studies are further needed to identify the precise neuronal activity patterns that govern astrocyte-neuron reciprocal communication.

Moreover, some of the synapse-regulating genes we profiled display layer-specific expression changes across development (Figure 2). We found a correlation between *Chrdl1* upregulation in the upper layers with that of GLUA2, consistent with our previous findings regarding *Chrdl1* regulation of GLUA2 levels (Blanco-Suarez et al., 2018). A more complex picture emerges for *Gpc4*, *Gpc6*, and GLUA1, the AMPAR subunit regulated by these factors (Allen et al., 2012). GLUA1 protein levels steadily increase across development, peaking in most layers at P7, and do not show downregulation at P14 in L1 (as was observed for *Gpc4*), or upregulation in deeper layers (as was shown for *Gpc6*). Still, changes in *Gpc4* expression are contributing to the levels of GLUA1, as GLUA1 is affected in correlation with changes in *Gpc4* expression in the neuronal and astrocyte activity-deficit models (Figures 4 and 5), and GLUA1 levels are reduced in the VC of *Gpc4* KO mice (Farhy-Tselnicker et al., 2017). One possibility is that *Gpc4* and *Gpc6* may regulate GLUA1 levels at specific synapses, such as glutamatergic terminals onto interneurons in L1, or deep layer cortical neurons, making it hard to distinguish their specific effect when analyzing synapses as a group. Alternatively, they may be required to induce initial recruitment of GLUA1 to synaptic sites, but not for its maintenance, so GLUA1 levels remain stable when *Gpc4* is downregulated with development.

### Neuronal and astrocyte activity modulate transcriptomic changes in astrocytes

Ever since the astrocyte-derived factors that promote synapse formation were identified, an outstanding question in the field has been, how are they regulated (Baldwin and Eroglu, 2017; Farhy-Tselnicker and Allen, 2018)? Is it astrocyte-intrinsic, or is it driven by changes in neuronal activity that occur as synapses develop? Our in vitro work, together with previously published studies, has provided evidence that neuronal activity can influence astrocyte gene expression and function at the synapse (Figure 4—figure supplement 1, Benediktsson et al., 2012; Bernardinelli et al., 2014b; Durkee and Araque, 2019; Hasel et al., 2017). However, how this occurs in the developing brain in vivo has not been systematically addressed. Here, we approached this question by perturbing the activity of thalamocortical projections (through VGlut2 knockout), with a goal of manipulating signals that have the potential to regulate astrocytic developmental gene expression under physiological conditions. Indeed, this perturbation resulted in attenuation of the developmental expression changes in astrocyte genes as well as AMPAR subunits at P14 but not at P7, suggesting a disruption in circuit maturation. A similar outcome on neuronal and astrocyte maturation was observed in studies employing visual deprivation methods (Albanese et al., 1983; Desai et al., 2002; Freire, 1978; Funahashi et al., 2013; Ishikawa et al., 2014; Ko et al., 2014; Müller, 1990; Stogsdill et al., 2017). Future strategies including manipulation of neuronal and astrocyte function using opto- or chemogenetic approaches will further elucidate the role of astrocyte-neuron interaction in circuit development and maturation.

An additional important regulation of astrocyte gene expression (including *Gpc4* and *Chrdl1*) revealed here is by IP3R2-mediated astrocyte calcium activity, a central mechanism for astrocytic somal calcium increases, and as such, a likely candidate to modulate gene expression changes (Petravicz et al., 2014; Srinivasan et al., 2015; Yu et al., 2020). Interestingly, blunting store-mediated astrocytic calcium release (through Ip3r2 knockout) resulted in an opposite regulation of gene expression to the ones observed in the VGlut2 cKO mice and did not correspond to layer-specific developmental changes, suggesting a more global role of astrocyte calcium activity in the regulation of gene expression. This is likely due to the overall diminished signaling that occurs in this knockout model in response to multiple neurotransmitters that rely on calcium increases, and in future, systematic deletion of individual receptors will be necessary to tease out the impact of each neurotransmitter on astrocyte gene expression and synapse regulation. Notably, while we observed significant effects on *Gpc4* and *Chrdl1* mRNA levels, *Gpc6* expression was unaltered in Ip3r2 KO VC at P14, suggesting distinct regulation of expression of the two glypican family members, and synapse-modulating genes in general. The mechanisms underlying these effects are unknown and likely involve activation of Ca^2+^-dependent cellular cascades and transcription factors. Indeed, several such genes were identified in our snRNAseq dataset including *Mapk10* and *Pde4b*, and will form the focus of future studies. Previous work in the adult striatum found that increasing astrocytic calcium through activation of exogenous Gi-GPCRs using DREADDs induces transient synapse formation by regulating expression of thrombospondin 1, with no effect on *Gpc4* or *Chrdl1* (Nagai et al., 2019), suggesting specific dependence of age, region, and environmental cues on types of genes regulated by calcium activity. Furthermore, in addition to altered gene expression in astrocytes, we observed diminished levels of presynaptic markers VGLUT1 and VGLUT2 in Ip3r2 KO mice, suggesting that in addition to having intrinsic roles in regulating astrocytic gene expression IP3R2-mediated activity has a non-cell-autonomous effect on nearby neurons. These data may suggest that behavioral deficits observed in Ip3r2 KO mice could stem from the developmental alterations in synaptogenesis caused by lack of astrocyte calcium responses. Importantly, the activity-mediated regulation of astrocytic gene expression observed here appears to extend beyond synapse development as DEGs identified in the snRNAseq analysis of VGlut2 cKO and Ip3r2 KO mice span multiple cellular processes, including signal transduction, metabolism, and gene regulation (Figure 6—figure supplement 3A–C, Figure 6—source data 1G). Many of these genes may potentially be involved in regulating synapses, and further studies are required to characterize the most promising candidate genes identified here (such as *Sltm*, *Gm47283*). This will help to determine the precise role of thalamocortical and astrocytic calcium-dependent transcriptomic changes in regulating the different aspects of both astrocyte and synapse function.

In all, this study demonstrates that the correct formation of synapses and hence neuronal circuit connectivity depends on precise communication between neurons and astrocytes, where disruption in one cell type leads to disruption in the other and an overall dysregulation of synapse formation. It further shows that astrocyte regulation of synapses is intimately linked to environmental changes. Thus, an image of astrocyte identity emerges as highly plastic and dynamic cells, actively perceiving and responding to their environment. Future studies employing functional approaches such as electrophysiology, optogenetic manipulations, and behavior are needed to determine the precise nature of astrocyte plasticity and to further distinguish intrinsic and extrinsic influences on these cells, giving further insight into their function in both health and disease.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	Anti-HA tag(rat monoclonal)	Roche	CAT# 11867423001; RRID:AB_390918	IF (1:1000)
Antibody	Anti-HA tag(rabbit monoclonal)	CST	CAT# 3724;RRID:AB_1549585	RiboTag pulldown(1:200)IF (1:500)
Antibody	Anti-NeuN(mouse monoclonal)	Millipore	CAT# MAB377; RRID:AB_2298772	IF (1:100)
Antibody	Anti-S100β(rabbit polyclonal)	Abcam	CAT# ab52642;RRID:AB_882426	IF (1:100)
Antibody	Anti-Ng2(rabbit polyclonal)	Millipore	CAT# Ab5320; RRID:AB_11213678	IF (1:200)
Antibody	Anti-MOG(rabbit polyclonal)	Proteintech	CAT# 12690-1-ap; RRID:AB_2145527	IF (1:200)
Antibody	Anti-Iba1(rabbit polyclonal)	Wako	CAT# 016-20001; RRID:AB_839506	IF (1:250)
Antibody	Anti-Sox9(rabbit monoclonal)	Abcam	CAT# ab185966; RRID:AB_2728660	IF (1:2000)
Antibody	Anti-Aldh1l1(rabbit polyclonal)	Abcam	CAT# ab-87117; RRID:AB_10712968	IF (1:500)
Antibody	Anti-glypican 4(rabbit polyclonal)	Proteintech	CAT# 13048-1-AP; RRID:AB_10640157	WB (1:500)
Antibody	Anti-IP3R2(rabbit polyclonal)	Ju Chen lab UCSD	N/A	WB (1:1000)
Antibody	Anti-β-tubulin(mouse monoclonal)	Thermo	CAT# MA5-16308; RRID:AB_2537819	WB (1:5000)
Antibody	Anti-Bassoon(mouse monoclonal)	Enzo	CAT# VAM-PS003; RRID:AB_2066982	IF (1:500)
Antibody	Anti-VGLUT1(guinea pig polyclonal)	Millipore	CAT# AB5905; RRID:AB_2301751	IF (1:2000)
Antibody	Anti-VGLUT2(guinea pig polyclonal)	Millipore	CAT# AB2251; RRID:AB_2665454	IF (1:3000–5000)
Antibody	Anti-GLUA1(rabbit polyclonal)	Millipore	CAT# AB1504; RRID:AB_2113602	IF (1:400)
Antibody	Anti-GLUA2(rabbit polyclonal)	Millipore	CAT# AB1768-I; RRID:AB_2313802	IF (1:400)
Antibody	Anti-Neun-Alexa-488(mouse monoclonal)	Millipore	CAT# MAB377X; RRID:AB_2149209	FACS(1:1000)
Antibody	Anti-GFP(chicken polyclonal)	Millipore	CAT# 06-896;RRID:AB_11214044	IF (1:500)
Antibody	Anti-rat Alexa-488(goat polyclonal)	Molecular Probes	CAT# A11006; RRID:AB_141373	IF (1:500)
Antibody	Anti-rat Alexa-594(goat polyclonal)	Molecular probes	CAT# A11007; RRID:AB_141374	IF (1:500)
Antibody	Anti-mouse Alexa-488(goat polyclonal)	Molecular Probes	CAT# A11029; RRID:AB_138404	IF (1:500)
Antibody	Anti-mouse Alexa-594(goat polyclonal)	Molecular Probes	CAT# A11032; RRID:AB_141672	IF (1:500)
Antibody	Anti-mouse Alexa-680(goat polyclonal)	Molecular Probes	CAT# A21057; RRID:AB_141436	WB (1:10,000)
Antibody	Anti-rabbit Alexa-488(goat polyclonal)	Molecular Probes	CAT# A11034; RRID:AB_2576217	IF (1:500)
Antibody	Anti-rabbit Alexa-594(goat polyclonal)	Molecular Probes	CAT# A11037; RRID:AB_2534095	IF (1:500)
Antibody	Anti-rabbit Alexa-647(goat polyclonal)	Molecular Probes	CAT# A21245; RRID:AB_2535813	IF (1:500)
Antibody	Anti-rabbit Alexa-680(goat polyclonal)	Molecular Probes	CAT# A21109; RRID:AB_2535758	WB (1:10,000)
Antibody	Anti-guinea pig Alexa-488(goat polyclonal)	Molecular Probes	CAT# A11073; RRID:AB_142018	IF (1:500)
Antibody	Anti-guinea pig Alexa-594(goat polyclonal)	Molecular Probes	CAT# A11076; RRID:AB_141930	IF (1:500)
Antibody	Anti-guinea pig Alexa-647(goat polyclonal)	Molecular Probes	CAT# A21450; RRID:AB_141882	IF (1:500)
Antibody	Anti-chicken Alexa-488(goat polyclonal)	Molecular Probes	CAT# A11039;RRID:AB_142924	IF (1:500)
Chemical compound, drug	Papain	Worthington	CAT# PAP2 3176	
Chemical compound, drug	Trypsin inhibitor	Worthington	CAT# LS003086	
Chemical compound, drug	Isolectin	Vector	CAT# L-1100	
Chemical compound, drug	Trypsin	Sigma	CAT# T9935	
Chemical compound, drug	Poly-D-lysine	Sigma	CAT# P6407	
Chemical compound, drug	Laminin	Cultrex Trevigen	CAT# 3400-010-01	
Chemical compound, drug	N-acetyl-L-cysteine	Sigma	CAT# A8199	
Chemical compound, drug	Insulin	Sigma	CAT# I1882	
Chemical compound, drug	Triiodo-thyronine	Sigma	CAT# T6397	
Chemical compound, drug	Transferrin	Sigma	CAT# T1147	
Chemical compound, drug	BSA	Sigma	CAT# A4161	
Chemical compound, drug	Progesterone	Sigma	CAT# P6149	
Chemical compound, drug	Putrescine	Sigma	CAT# P5780	
Chemical compound, drug	Sodium selenite	Sigma	CAT# S9133	
Chemical compound, drug	Forskolin	Sigma	CAT# F6886	
Chemical compound, drug	FUDR	Sigma	CAT# F0503	
Chemical compound, drug	AraC	Sigma	CAT# C1768	
Chemical compound, drug	Hydrocortisone	Sigma	CAT# H0888	
Chemical compound, drug	B27/NS21	Winzeler and Wang, 2013	N/A	
Peptide, recombinant protein	BDNF	PeproTech	CAT# 450-02	
Peptide, recombinant protein	CNTF	PeproTech	CAT# 450-13	
Chemical compound, drug	Complete Protease Inhibitor Cocktail	Sigma	CAT# 04693132001	
Chemical compound	L-lysine	Sigma	CAT# L5501	
Chemical compound, drug	SlowFade Gold with DAPI mounting media	Thermo Fisher	CAT# S36939	
Chemical compound, drug	DAPI	Millipore	CAT# 5.08741.0001	
Chemical compound, drug	Ketamine	Victor Medical Company	N/A	
Chemical compound, drug	Xylazine	Anased	N/A	
Peptide, recombinant protein	RNAsin	Promega	CAT# N2115	
Chemical compound, drug	Heparin	Sigma	CAT# H3393	
Chemical compound, drug	Protease Inhibitor Cocktail	Sigma	CAT# P8340	
Peptide, recombinant protein	RNaseOUT Recombinant Ribonuclease Inhibitor	Thermo Fisher	CAT# 10777019	
Peptide, recombinant protein	SUPERase• In RNase Inhibitor	Thermo Fisher	CAT# AM2694	
Chemical compound, drug	OptiPrep	Sigma	CAT# D1556	
Chemical compound, drug	Hoechst 33342	Thermo Fisher	CAT# 62249	
Other	Magnetic IgG beads	Thermo Fisher	CAT# 88847	
Chemical compound, drug	Cycloheximide	Sigma	CAT# C7698	
Chemical compound, drug	UltraPure BSA	Thermo Fisher	CAT# AM2618	
Commercial assay or kit	Bradford assay	Bio-Rad	CAT# 5000203	
Commercial assay or kit	RNeasy mini kit	Qiagen	CAT# 74104	
Commercial assay or kit	RNAeasy plus micro kit	Qiagen	CAT# 74034	
Commercial assay or kit	RNAscope 2.5 HD—multiplex fluorescent Manual Assay	ACDbio	CAT# 320850	
Commercial assay or kit	Qbit	Thermo Fisher	CAT# Q33238	
Commercial assay or kit	TapeStation	Agilent	CAT# G2991AA	
Commercial assay or kit	TruSeq Stranded mRNA Library Preparation Kit	Illumina	CAT# RS-122-2101	
Commercial assay or kit	10XChromium 3′ kit V3	10XGenomics	CAT# PN-1000073	
Cell line(mouse)	T11D7e2 Hybridoma	ATCC	CAT# TIB-103; RRID:CVCL_F769	
Genetic reagent (mouse)	Tg(Aldh1l1-EGFP)OFC789Gsat/Mmucd	UC Davis	011015-UCD; RRID:MMRRC_011015-UCD	
Genetic reagent (mouse)	B6N.129-Rpl22tm1.1Psam/J	Jackson Labs	Jax # 011029; RRID:IMSR_JAX:011029	
Genetic reagent (mouse)	B6.Cg-Tg(Gfap-cre)73.12Mvs/J	Jackson Labs	Jax# 012886; RRID:IMSR_JAX:012886	
Genetic reagent (mouse)	B6.C-Gt(ROSA)26Sortm14(CAG-tdTomato)	Jackson Labs	Jax # 007914; RRID: IMSR_JAX:007914	
Genetic reagent (mouse)	Slc17a6tm1Lowl/J	Jackson Labs	Jax # 12898; RRID:IMSR_JAX:012898	
Genetic reagent (mouse)	Rora^tm1(cre)Ddmo^	O’Leary lab(Salk Institute) Chou et al., 2013		MGI:5000017
Genetic reagent (mouse)	Itpr2^tm1.1Chen^	Chen lab (UCSD) Li et al., 2005		MGI:3640970
Sequence-based reagent	RNAscope probe: 3-plex negative control	ACDbio	CAT# 320871	
Sequence-based reagent	RNAscope probe: *Gpc4*	ACDbio	CAT# 442821	
Sequence-based reagent	RNAscope probe: *Gpc5*	ACDbio	CAT# 442831	
Sequence-based reagent	RNAscope probe: *Gpc6*-01	ACDbio	CAT# 453301	
Sequence-based reagent	RNAscope probe: *Chrdl1*	ACDbio	CAT# 442811	
Sequence-based reagent	RNAscope probe: *Thbs1*	ACDbio	CAT# 457891	
Sequence-based reagent	RNAscope probe: *Thbs2*	ACDbio	CAT# 492681	
Sequence-based reagent	RNAscope probe: *Thbs4*	ACDbio	CAT# 526821	
Sequence-based reagent	RNAscope probe: Slc1a3 (Glast) channel 2	ACDbio	CAT# 430781-C2	
Sequence-based reagent	RNAscope probe: Tubb3 channel 3	ACDbio	CAT# 423398-C3	
Software, algorithm	Imaris	Bitplane	RRID:SCR_007370	
Software, algorithm	ImageJ (Fiji)	NIH	RRID:SCR_003070	
Software, algorithm	Zen	Zeiss	RRID:SCR_013672	
Software, algorithm	AxioVision	Zeiss	RRID:SCR_002677	
Software, algorithm	Odyssey Image Studio	LI-COR	RRID:SCR_014211	
Software, algorithm	InteractiVenn	Heberle et al., 2015	N/A	
Software, algorithm	GraphPad Prism	Prism	RRID:SCR_002798	
Software, algorithm	Python		RRID:SCR_008394	
Software, algorithm	RStudio		RRID:SCR_000036	
Other	Cell culture inserts	Thermo Fisher	CAT# 353102	
Other	Vivaspin centrifugal concentrator	Sartorius	CAT# 14558502	
Other	4–12% bolt gels	Thermo Fisher	CAT# NW04120	
Other	PVDF membranes, Immobilon-FL	Millipore	CAT# IPFL00005	
Other	Odyssey Infrared Imager	LI-COR	N/A	
Other	Fluorescence microscope with apotome	Zeiss	Axio Imager.Z2	
Other	Cryostat	Hacker Industries	OTF5000	
Other	Confocal microscope	Zeiss	LSM710	
Other	Confocal microscope	Zeiss	LSM880	
Other	FACS Aria Fusion sorter	BD	N/A	
Other	HybEZ hybridization system	ACDbio	N/A	
Other	Illumina HiSeq 2500	Illumina	N/A	
Other	NovaSeq 6000	Illumina	N/A	

### Contact for reagent and resource sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Nicola J. Allen ().

### Animals

All animal work was approved by the Salk Institute Institutional Animal Care and Use Committee.

#### Rats

Sprague–Dawley rats (Charles Rivers) were maintained in the Salk Institute animal facility under a 12 hr light:dark cycle with ad libitum access to food and water. Rat pups (both male and female) were used at P1–2 for preparation of primary cortical astrocyte cultures, and at P5–P7 for preparation of purified immunopanned retinal ganglion cell (RGC) neuronal cultures.

#### Mice

Mice were maintained in the Salk Institute animal facility under a 12 hr light:dark cycle with ad libitum access to food and water. Both male and female mice were used for experiments.

The following mouse lines were used:

- 1. Wild-type (WT; C57Bl6/J) were purchased from Jackson Labs and bred in-house (Jax #000664). Mice were used for breeding and backcrossing, and as non-littermate controls.
- 2. RiboTag floxed (B6N.129-Rpl22^tm1.1Psam/J^) were obtained from Jackson Labs (Jax #011029). Mice were maintained as homozygous for floxed Rpl22 on C57Bl6/J background and crossed to mice expressing cre recombinase for experiments.
- Gfap-cre (B6.Cg-Tg (Gfap-cre)^73.12Mvs/J^) mice were obtained from Jackson Labs (Jax #012886) and bred in-house to generate cre+ females.
- To generate Astrocyte-RiboTag mice, homozygous flox-Rpl22-HA males were crossed to Gfap-cre hemizygous females. Male mice hemizygous for cre and heterozygous for flox-Rpl22-HA (Rpl22-HA+; Gfapcre+) were used for all experiments.
- 3. Aldh1l1-GFP *(*Tg(Aldh1l1-EGFP)^OFC789Gsat/Mmucd^) were obtained from MMRRC. They were backcrossed to C57Bl6/J background (Jax #000664) for at least four generations prior to conducting experiments.
- 4. VGlut2 floxed *(*Slc17a6^tm1Lowl/J^) were obtained from Jackson Labs (Jax #012898). Mice were maintained as homozygous for floxed VGlut2 on a C57Bl6/J background and crossed to mice expressing cre recombinase for experiments.
- RORα-IRES-Cre (Rora^tm1(cre)Ddmo^) were obtained from Dennis O’Leary at the Salk Institute and described in Chou et al., 2013 and Farhy-Tselnicker et al., 2017. Mice were maintained on the C57Bl6/J (Jax #000664) background and crossed to the VGlut2 flox and/or tdTomato reporter (B6.Cg-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J (Ai14; Jax #007914)) lines for experiments.
- To generate conditional VGlut2 KO mice, Slc17a6^f/f^ females were bred to Slc17a6^f/f^;RORα^cre+^-positive males. Slc17a6^f/f^;RORα^cre+^ (cre-positive) littermates were compared with Slc17a6^f/f^;RORα^cre-^ (cre-negative) in each experiment.
- To generate het and homozygous VGlut2 cKO mice expressing tdTomato in the recombined neurons (Figure 4, Figure 4—figure supplement 2), Slc17a6^f/+^;RORα^cre+;^Rosa26^tdTomato+^ males were crossed to Slc17a6^f/f^ females. As control in these experiments, RORα^cre+^ mice were crossed to Rosa26^tdTomato+^, generating Slc17a6^+/+;^RORα^cre+^Rosa26^tdTomato+^ mice.
- 5. Ip3r2 KO (Itpr2^tm1.1Chen^) was obtained from Ju Chen lab at UCSD (Li et al., 2005) and maintained on C57BL6/J background, either as KO × KO breeding scheme, or het × het breeding scheme. Both littermate and non-littermate pairs of WT and KO mice were used for experiments. For non-littermate pairs, C57Bl6/J that were bred in-house were used as control.
- In all cases, when littermates could not be used as control, mice were matched by age, size, fur color and condition, and eye opening to ensure identical developmental stage.

#### Mouse tissue collection

Tissue was collected at the following developmental time points: P1, P4, P7, P14, P21, P28, and P120.

##### RiboTag RNAseq

All mice were collected between 9:30 am and 12:30 pm on the day of experiment. Mice were anesthetized by I.P. injection of 100 mg/kg ketamine (Victor Medical Company)/20 mg/kg xylazine (Anased) mix, and transcardially perfused with 10 ml PBS then 10 ml 1% PFA. Brains were dissected in 2.5 mM HEPES-KOH pH 7.4, 35 mM glucose, 4 mM NaHCO3 in 1× Hank’s Balanced Salt Solution with 100 µg/ml cycloheximide added fresh (Heiman et al., 2014). Brains were cut at approximately bregma –2.4 to isolate the VC, the cortex was carefully detached from the subcortical areas, and any visible white matter was removed. Lateral cuts were made at 1 mm and 3 mm from the midline to further isolate the VC section, and RiboTag pulldown was immediately performed. For each time point, the visual cortices from two mice (Rpl22-HA+; Gfap cre+) were pooled for RNA isolation and RNA sequencing library preparation. P7 = 3 biological replicates (6 mice, 2 × 3); P14 = 4 biological replicates (8 mice, 2 × 4); P28 = 5 biological replicates (10 mice, 2 × 5); P120 = 6 biological replicates, 3 new samples (6 mice, 2 × 3), plus for data analysis 3 additional P120 biological replicates from a previously published study from the lab (Boisvert et al., 2018; GEO GSE99791), collected and processed in the same way, were included to increase the power of the analysis.

##### Histology (smFISH in situ hybridization and immunostaining)

Mice aged P4 and older were anesthetized by I.P. injection of 100 mg/kg ketamine (Victor Medical Company)/20 mg/kg xylazine (Anased) mix and transcardially perfused with PBS, then 4% PFA at room temperature. Brains were removed and incubated in 4% PFA overnight at 4°C, then washed 3 × 5 min with PBS, and cryoprotected in 30% sucrose for 2–3 days, before being embedded in TFM media (General Data Healthcare #TFM-5), frozen in dry ice-ethanol slurry solution, and stored at –80°C until use. P1 mice were decapitated and brains removed without perfusion, briefly washed in PBS and placed in 4% PFA overnight at 4°C, followed by a similar procedure as described above for older mice. Brains were sectioned using a cryostat (Hacker Industries #OTF5000) in sagittal or coronal orientations depending on experimental needs at a slice thickness of 16–25 µm. Sections were mounted on Superfrost Plus slides (Fisher #1255015). Immunostaining for synaptic markers and smFISH was performed on the same day of sectioning. 3–5 mice were used for each experimental group. For each mouse, three sections were imaged and analyzed.

##### Single-nucleus RNAseq and western blot

Mice were anesthetized by I.P. injection of 100 mg/kg ketamine (Victor Medical Company)/20 mg/kg xylazine (Anased) mix, then decapitated. Brains were rapidly removed and the VC dissected in ice-cold PBS using the same coordinates as described for RiboTag RNAseq. Dissected cortices were snap frozen, and kept at –80°C until use. For snRNAseq, 4 mice were collected for each experimental group. For western blot, 2–4 independent experiments/samples for each condition were analyzed.

### RNAseq

#### Bulk RNAseq using RiboTag

##### RiboTag pulldown

A modified RiboTag protocol was performed to isolate astrocyte-enriched RNA. Briefly, brain samples were homogenized using a Dounce homogenizer (Sigma #D9063) in 2 ml cycloheximide-supplemented homogenization buffer (1% NP-40, 0.1 M KCl, 0.05 M Tris, pH 7.4, 0.012 M MgCl_2_ in RNase-free water, with 1:1000 1 M DTT, 1 mg/ml heparin, 0.1 mg/ml cycloheximide, 1:100 protease inhibitors, and 1:200 RNAsin added fresh). Homogenates were centrifuged and the supernatant incubated on a rotator at 4°C for 4 hr with 5 μμl anti-HA antibody to bind the HA-tagged ribosomes (CST Rb anti-HA #3724, 1:200). Magnetic IgG beads (Thermo Scientific Pierce #88847) were conjugated to the antibody-ribosome complex via overnight incubation on a rotator at 4°C. Samples were washed with a high salt buffer (0.333 M KCl, 1% NP40, 1:2000 1 M DTT, 0.1 mg/ml cycloheximide, 0.05 M Tris pH 7.4, 0.012 M MgCl_2_ in RNase-free water), and RNA released from ribosomes with 350 μl RLT buffer (from Qiagen RNeasy kit) with 1% BME. RNA was purified using RNeasy Plus Micro kit (Qiagen 74034) according to the manufacturer’s instructions and eluted into 16 μl RNase-free water. Eluted RNA was stored at –80°C. For each time point, 50 μl of homogenate (pre-anti-HA antibody addition) was set aside after centrifugation, kept at –20°C overnight, and purified via RNeasy Micro kit as an ‘input’ sample, and used to determine astrocyte enrichment.

##### Library generation and sequencing

RNA quantity and quality were measured with a Tape Station (Agilent) and Qubit Fluorimeter (Thermo Fisher) before library preparation. >100 ng of RNA was used to make libraries. mRNA was extracted with oligo-dT beads, capturing polyA tails, and cDNA libraries made with Illumina TruSeq Stranded mRNA Library Preparation Kit (RS-122-2101) by the Salk Institute Next Generation Sequencing (NGS) Core. Samples were sequenced on an Illumina HiSeq 2500 with single-end 50 base-pair reads, at 12–70 million reads per sample.

##### RNA sequencing mapping, analysis, and statistics

Raw sequencing data was demultiplexed and converted into FASTQ files using CASAVA (v1.8.2) and quality tested with FASTQC v0.11.2. Alignment to the mm10 genome was performed using the STAR aligner version 2.5.1b (Dobin et al., 2013). Mapping was carried out using default parameters (up to 10 mismatches per read, and up to 9 multi-mapping locations per read), and a high ratio of uniquely mapped reads (>75%) was confirmed with exonic alignment inspected to ensure that reads were mapped predominantly to annotated exons. Raw and normalized (FPKM) gene expression was quantified across all genes (RNAseq) using the top-expressed isoform as a proxy for gene expression using HOMER v4.10 (Heinz et al., 2010), resulting in 10–55 million uniquely mapped reads in exons. Principal component analysis was carried out with prcomp in R 3.4.3 on normalized counts. Differential gene expression was carried out using the DESeq2 (Love et al., 2014) package version 1.14.1 using the HOMER getDiffExpression.pl script with default normalization and using replicates to compute within-group dispersion. Significance for differential expression was defined as adjusted p<0.05 (also labeled as FDR), calculated using Benjamini–Hochberg’s procedure for multiple comparison adjustment.

Significantly altered genes are presented in three categories:

*All genes*: FPKM >1, adjusted p<0.05.

*Astrocyte-expressed genes*: RiboTag pulldown (astrocyte)/input (all cells) > 0.75, FPKM > 1, adjusted p<0.05.

*Astrocyte-enriched genes*: RiboTag pulldown (astrocyte)/input (all cells) > 3, FPKM > 1, adjusted p<0.05.

See also Boisvert et al., 2018. A full list of genes in each time point is presented in Figure 1—source data 1A.

##### GO enrichment analysis

GO terms that are enriched in astrocytes at each developmental stage were identified using the String database (https://string-db.org/)(Szklarczyk et al., 2019). A search using multiple proteins by gene name was performed with the default parameters, and GO BP category selected and exported from the analysis tab. GO terms with gene ratio of 0.5 and above were selected, and plotted for each age group, with x-axis showing the ratio of genes overlapping with each GO term, and bar fill color is the significance of the overlap (adj. p-value; FDR). GO terms common to all age groups were obtained using the Venn diagram (http://www.interactivenn.net/; Heberle et al., 2015), and terms with gene ratio equal to or above 0.5 were selected and plotted. A full list of GO terms is presented in Figure 1—source data 1B.

### Single-nucleus RNAseq

#### Sample preparation

A total of8 samples (two for VGlut2 WT, two for VGlut2 cKO, two for Ip3r2 WT, two for Ip3r2 KO) were sequenced to obtain the dataset described in Figure 6, Figure 6—figure supplement 1, Figure 6—figure supplement 2. The samples were as follows: VGlut2 WT_1; VGlut2 cKO_1; VGlut2 WT_2; VGlut2 cKO_2; Ip3r2 WT_1; Ip3r2 KO_1; Ip3r2 WT_2; Ip3r2 KO_2. Each group consisted of one replicate from male mice and one replicate from female mice. Each replicate consisted of the VC from both hemispheres of two mice of the same genotype and gender. Nuclear isolation, FACS sorting, 10× barcoding, and cDNA preparation were performed on the same day using one WT and KO pair, which were processed in parallel, resulting in four separate procedures. cDNA was stored at –20°C until all samples were collected. Library preparation and sequencing were carried out at the same time for all eight samples.

#### Nuclei preparation

Nuclei were isolated from frozen VC tissue. Tissue was manually homogenized using a two-step Dounce homogenizer (A and B) (Sigma #D9063) in NIMT buffer, containing (in mM: 250 sucrose, 25 KCl, 5 MgCl_2_, 10 Tris-Cl pH 8, 1 DTT; 1:100 dilution of Triton X100, Protease Inhibitor Cocktail [Sigma #P8340]; and 1:1000 dilution of RNaseOUT Recombinant Ribonuclease Inhibitor [Thermo #10777019]; SUPERase• In RNase Inhibitor [Thermo #AM2694]) on ice. Homogenized samples were mixed with 50% iodixanol (OptiPrep Density Gradient Medium; Sigma #D1556) and loaded onto 25% iodixanol cushion, and centrifuged at 10,000 g for 20 min at 4°C in a swinging bucket rotor (Sorval HS-4). Pellets resuspended in ice-cold DPBS (HyClone) with 1:1000 dilution of RNaseOUT Recombinant Ribonuclease Inhibitor (Thermo #10777019); SUPERase• In RNase Inhibitor (Thermo #AM2694). Nuclei were then incubated for 7 min on ice with Hoechst 33342 solution (20 mM) (Thermo #62249) (final concentration 0.5 µM), followed by centrifugation at 1000 g for 10 min at 4°C to pellet nuclei. Pellets were resuspended in blocking buffer containing DPBS with RNAse inhibitors, and 1:10 dilution of pure BSA, and blocked for 30 min on ice. NEUN-Alexa488 pre-conjugated antibody (Millipore #MAB377X) was then added at 1:1000 dilution and incubated for at least 1 hr on ice before proceeding to flow cytometry sorting.

#### Flow cytometry

Fluorescence-activated nuclei sorting (FANS) was performed in the Salk Institute Flow Cytometry core using a BD FACS Aria Fusion sorter with PBS for sheath fluid (a 100 μm nozzle was used for these experiments with sheath pressure set to 20 PSI). Hoechst-positive nuclei were gated first (fluorescence measured in the BV421 channel), followed by exclusion of debris using forward and side scatter pulse area parameters (FSC-A and SSC-A), exclusion of aggregates using pulse width (FSC-W and SSC-W), before gating populations based on NEUN fluorescence (using the FITC channel). To isolate the non-neuronal cell population, nuclei devoid of FITC signal (NEUN-) were collected (Figure 6A). Nuclei were purified using a one-drop single-cell sort mode (for counting accuracy); these were directly deposited into a 1.5 ml Eppendorf without additional buffer (to yield a sufficient concentration that permitted direct loading onto the 10× chip).

Sorted NeuN-negative nuclei were immediately processed with 10X Chromium kit (10X Genomics) for single-nucleus barcoding. Nuclei were kept on ice for the entire process. At each time, WT and KO samples were processed in parallel on the same day.

#### 10X Chromium barcoding, library preparation, and sequencing

Single-nuclei separation, barcoding, and cDNA generation were performed following the manufacturer’s instruction using the Chromium single cell 3′ kit (V3, 10X Genomics PN-1000073). cDNA concentration and quality were measured using Qubit Fluorimeter (Thermo Fisher) and Tape Station (Agilent), respectively, and was stored at –20°C until library preparation.

Libraries were generated from all samples at the same time (eight total samples, 2 WT/2 KO Vglut2 cKO model; 2 WT/2KO IP3R2 KO model) following the manufacturer’s instructions using the Chromium single cell 3′ kit (V3, 10X Genomics PN-1000075). Library quality was assessed with a Tape station (Agilent). NovaSeq sequencing was performed at the UCSF Center for Advanced Technology, at ~300 million reads/sample (60,000 reads/cell).

#### Single-cell RNAseq data preprocessing and clustering

Data was demultiplexed and mapped onto the mouse genome (mm10) using 10X Cellranger (v3.1.0) with default parameters. Cell barcodes with <200 genes detected were discarded due to low coverage. Doublets were identified and removed using Scrublet (Wolock et al., 2019) with its default setting in each sample. The average number of UMIs per cell was 2310 ± 878; average number of genes detected per cell (UMI ≥ 1) was 1168 ± 328. Cell clusters were identified using Scanpy (v1.4.3), following the clustering process described in Luecken and Theis, 2019. All the samples were combined and used the top 5000 highly variable genes as the input dimension reduction. To identify clusters, Scanorama (v1.0.0, default parameter, k = 20; Hie et al., 2019) was used to perform batch correction and dimension reduction (30 PCs), followed by Leiden clustering (Traag et al., 2019; resolution = 1). Data was visualized using the UMAP embedding (McInnes et al., 2018) function from Scanpy. The ensemble clustering identified all astrocytes as one cluster, and to further identify astrocytes subtypes, we repeated the same clustering process on the astrocytes cluster only and got four subtypes. Astrocyte clusters were annotated using cell-type marker genes identified from previous studies to label distinct cortical astrocyte populations (Bayraktar et al., 2020; Lanjakornsiripan et al., 2018; Marques et al., 2016; Tasic et al., 2018; Van Hove et al., 2019 ; Zeisel et al., 2018). A full list of genes in each layer group is presented in Figure 6—source data 1A and B.

#### Identifying DEGs

To identify cluster-specific DEGs, we used the scanpy.tl.rank_gene_groups function to perform the Wilcoxon rank-sum test with Benjamini–Hochberg correction to compare cells from each cluster with the remaining cells. Genes with FDR < 0.1 and log2 FC between –0.15 and 0.15 were identified as DEGs. To identify DEGs between KO and WT, we performed the same analysis using combined astrocyte clusters. All comparisons were performed separately for VGlut2 cKO and Ip3r2 KO samples. A full list of DEGs is presented in Figure 6—source data 1D.

#### GO enrichment analysis

GO terms that are enriched in astrocyte gene groups within each cluster, as well as genes regulated by neuronal or astrocyte activity, were identified using the String database (https://string-db.org/)(Szklarczyk et al., 2019). A search using multiple proteins by gene name was performed separately on VGlut2 cKO and Ip3r2 KO samples, and up- and downregulated DEGs, using the default parameters, and GO BP category selected and exported from the “analysis“ tab. 20 GO terms with highest gene ratio were selected and plotted for each model, with x-axis showing the ratio of genes overlapping with each GO term, and bar fill color is significance of the overlap (adj. p-value; FDR). GO terms common to both models were obtained using the Venn diagram (http://www.interactivenn.net/; Heberle et al., 2015) and plotted. A full list of GO terms is presented in Figure 6—source data 1C and G.

### Cell culture

#### RGC neuron purification and culture

RGC purification and culture was performed as described (Allen et al., 2012; Ullian et al., 2001; Winzeler and Wang, 2013). Briefly, retinas from P5 to P7 rat pups of both sexes were removed and placed in DPBS (HyClone #SH30264). Retinas were digested with Papain (Worthington #PAP2 3176; 50 units) for 30 min at 34°C, triturated with low OVO (15 mg/ml trypsin inhibitor; Worthington #LS003086), then high OVO (30 mg/ml trypsin inhibitor; Worthington #LS003086) solutions. The cell suspension was then added to lectin (Vector #L-1100)-coated Petri dishes to pull down microglia and fibroblast cells for 5–10 min at room temperature. The remaining cells were then added to T11D7 hybridoma supernatant-coated Petri dishes for 40 min at room temperature, which specifically binds RGCs. After washing off the non-binding cells with DPBS, pure RGCs were released by trypsin treatment (Sigma #T9935) to cleave cell-antibody bond and collected. RGCs were plated on six-well plates coated with PDL (Sigma # P6407) and laminin (Cultrex Trevigen #3400-010-01) at a density of 125,000 cells/well. RGCs were maintained in the following media: 50% DMEM (LifeTech #11960044); 50% Neurobasal (LifeTech #21103049); Penicillin-Streptomycin (LifeTech #15140-122); glutamax (LifeTech #35050-061); sodium pyruvate (LifeTech #11360-070); N-acetyl-L-cysteine (NAC) (Sigma #A8199); insulin (Sigma #I1882); triiodo-thyronine (Sigma #T6397); SATO (containing transferrin [Sigma #T-1147]; BSA [Sigma #A-4161]; progesterone [Sigma #P6149]; putrescine [Sigma #P5780]; sodium selenite [Sigma #S9133]); and B27 (see Winzeler and Wang, 2013 for recipe). For complete growth media, the media was supplemented with BDNF (PeproTech #450-02), CNTF (PeproTech #450-13), and forskolin (Sigma #F6886). The next day, half of the media was replaced with media containing FUDR (13 μg/μl final concentration; Sigma #F0503) to inhibit fibroblast growth. Cells were fed by replacing half of the media with fresh equilibrated media every 3–4 days. RGCs were maintained at 37°C/10% CO_2_ and kept in culture for at least 7 days prior to treatment to allow for full process outgrowth.

##### Astrocyte preparation and culture

Primary astrocytes from rat cortex were prepared as described (Allen et al., 2012; McCarthy and de Vellis, 1980). Briefly, the cerebral cortex from P1 to P2 rat pups were removed and placed in DPBS (HyClone #SH30264). The meninges and hippocampi were removed and discarded. The remaining cortices were diced and digested with Papain (Worthington #LS003126; 330 units) for 1 hr and 15 min in 37°C 10% CO_2_ cell culture incubator. Cells were triturated in low OVO and then high OVO-containing solutions, and plated in PDL-coated 75 cm tissue culture flasks. 3 days after plating, flasks were manually shaken to remove upper cell layers, which contained mostly non-astrocytic cells. 2 days after shake off, ARA-C (10 μM final concentration; Sigma #C1768) was added for 48 hr to inhibit the other proliferating cells, which divide faster than astrocytes. Finally, astrocytes were plated in 15 cm cell culture plates coated with PDL at 2–3 million cells/dish and passaged once a week. Astrocytes were maintained at 37°C/10% CO_2_ and kept in culture for 3–4 weeks. Astrocyte culture medium was DMEM (LifeTech #11960044) supplemented with 10% heat-inactivated FBS (LifeTech #10437028), Penicillin-Streptomycin (LifeTech #15140-122), glutamax (LifeTech #35050-061), Insulin (Sigma #I1882), sodium pyruvate (LifeTech #11360-070), hydrocortisone (Sigma #H0888), and N-acetyl-L-cysteine (Sigma #A8199).

##### Treatment of astrocyte cultures with cultured neurons

Cultured astrocytes were plated on cell culture inserts (Falcon #353102) at 250,000 cells/insert. Inserts were added to six-well plates containing either plated RGC neurons (at ~125,000 cells/well) or empty wells coated with PDL and laminin (similar to RGC-plated wells) and containing media. Cells were incubated together for 4 days in low protein conditioning media containing (50% DMEM, 50% Neurobasal media; Penicillin-Streptomycin; glutamax and sodium pyruvate, NAC, BDNF, CNTF, forskolin), after which conditioned media was collected and concentrated 50-fold using 10 kDa cutoff concentrators (Sartorius #14558502). Protein concentration was measured using the Bradford assay. Three experimental groups were compared: RGCs alone, astrocytes alone, and astrocytes + RGCs.

##### Treatment of astrocyte cultures with neurotransmitters

Astrocytes were plated on six-well plates at 150,000 cell/well and allowed to reach 90% confluency (1–2 days). Then astrocytes were incubated for 48 hr in low protein medium containing (50% DMEM, 50% Neurobasal media; Penicillin-Streptomycin; glutamax and sodium pyruvate) alone (control), or with either 100 μM glutamate (Sigma #G5889-100G), 10 μM adenosine (Sigma #A4036-5G), or 100 μM ATP (Sigma #A6419-1G) final concentration. Conditioned media was then collected as described above. Concentration was measured with Bradford assay. Samples were stored at 4°C for up to 7 days or processed immediately for western blot.

### Western blot

Samples were heated in reducing loading dye (Thermo # 39000) for 45 min at 55°C. For conditioned media, 10 µg/well was loaded; for tissue lysates, 20 µg/lane was loaded. Samples were resolved on 4–12% bis-tris or bolt gels (Invitrogen #NW04120) for 30–40 min at 150–200 V. Proteins were transferred to PVDF membranes at 100 V for 1 hr, then blocked in 1% casein (Bio-Rad #1610782) in TBS (Bioworld #105300272) blocking buffer for 1 hr at room temperature on a shaker. Primary antibodies were applied overnight at 4°C diluted in blocking buffer. The antibodies used were Rb anti-glypican 4 (Proteintech #13048-1-AP; 1:500), Rb anti-IP3R2 (a gift from Ju Chen lab, UCSD 1:1000), and Ms anti-tubulin (Thermo #MA5-16308 1:5000). The next day, membranes were washed 3 × 10 min with TBS-0.1% Tween and the appropriate secondary antibody conjugated to Alexa Fluor 680 (Molecular Probes) was applied for 2 hr at room temperature (dilution 1:10,000). Bands were visualized using the Odyssey Infrared Imager (LI-COR) and band intensity analyzed using the Image Studio software (LI-COR).

### Histology

#### Immunostaining in mouse brain tissue

The slides containing the sections were blocked for 1 hr at room temperature in blocking buffer containing antibody buffer (100 mM L-lysine and 0.3% Triton X-100 in PBS) supplemented with 10% heat-inactivated normal goat serum. Primary antibodies diluted in antibody buffer with 5% goat serum were incubated overnight at 4°C. The next day, slides were washed 3 × 5 min with PBS with 0.2% Triton X-100 and secondary antibodies conjugated to Alexa Fluor (Molecular Probes) were applied for 2 hr at room temperature. Slides were mounted with the SlowFade Gold with DAPI mounting media (LifeTech #S36939), covered with 1.5 glass coverslip (Fisher #12544E) and sealed with clear nail polish. The following antibodies were used: Chk anti-GFP (Millipore #06-896, 1:500), Rb anti-SOX9 (Abcam #ab185966, 1:2000), Rb anti-ALDH1L1 (Abcam #ab-87117, 1:500), Rb anti-HA (CST #3724), Rb anti-S100β (Abcam #ab52642, 1:100), Ms anti-NEUN (Millipore #MAB377 1:100), Rb anti-NG2 (Millipore # Ab5320), Rb anti-MOG (Proteintech # 12690-1-ap), Rb anti-IBA1 (Wako #016-20001), Gp anti-VGLUT1 (Millipore #AB5905, 1:2000), Gp anti-VGLUT2 (Millipore #AB2251 1:3000, 1:5000), Rb anti-GLUA1 (Millipore #AB1504, 1:400), Rb anti-GLUA2 (Millipore #AB1768-I, 1:400), and Ms anti-Bassoon (Enzo #VAMP500, 1:500). All secondary antibodies were applied at 1:500 dilution.

The following mouse lines and antibody combinations were used:

**Table:** 

Experiment and figure #	Antibody targets
Cell marker colocalization RiboTag validation (Figure 1, Figure 1—figure supplement 1)	HA, S100β, NEUN, IBA1, NG2, MOG
Astrocyte number across development per layer (Figure 2, Figure 2—figure supplement 1)	GFP, VGLUT2
Astrocyte marker colocalization with Aldh1l1-Gfp (Figure 2—figure supplement 1)	GFP, SOX9, S100β, ALDH1L1
Presynaptic development per layer (Figure 3, Figure 3—figure supplement 1)	GFP, VGLUT1, VGLUT2
Postsynaptic development per layer (Figure 3)	GFP, GLUA1, GLUA2
Assessing the presence of thalamic projections to the VC in VGlut2 cKO mice (Figure 4—figure supplement 2)	VGLUT2
Analysis of VGLUT1 and VGLUT2 signal in VGlut2 cKO mice (Figure 4, Figure 4—figure supplement 2)	VGLUT1, VGLUT2
Quantification of pre and postsynaptic puncta, and synapses (Figure 4, Figure 4—figure supplement 2, Figure 5, Figure 5—figure supplement 1)	VGLUT1, VGLUT2, Bassoon, GLUA1, GLUA2

#### Single-molecule fluorescent in situ hybridization (smFISH)

All smFISH experiments reported here were performed on brain tissue fixed with 4% paraformaldehyde and processed using cryosectioning as described in the ‘Mouse tissue collection’ section. The assay was performed using the RNAscope 2.5 HD—multiplex fluorescent Manual Assay kit (ACDbio #320850) using the manufacturer’s instructions for fixed-frozen tissue with the following modifications. Directly following cryosectioning, slides containing brain sections were dried for 1 hr at –20°C, then washed for 5 min in PBS at room temperature, followed by brief wash (~1 min) in 100% Molecular Biology Grade Ethanol. The slides were then air-dried for 5 min and incubated with appropriate pretreatment reagents at 40°C. For tissue from P1 to P7 mice, slides were incubated with protease 3 for 30 min; for P14–P28, protease 4 30 min. Slides were then briefly washed with PBS and incubated with target probes for 2 hr at 40°C, followed by three amplification steps and one detection step. Slides were mounted using the SlowFade Gold with DAPI mounting media (LifeTech #S36939) covered with 1.5 glass coverslip (Fisher #12544E) and sealed with clear nail polish. The original protocol can be found in ACDbio website: https://acdbio.com/technical-support/user-manuals. Detailed step-by-step modified protocol performed here is available upon request.

All slides were either imaged within 1–2 days or stored at –20°C until imaging.

### Imaging and analysis

#### Fluorescent microscopy

Imaging was performed using an Axio Imager.Z2 fluorescent microscope (Zeiss) with the apotome module (apotome 2.0) and AxioCam HR3 camera (Zeiss) at 20× magnification. Tile images that contain the entire primary VC (from pial surface to white matter tract) were acquired. Number of tiles adjusted to contain a similar area of the cortex at each developmental stage, typically 1–2 (width) × 2–4 (depth) (pixel size 0.3 × 0.3 µm).

For RiboTag validation (Figure 1, Figure 1—figure supplement 1): Single-plane images were obtained.

For in situ hybridization experiments (Figure 2, Figure 2—figure supplement 1): z-stack images (seven slices, optical slice 1 µm) were obtained.

For developmental analysis of astrocyte numbers per layer (Figure 2, Figure 2—figure supplement 1), presynaptic marker analysis during development (Figure 3, Figure 3—figure supplement 1), VGlut2 cKO validation (Figure 4, Figure 4—figure supplement 2), and Aldh1l1-GFP mouse validation (Figure 2—figure supplement 1): z stack images (three slices, optical slice 1 µm) were obtained.

#### Confocal microscopy

*Developmental analysis of GLUA1 and GLUA2 expression* (Figure 3): Slides were imaged using Zeiss LSM 700 confocal microscope at 63× magnification. A 1176 × 1176 pixel 2.7 μm thick z-stack image was obtained (pixel size 0.09 × 0.09 × 0.3 µm, 10 slices per 2.7 µm stack). In total, four images were taken from each section to encompass all cortical layers. Layers 4–5 were combined into one image.

*RORacre-tdTomato+ thalamic projections in the VC* (Figure 4—figure supplement 2): Slides were imaged using Zeiss LSM 700 confocal microscope at 63× magnification. A 900 × 900 pixels 2.7 µm thick z-stack image was obtained (xyz size 0.11 × 0.11 × 0.3 µm, 10 slices per 2.7 µm stack). Separate images were taken for layer 1 and layer 4.

*Synapse number analysis* (Figure 4, Figure 4—figure supplement 2, Figure 5, Figure 5—figure supplement 1): Slides were imaged using Zeiss LSM 880 confocal microscope at 63× magnification. For each section, 1420 × 920 pixels 3.5 µm thick z-stack image was obtained (pixel size 0.08 × 0.08 × 0.39 µm; 10 slices per 3.5 µm stack). All images were from layer 1. Example images show a single z plane from the same location in the stack for both genotypes.

In all cases, when comparing WT and KO per given experiment, slides were imaged on the same day using set exposure.

#### Image analysis

Image analysis was primarily done with ImageJ (FIJI, NIH) or Imaris (Bitplane) software as described below for each section:

*Cell marker colocalization RiboTag validation* (Figure 1, Figure 1—figure supplement 1): This was performed using FIJI (ImageJ). Thresholding was performed on the RiboTag-labeled image (stained with an anti-HA tag antibody), and the ‘Analyze Particles’ function was used with a minimum area of 20–40 μm to automatically separate and quantify the total number of RiboTag-positive cells. The number of double-labeled RiboTag and cell-type antibody-positive cells were manually counted. This generated the proportion of RiboTag-positive cells that also label for the cell-specific marker.

*Astrocyte number across development per layer* (Figure 2, Figure 2—figure supplement 1): This was done on sections of Aldh1l1-GFP VC that were co-immunostained for VGLUT2 using semi-automatic custom-made macro in ImageJ. For each image, maximal intensity projections were created, then each cortical layer was manually cropped based on DAPI and VGLUT2 staining, and saved as a separate file. Then, a colocalization file was created using the ‘colocalization threshold’ function to merge the colocalized cell marked by DAPI with the Aldh1l1-GFP signal to specifically select astrocytes. Colocalized objects were counted using the ‘Analyze Particles’ function. Number of astrocytes in each layer was recorded for each developmental stage.

The high cell density at early ages made it impossible to use a similar method to count the total number of cells using the DAPI labels. Instead, three Regions of interest (ROIs) were created for each layer, and cells were counted manually within each ROI, using the ‘multi-point’ tool in ImageJ. The total cell number in each layer was then extrapolated based on the total area measurement in each file.

*Astrocyte marker colocalization with Aldh1l1-Gfp* (Figure 2—figure supplement 1): An ROI containing the entire depth of the cortex of a maximal intensity projection image was cropped equally for each image. Labeled cells were counted manually using the ‘cell counter’ plugin in ImageJ. Positively labeled cells were identified based on signal strength. For each file, three types of counts were made: the appropriate astrocyte marker-positive cell number, Aldh1l1-GFP-positive cell number, and colocalized cell number.

*Spatio-temporal analysis of presynaptic proteins* (Figure 3, Figure 3—figure supplement 1): This was performed with ImageJ. As above, for each file, maximal intensity projections were created, then layers were cropped out manually and saved as separate files. VGLUT signal was thresholded in the same way for all images to contain all visible signal. The threshold area measurement was recorded for each file.

*Spatio-temporal analysis of postsynaptic proteins* (Figure 3): This was performed using the Imaris software (Bitplane). GLUA puncta number was calculated using the ‘spots’ function, and mean intensity filter to select the positive puncta. In all images, signals were thresholded in the same way. To analyze specifically the GLUA signal in the cell processes and not the soma, cell bodies labeled by DAPI were selected manually using the ‘create object’ function. Then GLUA puncta number that colocalized with cell bodies was quantified. Finally, cell body-related GLUA1 puncta were subtracted from the total puncta number to obtain process-expressed GLUAs.

*Quantification of tdTomato+ thalamocortical projections in the VC* (Figure 4—figure supplement 2): was performed using Imaris (Bitplane). tdTomato+ processes were rendered using the ‘create object’ function. In all images, signals were thresholded in the same way to select labeled processes. Total volume was calculated and compared between the experimental groups. VGLUT2 puncta were rendered using the ‘create spots’ function, and mean intensity filter to threshold positive spots.

*Analysis of VGLUT1 and VGLUT2 signal in VGlut2 cKO mice* (Figure 4, Figure 4—figure supplement 2): was performed using ImageJ as described for developmental presynaptic experiments.

*Counting astrocytes within each layer in VGlut2 cKO and Ip3r2 KO mice* (Figure 4—figure supplement 2, Figure 5—figure supplement 1): was performed manually using the ‘cell counter’ plugin in ImageJ using smFISH in situ images (see below). Astrocytes were identified by positive *Slc1a3 probe signal.*

*Quantification of smFISH signal* (Figure 2, Figure 2—figure supplement 2, Figure 4, Figure 4—figure supplement 1, Figure 5, Figure 5—figure supplement 1): was performed using a custom-made macro in ImageJ. Maximal intensity projection images of the VC were manually cropped per layer and saved as individual files. Astrocytes were identified using the GFP signal in experiments with Aldh1l1-GFP mice (Figure 2, Figure 2—figure supplement 2); and *Slc1a3* probe signal in all other experiments (Figure 4, Figure 4—figure supplement 2, Figure 5, Figure 5—figure supplement 1). An ROI outline was then created around the cell body of the astrocyte, the signal of the probe of interest was then thresholded in the same way for all images, and the threshold area was recorded for each cell. This strategy was employed because we found that threshold area of the signal gave a more reliable and stable result than intensity measurements, which are not recommended by smFISH protocol (RNAscope by ACDbio). Moreover, due to the density of the signal in some cases, counting individual puncta was impossible.

*Quantification of pre-, postsynaptic puncta, and synapses* (Figure 4, Figure 4—figure supplement 2, Figure 5, Figure 5—figure supplement 1): This was performed using Imaris software (Bitplane). Positive puncta of GLUA1, GLUA2, VGLUT1, VGLUT2, Bassoon, and tdTomato processes (Figure 4—figure supplement 2) were selected by size and intensity by thresholding the signal in the same way for each section. Then colocalization between each two pre-postsynaptic pairs was calculated. Puncta were considered colocalized if the distance between them was ≤0.5 µm (Blanco-Suarez et al., 2018; Farhy-Tselnicker et al., 2017). For experiments described in Figure 4—figure supplement 2, first colocalization between tdTomato and Bassoon was established and cropped. The colocalized Bassoon-tdTomato puncta were then used to calculate colocalization with GLUA1 or GLUA2. Number of colocalized puncta was obtained and compared between the experimental groups. A minimum of three sections per mouse were imaged for each brain region, and the experiment was repeated in at least five WT and KO pairs. Example images show a single z plane from the same location in the stack for both genotypes.

### Data presentation and statistical analysis

All data is presented as either mean ± s.e.m., scatter with mean ± s.e.m., or scatter with range, as indicated in each figure legend. Statistical analysis was performed using Prism software (GraphPad) unless otherwise stated in the text. Multiple group comparisons were done using one-way analysis of variance (ANOVA) with post hoc Tukey’s or Dunn’s tests. Pairwise comparisons were done by t-test. When data did not pass the normal distribution test, multiple comparisons were done by Kruskal–Wallis ANOVA on ranks and pairwise comparisons were done with the Mann–Whitney rank-sum test. p-Value ≤ 0.05 was considered statistically significant. Analysis was done blind to genotype. The sample sizes, statistical tests used, and significance are presented in each figure and figure legend.

## Data Availability

All data supporting the results of this study can be found in the following locations: Processed RNA sequencing data presented in Figure 1 is available in Figure 1- Source Data 1. Data presented in graphs in Figures 2-5 is available in Figure 2-5 Source Data files. Processed single nucleus RNA sequencing data presented in Figure 6 is available in Figure 6-Source Data 1. The RNA sequencing data has been deposited at GEO. Ribotag data is available at GSE161398 and glial snRNAseq at GSE163775. Processed RNA sequencing data is available in a searchable format at the following web locations: ribotag astrocyte developmental dataset: http://igc1.salk.edu:3838/astrocyte_transcriptome/; single nucleus glial cell sequencing: http://mouse-astro-dev.cells.ucsc.edu/. The following dataset was generated: BoisvertMM Farhy-TselnickerI EriksonGA ShokhirevMN AllenNJ 2021Astrocyte developmental transcriptome from mouse visual cortexNCBI Gene Expression OmnibusGSE161398 Farhy-TselnickerI LiuH ShokhirevMN EckerJR AllenNJ 2021Activity-dependent modulation of synapse-regulating genes in astrocytesNCBI Gene Expression OmnibusGSE16377510.7554/eLife.70514PMC849706034494546 The following previously published datasets were used: BoisvertM AllenN 2017Astrocyte-enriched pan-brain aging transcriptomeNCBI Gene Expression OmnibusGSE99791

## Additional files

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

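Astrocyte mRNA on HA-tagged ribosomes was sequenced from the visual cortex of Astrocyte-RiboTag mice at P7 (3 libraries), P14 (4), P28 (5) and P120 (3), with 1 input library of total RNA at each age. Each library held tissue pooled from 2 mice, according to the paper. The FPKM values were deposited by the authors, who demultiplexed the reads with CASAVA 1.8.2, checked them with FastQC 0.11.2, aligned them to mm10 with STAR 2.5.1b and computed FPKM per gene, for the most highly expressed isoform, with HOMER 4.10. The authors' own tests of differential expression, with DESeq2 on counts, and their principal components, with R 3.4.3, are not part of the deposited values, and neither are the counts. The values therefore could not be put through a count model, and limma was used on log2 FPKM.

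The table holds 24537 genes, of which 24299 were matched to the reference annotation by their RefSeq accession and 238 were not. For 26 genes whose symbol had been turned into a date, the symbol was restored through the accession. Another 4258 genes are listed at 0 in every library. The depth was estimated from the steps on which low FPKM values lie, multiplied by transcript length, where 1 step is 1 read. Between 95.9% and 100% of the low values of a library lay within 0.1 of a whole step. The pulldown libraries held 10.1 to 60.2 M reads and the input libraries 23.2 to 65.4 M reads, and the paper states 10 to 55 M. Errors are SDs between libraries and cover counting error.

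Pulldown libraries were scaled by the median of ratios to the geometric mean over genes, with factors from 0.849 to 1.205. After addition of 0.1 and log2, ages were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend of the variance on the mean) in 1 model over the 15 pulldown libraries. The 6 comparisons between 4 ages tested genes with a mean FPKM above 1 at 1 or both ages, and p was adjusted over these by the Benjamini-Hochberg method, with 0.05 as the threshold. Pulldown and input were compared with limma over all 19 libraries with age in the model. Astrocyte-enriched genes had a mean FPKM above 1 and a pulldown/input above 3, and expressed genes a pulldown/input above 0.75. Principal components were computed on the log2 values. Ages were compared by an exact permutation test of the distances between libraries on the first and second components (pseudo-F, one-sided by construction). Lists among the enriched genes were tested by Fisher's exact test, two-sided, against genes with a mean FPKM above 1 at the ages concerned, and adjusted over the lists. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for the remaining steps, and BLAST+ 2.17.0 for sequence matches.

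The 35 gene lists (cell type markers, pathways and the genes of Figure 1I and Figure 1J), the thresholds, the comparisons, most alternatives and the rule for named genes were set before the data were examined. Genes were named by 3 parts of this rule. The first takes every gene that the paper names for the bulk RNA sequencing in its text, in Figure 1F, Figure 1I, Figure 1J or Figure 1—figure supplement 1E, apart from 2 that are not reported here. The second takes, for P7 to P14, P14 to P28, P28 to P120 and P7 to P28, the 10 largest rises and 10 largest falls among genes with an adjusted p under 0.05, a mean FPKM of at least 10 at the higher age, a pulldown/input above 0.75 there and no overlap between the libraries of both ages. The third takes members of the lists, with the 4 lowest adjusted p as examples. Lists were tested with camera of limma, with a preset correlation of 0.01 and with an estimated one, and adjusted over the lists of a comparison. Every call that camera made with the preset correlation, between ages or between pulldown and input, was lost with the estimated correlation.

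The alternatives were pseudocounts of 1 and 0.01, no filter and a filter at a mean FPKM of 5, FPKM as deposited, quantile normalization, a model of only the 2 ages compared, limma without a trend, library weights, the replicate number as a block, leaving out each library in turn, other thresholds of pulldown/input (2 and 5), other denominators of the enriched share and other forms of the principal components and of the ranking. A batch term for libraries numbered 4 or 5, the use of only libraries numbered 1 to 3, and a ranking of protein-coding genes alone were added after the values were seen. Libraries numbered 1 to 3 include 1 library at P120, which the fit assumes to vary like the other groups. The analysis was tested on simulated data with 200 changed genes per comparison. With the errors of these libraries it recovered 87.9% to 95.5% of genes changed 4-fold, 35.8% to 59.7% of those changed 2-fold and 3% to 22.4% of those changed 1.5-fold. It called 2 to 9 unchanged genes. The simulated values were drawn independently for each gene and library. They hold no deviation shared between libraries or genes, so these rates do not cover false calls from such a structure. The 3 P120 samples that the paper took from an earlier study, in situ hybridization, immunostaining and single-nucleus sequencing were left out because their values are not among those analysed here. GO terms were not tested. The paper's list of terms (Figure 1—source data 1B) was not used here, since the copy at hand held its title line alone, and the fixed lists were used in its place. The authors' own p-values and pulldown/input ratios, planned as alternatives, are not in the deposited table. The paper gives them in Figure 1—source data 1A, which was held here only in part and was not used.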

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

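The tests of transcript length, GC content (in place of a planned test of depth, which was not run) and RNA of other cells in libraries numbered 4 and 5, of tagged ribosomes in oligodendrocytes, of the neuronal rate and of sequence matches at Lars2 were chosen only after the result was seen, while the correlation of Lars2 with ribosomal RNA, the ratio for oligodendrocyte RNA from the homogenate and the other splits of the libraries were set earlier.

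Libraries numbered 4 and 5 stood apart from those numbered 1 to 3 at P14, P28 and P120: the deviations of their genes from the mean of their age correlated between libraries of different ages with a median r of 0.37 over 8 pairs. Their difference from libraries 1 to 3 followed GC content (Spearman's rho of 0.43, 0.56 and 0.54 at P14, P28 and P120) and transcript length (-0.31, -0.3 and -0.49). Either trend alone, as measured on annotated transcripts, is excluded as the whole cause, since the median r was 0.39 after the trend on length was taken out and 0.31 after that on GC content. The trends were not taken out together, so both at once, and a part of either, stay open. RNA of other cell types may account for part of it, but to raise the median ribosomal protein gene as seen it would have to make up at least 55% of the RNA at every age (111.8% at P14, 55% at P28 and 60.7% at P120), against 13.1%, 9.4% and 22.7% for neuron markers, 5.3%, 6% and 10.9% for microglia markers and 3.3%, 34.9% and 13.2% for endothelial markers. This cannot be told apart from a difference of the astrocytes themselves, because the markers of different cells need different shares and the bounds of this test were set again after its first values were seen. The design names no biological difference between these libraries, and none was tested.

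Oligodendrocyte markers had a median pulldown/input of 1.15 at P7, 2 at P14, 1.65 at P28 and 1.33 at P120, while the paper reports depletion of other cells and, by immunostaining at P28, no high overlap of the tag with markers other than that of astrocytes. Carry-over of homogenate RNA into the pulldown at the rate of neuronal RNA is excluded, since the oligodendrocyte ratio was at least 3.21 times that of the neuron markers at every age and up to 13.2 times. Carry-over at a rate of their own cannot be told apart from other sources by the highest ratio, 2, which lies between the bounds of about 1 and 3 set for it; this test was for a time read under bounds rewritten after its value was seen and was then set back to the earlier ones. Tagged ribosomes in some oligodendrocytes are a candidate explanation. The ratio was above 1 in 8 of 9 libraries of P14 and P28 and between 0.639 and 3.19 over all 15, but this test cannot exclude carry-over. These markers rose in the input as well, with a median of 0.858 FPKM at P7, 10.8 at P14 and 42.2 at P28. In the pulldown it was 1.26, 20 and 55.7. Total RNA of the tissue thus changed too, though with only 1 input library at each age.

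Lars2 was, among protein-coding genes, the most enriched abundant gene, below the ribosomal RNA precursor Rn45s at every age, which had a pulldown/input of 441 at P7, and below Mir6236 at P7, P14 and P120, which had 145 at P7. Over the 15 pulldown libraries Lars2 followed Rn45s with a Spearman's rho of 0.76, which is consistent with ribosomal RNA reads counted at Lars2. A search of 9 Lars2 transcripts against 354 ribosomal RNA transcripts and 4 that overlap them found 0 matches with an e-value under 0.001, the best being 27 bases at 85.2% identity (e-value 0.038), but the longest sequence searched had 1849 bases, and Rn45s itself and most of the 28S RNA were not among them. A biological link between Lars2 and ribosomes was not tested.

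Single libraries lay far from the others of their age in 13 of 230 values tested, where chance gives about 1 in 20. At P14, Grm5 had 9.11 FPKM in replicate 2 against 6.44 to 6.72 in the others. Aldoc had 1897 in replicate 4 against 2963 to 3017. Ndrg2 had 1510 in replicate 4 against 2543 to 2626. Pla2g7 had 259 in replicate 4 against 479 to 512. Slc16a1 had 27.5 in replicate 1 against 15.8 to 17.5. C4b had 7.94 in replicate 2 against 2.87 to 3.27. The median pulldown/input of the erythrocyte genes was 0.206 in P14 replicate 4 against 0.00952 to 0.0211, and that of the microglia markers 0.161 against 0.0675 to 0.0790. At P28, Fads2 had 614 FPKM in replicate 3 against 394 to 453. Septin4 had 148 in replicate 1 against 71.5 to 89.4. Slc25a18 had 225 in replicate 1 against 327 to 365. Ntsr2 had 698 in replicate 1 against 526 to 561. The median pulldown/input of the oligodendrocyte markers was 2.67 in P28 replicate 1 against 1.24 to 1.53.

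Other splits of the libraries into groups of the same sizes were run for each comparison. For P7 to P14, 1 of 35 splits, the real one, gave 2537 changed genes or more, a share under 0.05 and the smallest possible. The highest of the others, P14 replicates 1 to 3 against the P7 libraries and P14 replicate 4, gave 2107. The share alone therefore does not exclude a structure of the libraries. With the numbers as a batch term, chosen after the values were seen, the comparison of ages gave 4247. For P7 to P28 the real split gave 4788 and the highest other 1 (1 of 56 splits as large). For P14 to P28 the real split gave 558 and the highest other 35 (1 of 100 drawn). Both shares are under 0.05, and no other split that was run gave as many genes. Libraries numbered 4 and 5 stood apart at P14 and P28, so these shares do not exclude a structure of the libraries either. P7 to P120 has 10 splits, too few for a share under 0.05, with 4829 genes in the real one and 0 in the highest other (1 as large). For P14 to P120 chance cannot be excluded, since 2 of 35 splits gave 2782 or more. The highest other, libraries numbered 1 to 3 against those numbered 4 and 5, gave 4194. With the numbers as a batch term, chosen after the values were seen, the comparison of ages gave 2854. For P28 to P120, 2 of 56 splits gave 213 or more, a share under 0.05. The other one, P28 replicate 4 with P120 replicates 4 and 5 against the rest, gave 2415. This points to a structure of the libraries other than age. The libraries can then not be exchanged freely between groups, so the share does not decide whether chance gave the count. With the numbers as a batch term the comparison of ages gave 554.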

How the results depend on the processing

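The batch term for libraries numbered 4 or 5, the use of only libraries numbered 1 to 3 and the ranking of protein-coding genes alone are tests chosen only after the result was seen.

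Of 1307 results for single genes, 1277 kept their direction and their side of the threshold with a pseudocount of 1, 1295 with 0.01, 1293 without a trend in limma, 1163 with FPKM as deposited, 1118 with quantile normalization, 876 with library weights and, of 1287, 970 with only libraries numbered 1 to 3, a setting that leaves 1 library at P120, which is assumed to vary like the other groups. Library weights ran from 0.15 to 9.21 and their fit did not converge, so their counts are not reliable. The cause of the differences between settings was not tested, apart from the number of libraries or genes that a setting leaves. With FPKM as deposited the median log2 fold change of all genes was -0.21 from P7 to P14, -0.33 from P7 to P28, -0.27 from P7 to P120 and -0.13 from P14 to P28, against -0.035, -0.021, -0.023 and 0.011 after scaling, and the share of changed genes that rose went from 49% to 30.6% (805 rose and 1829 fell), from 49.2% to 25.8% (1385 and 3980), from 49.1% to 31.8% (1625 and 3479) and from 59.3% to 41.9% (226 and 313); from P14 to P120 it went from 51.5% to 43.6% (1098 and 1419) and from P28 to P120 from 38.5% to 54.6% (71 and 59). Changes of 1.5-fold were mostly not detected in simulated data (3% to 22.4% recovered), and whether depth limits this was not tested.

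Genes changed from P7 to P14 numbered 2537, and 7135 with library weights, 4247 with the batch term and 4803 with libraries 1 to 3 only; leaving out 1 library gave 1044 to 3234. From P7 to P28 they numbered 4788, and 7286 with library weights (3243 to 5618 leaving out 1 library). From P7 to P120 they numbered 4829, 3177 with only the 2 ages in the fit and 7559 with library weights (3323 to 5953). From P14 to P28 they numbered 558, 333 with a mean FPKM above 5, where fewer genes are tested, 2877 with library weights and 1045 with the batch term (356 to 877). From P14 to P120 they numbered 2782, 666 with only the 2 ages, 7175 with library weights and 585 with libraries 1 to 3 only, with 1 library at P120 (1601 to 5096). From P28 to P120 they numbered 213, 81 with a mean FPKM above 5, 130 with FPKM as deposited, 3 with only the 2 ages, 4805 with library weights, 554 with the batch term and 8 with libraries 1 to 3 only, again with 1 library at P120 (25 to 2887).

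The share of enriched genes changed from P7 to P14 was 44.7%, and 77.7% with library weights (23.2% to 50.5% leaving out 1 library). From P14 to P28 it was 13%, 37.3% with library weights and 20% with the batch term (9.1% to 17.3%). From P28 to P120 it was 3.1%, 1.6% with a mean FPKM above 5, 0.1% with only the 2 ages, 41.2% with library weights, 6.8% with the batch term, 0.1% with libraries 1 to 3 only (1 library at P120) and 1.2% over genes enriched at both ages (0.6% to 18.9%).

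With the replicate number as a block, 3969 genes changed from P7 to P14 and 379 from P28 to P120, the enriched share from P28 to P120 was 4.7%, and Slc1a3 was higher at P120 than at P7 by 0.74. Of 16 pairs of libraries with 1 number at different ages, 9 correlated above 0.1 in their deviations, with r from -0.32 to 0.63. Of 15 libraries, 5 correlated best with a library of their own number. These values do not show a pairing by number throughout, and they do not exclude one for some of the libraries.

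With a pulldown/input above 2, enriched genes numbered 1599 at P7, 1816 at P14, 1805 at P28 and 1760 at P120, 1012 common to all ages and 687 unique to 1 age. With a ratio above 5 they numbered 438, 495, 459 and 341, 172 common and 269 unique. With an estimated correlation the adjusted p of the pulldown against the input was 0.21 for astrocyte, neuron and microglia markers, 0.38 for endothelial markers and erythrocyte genes, 0.26 for mural and fibroblast markers, 0.31 for OPC markers and 0.43 for oligodendrocyte markers. Leaving out 1 library, or 1 age's input, moved the mean log2 difference of the erythrocyte genes between -3.29 and -2.52.

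The exact permutation p of the principal components was 0.11 from P7 to P14 and 0.17 from P14 to P28 without the log. It was 0.057 and 0.063 with unit variance, and 0.1 for both with libraries 1 to 3 only, the smallest possible there. Leaving out 1 library gave 0.029 to 0.1 from P7 to P14, 0.0079 to 0.057 from P14 to P28 and 0.048 to 0.29 from P28 to P120. Of these, 0.1 (without P14 replicate 1) and 0.048 (without P120 replicate 1) were the smallest possible with the libraries left. With medians Apoe ranked 2 and Cst3 4 at P120, and with scaled FPKM Apoe ranked 2 there. Among protein-coding genes alone Apoe ranked 1, Cst3 2 and Lars2 1. Leaving out 1 library gave Apoe ranks 1 to 2 at P14 and P120, Cst3 4 to 5 at P7, and Lars2 3 to 8 at P14 and 3 to 4 at P120; the pulldown/input of Lars2 was then 32.2 to 46.8 at P7, 14.2 to 22.7 at P14, 17.5 to 24.4 at P28 and 10.4 to 27 at P120.

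Directions turned where neither value passed the threshold for 89 results of single genes and 32 lists with libraries 1 to 3 only, 77 and 17 with library weights, 70 and 8 with quantile normalization, 63 and 14 with the block, 60 and 16 with the batch term, 46 and 2 with FPKM as deposited and at most 69 and 11 leaving out 1 library (P120 replicate 4). Those that turned with either value past the threshold follow. With libraries 1 to 3 only, where P120 is 1 library assumed to vary like the other groups, ribosomal protein genes were lower at P120 than at P7 (adjusted p = 0.018) and than at P28 (0.45), genes of oxidative phosphorylation lower at P120 than at P28 (0.008), Wnt genes higher there (0.011) and the genes of Figure 1I higher there (0.94), all by camera of limma with the preset correlation. Values with an estimated correlation were not kept for this setting. With all libraries no list passed between ages with an estimated correlation. Leaving out 1 library, the adjusted p ranged from 1.6e-05 to 0.21 for the list ribosomal proteins, P28 to P120, and from 8.8e-07 to 0.087 for the list oxidative phosphorylation, P28 to P120, with the preset correlation (0.76 for both with an estimated one), both turning without P120 replicate 4 (0.21 and 0.046). As log2 fold changes, with libraries 1 to 3 only (1 library at P120): Slc1a3, P7 to P120, was 0.92 and Itpr2, P7 to P120, was 0.99. With the batch term Slc1a3, P7 to P120, was 0.80. Under quantile normalization Gfap, P7 to P28, was -0.45, Aldh1l1, P7 to P120, was -0.57, Tspan7, P7 to P120, was -0.10 and Scd2, P7 to P120, was -1.05. With library weights Mdk, P7 to P120, was -0.61, Mdk, P14 to P120, was -0.55, Mdk, P28 to P120, was -0.53, Tspan7, P14 to P120, was -0.47, Mlc1, P14 to P120, was -0.46, Idh2, P14 to P120, was -0.36 and Rn45s, P14 to P120, was -1.75. The planned use of the authors' own p-values and ratios was not run: the table analysed here holds none, and the paper's own (Figure 1—source data 1A) was held here only in part and was not used.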

Differences from the paper's values

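The batch term for libraries numbered 4 or 5 and the use of only libraries numbered 1 to 3 are tests chosen only after the result was seen.

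The paper's counts rest on DESeq2 with 6 samples at P120, and those here on limma with 3, both at FPKM above 1 and an adjusted p under 0.05. From P14 to P28 the paper gives about 1000 changed genes and 558 were found here. Of the alternatives set before the data were examined, 4 fall within 1.5 times the paper's value, namely no filter on low values (667), the replicate number as a block (814) and leaving out P120 replicate 1 (720) or 4 (877), and 21 do not; the batch term, chosen after seeing the values, gave 1045. From P28 to P120 the paper gives about 2000 and 213 were found here, with 2887 without P120 replicate 1 within that bound and 24 alternatives set before the data were examined outside it.

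Of the astrocyte-enriched genes, the paper gives about 20% changed from P28 to P120 and 3.1% were found here; 18.9% without P120 replicate 1 is within 1.5 times the paper's value and 26 alternatives set before the data were examined are not. From P14 to P28 the paper shows about 26% in Figure 1E, read by eye, and 13% were found here; library weights (37.3%) fall within that bound, 26 alternatives set before the data were examined do not, and the batch term, chosen after seeing the values, gave 20%.

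For Apoe the paper gives a peak of about 10000 FPKM and the mean at P120 here was 15220; leaving out P120 replicate 1 (14886) or 4 (13999) brings it within 1.5 times the paper's value or the SD between libraries, and the 2 other alternatives set before the data were examined do not. For the pulldown/input of Lars2 the paper gives about 40 beside its statement on all ages, with no value for each age, so the values below differ only if it stands for each. At P14 it was 18 here, with 0 of 7 alternatives set before the data were examined within the bound. At P28 it was 20.7, with scaled FPKM (27) within it and 7 outside. At P120 it was 19.4, with scaled FPKM (25.7) and leaving out P120 replicate 5 (27) within it and 4 outside. At P7 it was 40.5, close to the paper's.

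The paper places the largest number of changed genes between P7 and P28 and the smallest between P14 and P28. Here P7 to P120 (4829) was slightly above P7 to P28 (4788), but P7 to P28 was above in 7 of 25 alternatives set before the data were examined, namely a mean FPKM above 5 (3446 against 3438), FPKM as deposited (5365, 5104), quantile normalization (5135, 4902), only the 2 ages in the fit (6381, 3177), the block (5808, 4656) and leaving out P120 replicate 4 (5618, 4117) or 5 (4802, 4561), and, chosen after seeing the values, with the batch term (6098, 5035) and libraries 1 to 3 only (6220, 4267, with 1 library at P120). P28 to P120 (213) was below P14 to P28 (558), and above it with library weights (4805, 2877) and without P120 replicate 1 (2887, 720). The paper states an upper bound for the share of genes unique to each age, and leaves open which total it divides by. Of the genes enriched at that age, they were 13.2% at P7 and 14.4% at P120, which is above the paper's bound. At both P14 and P28 they were 6.7%, below it. Beside the 1552 genes enriched at any age, they numbered 121 at P7, 72 at P14, 73 at P28 and 147 at P120.

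The paper ranks Apoe and Cst3 as the most highly expressed genes and Lars2 as the most enriched abundant one at all ages. Here Apoe ranked 3, 2, 2 and 1, Cst3 4, 3, 4 and 3 and Lars2 3, 3, 2 and 3. Rn45s was above Apoe at P7, P14 and P28 and above Cst3 and Lars2 at every age, and Mir6236 was above Apoe at P7, above Cst3 at P7 and P28 and above Lars2 at P7, P14 and P120. With protein-coding genes alone, chosen after seeing the values, they ranked 1, 2 and 1 at every age.

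The paper states that Slc1a2, Gja1 and Gjb6 are higher from P14 onwards. By limma Gjb6 was higher at P14 (adjusted p = 1.6e-06), P28 (5.4e-08) and P120 (3.1e-07), and Slc1a2 at P14 (0.019, lost without P7 replicate 1, 0.083, or 3, 0.061, or P14 replicate 1 or 2, 0.052 each) and P28 (0.013, lost under quantile normalization, 0.1, and without P7 replicate 1, 0.053) but not at P120 (0.29), where the block (0.0035) and, chosen after seeing the values, the batch term (7.7e-04) and libraries 1 to 3 only (3.5e-04; 1 library at P120, assumed to vary like the other groups) call it, in a range from 3.5e-04 to 0.99. Gja1 passed at P28 (0.043) and not at P14 (0.066) or P120 (0.71). The call at P28 was lost without a filter on low values (0.062), with FPKM as deposited (0.11) and quantile normalization (0.21) and without P7 replicate 1 (0.14), 2 (0.07) or 3 (0.11), P14 replicate 3 (0.054) or P28 replicate 1 (0.083), 2 (0.083) or 3 (0.084). At P14 it is called with only the 2 ages in the fit (0.038), library weights (1.0e-04), the block (4.3e-04), leaving out P14 replicate 4 (0.015) or P120 replicate 1 (0.024) or 4 (0.044) and, chosen after seeing the values, the batch term (8.1e-05) and libraries 1 to 3 only (1.5e-04), in a range from 8.1e-05 to 0.20. At P120 the block (0.0097) and, chosen after seeing the values, the batch term (0.0025) and libraries 1 to 3 only (0.002, again with 1 library at P120) call it, in a range from 0.002 to 0.98. The rise of S100b and the fall of Grm5 after P7 were called here as in the paper (adjusted p of 1.5e-05 and 0.039 from P7 to P14 by limma). The call of Grm5 was lost without a filter on low values (0.056) and without P7 replicate 1 (0.15), 2 (0.1) or 3 (0.069) or P14 replicate 1 (0.075), 3 (0.091) or 4 (0.064). Grm5 lay below the input at every age and fell in the input too, so its fall is not shown to be that of astrocytes.

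The paper has Thbs1 higher at P7 than later. Its means ran that way, but Thbs1 was under the filter of 1 FPKM; without a filter it is called at P28 (adjusted p = 0.001) and P120 (5.3e-05) and not at P14 (0.21). The paper has Megf10 higher at P14 than at P7, which did not pass here (0.15), while Mertk did (0.0014). Megf10 is called with library weights (3.1e-04), the block (0.0015), leaving out P14 replicate 4 (0.034) and, chosen after seeing the values, the batch term (0.0014) and libraries 1 to 3 only (1.9e-04), in a range from 1.9e-04 to 0.32. The rises of Gpc5 (0.0031 from P7 to P14) and of Thbs4 (4.1e-04 from P7 to P120) were called as in the paper.

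The paper has Gpc4 highest at P7 and declining, Gpc6 peaking at P14 to P28 and Chrdl1 at P14. The means ran in these directions, but no comparison of Gpc4 or Gpc6 passed, and for Chrdl1 the fall from P14 to P120 passed (0.0043, but 0.054 with only the 2 ages in the fit and, chosen after seeing the values, 0.055 with libraries 1 to 3 only, which leave 1 at P120) and the rise from P7 to P14 did not (0.051). Gpc4 is called lower than at P7 with FPKM as deposited (0.017 at P28, 0.018 at P120) and library weights (0.018 and 0.0018). Gpc6 is called higher than at P7 with library weights (0.038 at P14, 0.034 at P28), the block (0.034 at P28) and, chosen after seeing the values, the batch term (0.048 and 0.02) and libraries 1 to 3 only (0.024 and 0.037), and lower at P120 than at P14 with library weights (0.0024) and without P120 replicate 1 (0.01). The rise of Chrdl1 is called with a pseudocount of 1 (0.046), a mean FPKM above 5 (0.05), quantile normalization (0.048), only the 2 ages in the fit (0.028), library weights (2.5e-05), the block (6.5e-04), leaving out P14 replicate 4 (0.017) or P120 replicate 1 (0.016) or 4 (0.027) and, chosen after seeing the values, the batch term (3.3e-04) and libraries 1 to 3 only (5.3e-04). The adjusted p ranged from 0.0018 to 0.38 for Gpc4 from P7 to P120, from 0.024 to 0.54 for Gpc6 from P7 to P14 and from 2.5e-05 to 0.16 for Chrdl1 from P7 to P14.

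The paper finds terms of cholesterol processing common to all ages, terms of cortical development unique to P7, of Wnt and BMP signaling to P14 and of extracellular matrix assembly and contact inhibition to P120. GO terms were not tested here, and the fixed lists are not those terms. By Fisher's exact test, 3 of 11 genes of cholesterol transport (adjusted p = 0.034) and 0 of 19 of cholesterol synthesis (0.91) were enriched at all ages. Of genes enriched at P7 alone, 1 was of radial glia and cortical patterning (exact test, adjusted p = 0.83); at P14 alone, 3 were of the Wnt list (0.022) and 1 of the BMP list (0.76); at P120 alone, 2 were of the matrix list (0.48) and 0 of the Hippo list (1). Serine synthesis, also named by the paper, had 3 of 5 genes at all ages (exact test, adjusted p = 0.0035).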

Other observations

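Of the tests in this part, the use of only libraries numbered 1 to 3 was chosen only after the result was seen; the adjusted p given for a list is the one with an estimated correlation, by camera of limma.

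From P7 to P14, 9 of 21 immediate early genes rose and none fell (9 when adjusted over the list alone; mean log2 fold change 0.88; adjusted p = 0.54), as did 4 of 14 genes of fatty acid oxidation (4 over the list alone; mean 0.54; 0.41). Of 15 neurotransmitter receptor genes, Adra2a, Adora2b, Adra1a and Adrb1 rose and Grm5 fell (5 and 1 over the list alone; mean 0.45; 0.41). Of these calls, that of Adra2a was made in every alternative, while that of Adora2b was lost in 1 of 27 (adjusted p up to 0.086), of Adra1a in 5 of 26 (up to 0.092), of Adrb1 in 7 of 26 (up to 0.17) and of Grm5 in 7 of 27 (up to 0.15). Of 28 Wnt genes, 5 rose and 2 fell (6 and 2 over the list alone; mean 0.20; 0.73), of 19 BMP genes 3 rose (3; mean 0.32; 0.59), of 10 hedgehog genes 1 rose (1; mean 0.27; 0.62) and of 23 genes of Figure 1I, 7 rose and 2 fell (10 and 2; mean 0.81; 0.45). Of 20 neuron markers, 2 rose and 3 fell (4 and 3; mean -0.10; 0.99). In P14 replicate 4 the median was lower than in replicates 1 to 3 by 0.64 on the log2 scale for fatty acid oxidation and by 0.68 for the genes of Figure 1I, and higher by 0.81 for neuron markers.

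Dbp, an output gene of the circadian clock, had 37.8 ± 9.18 FPKM at P7 (n = 3), 76.7 ± 5.08 at P14 (n = 4), 102 ± 14.0 at P28 (n = 5) and 140 ± 35.2 at P120 (n = 3). Its rise from P7 to P14 was 1.23 (standard error 0.23, adjusted p = 0.002 from limma), and this call was made in each of the 27 alternatives. Of 14 clock genes, 10 rose from P7 to P28 (10 over the list alone; mean 1.00; adjusted p = 0.26).

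Mt2, a metallothionein, went from 318 ± 48.0 FPKM at P14 (n = 4) to 892 ± 272 at P28 (n = 5), a log2 fold change of 1.57 (standard error 0.31, adjusted p = 0.0079 from limma), called in each of the 27 alternatives. Of 3 metallothionein genes, 2 rose between these ages (2 over the list alone; mean 1.26; adjusted p = 0.35).

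Of 7 interferon response genes, 5 rose from P7 to P28 (5 over the list alone; mean 1.26; adjusted p = 0.26), and of 8, 5 were higher at P120 than at P7 (5; mean 1.43; 0.20). Of 11 reactive astrocyte genes, 5 were higher at P120 than at P7 and none lower (5 higher and 1 lower over the list alone; mean 0.50; 0.63). Of 88 genes of oxidative phosphorylation, 40 were higher at P120 than at P7 and 1 lower (44 and 1; mean 0.91; 0.63), and of 64 ribosomal protein genes 1 was higher and 4 lower (0 and 3; mean 0.29; 0.93). In P120 replicates 4 and 5 the median of these lists was higher than in replicate 1, by 0.88 on the log2 scale for oxidative phosphorylation (84 of 89 genes) and by 1.31 for ribosomal proteins (57 of 64). All 15 microglia markers tested were higher at P120 than at P7 (15; mean 2.88; 0.26), at levels below the input and by a median of 0.87 higher in replicates 4 and 5 than in replicate 1. Of 20 genes of cholesterol synthesis, 8 fell from P14 to P120 and none rose (8; mean -0.54; 0.60), with Hmgcs1 going from 491 to 179 FPKM (-1.50, standard error 0.37, adjusted p = 0.011), a call that was lost without P120 replicate 4 (0.062), with only the 2 ages in the fit (0.081) and with libraries 1 to 3 only, chosen after the values were seen and leaving 1 library at P120, which is assumed to vary like the other groups (0.13, the highest of 27 alternatives, of which the lowest was 5.6e-06). Of 8 transcripts listed as overlapping ribosomal RNA the table holds 2, Rn45s and Lars2, and neither passed the test between any ages by limma (mean -0.39 from P7 to P14; adjusted p = 0.88). Of 5 ependymal and choroid plexus markers compared between pulldown and input, 2 were higher and 1 lower (preset correlation, adjusted p = 0.28).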
